# A Bovine Lymphosarcoma Cell Line Infected with *Theileria annulata* Exhibits an Irreversible Reconfiguration of Host Cell Gene Expression

**DOI:** 10.1371/journal.pone.0066833

**Published:** 2013-06-26

**Authors:** Jane H. Kinnaird, William Weir, Zeeshan Durrani, Sreerekha S. Pillai, Margaret Baird, Brian R. Shiels

## Abstract

*Theileria annulata*, an intracellular parasite of bovine lymphoid cells, induces substantial phenotypic alterations to its host cell including continuous proliferation, cytoskeletal changes and resistance to apoptosis. While parasite induced modulation of host cell signal transduction pathways and NFκB activation are established, there remains considerable speculation on the complexities of the parasite directed control mechanisms that govern these radical changes to the host cell. Our objectives in this study were to provide a comprehensive analysis of the global changes to host cell gene expression with emphasis on those that result from direct intervention by the parasite. By using comparative microarray analysis of an uninfected bovine cell line and its *Theileria* infected counterpart, in conjunction with use of the specific parasitacidal agent, buparvaquone, we have identified a large number of host cell gene expression changes that result from parasite infection. Our results indicate that the viable parasite can irreversibly modify the transformed phenotype of a bovine cell line. Fifty percent of genes with altered expression failed to show a reversible response to parasite death, a possible contributing factor to initiation of host cell apoptosis. The genes that did show an early predicted response to loss of parasite viability highlighted a sub-group of genes that are likely to be under direct control by parasite infection. Network and pathway analysis demonstrated that this sub-group is significantly enriched for genes involved in regulation of chromatin modification and gene expression. The results provide evidence that the *Theileria* parasite has the regulatory capacity to generate widespread change to host cell gene expression in a complex and largely irreversible manner.

## Introduction

*Theileria annulata* and the closely related species, *T. parva* are tick-transmitted protozoan parasites of cattle. Both parasites cause debilitating and often fatal disease syndromes, tropical theileriosis in the case of *T. annulata* and East coast fever by *T. parva.* Following introduction into the host animal by a feeding tick, sporozoites rapidly invade and establish a membrane delineated, multi-nucleate macroschizont within white blood cells, predominantly those of the monocyte-macrophage lineage in the case of *T. annulata* and T-cells for *T. parva*, reviewed in [1]. Infection of leukocytes by either species induces numerous, conserved changes to the host cell that promote cell division and generate a neoplastic phenotype. Expansion of the parasitised lymphocyte population results in development of multiple tumour-like foci throughout the body of an infected animal [2]. Host cell division is dependent on the viable parasite since treatment with the theileriacidal drug, buparvaquone (BW720c) results in a cessation of proliferation followed by apoptosis of the infected cell [3], [4]. Establishment of the infected cell phenotype is known to involve constitutive activation of the pro-inflammatory transcription factor NFκB (reviewed in [1]). This is a critical event, as it provides the proliferating infected cell with anti-apoptotic properties [5]. NFκB activation appears to be parasite dependent and is initiated by sequestration of ‘IKK (IκB-kinase) signalosomes’ to the surface of the macroschizont [6]. In addition to hijacking host IKK signalosome function, there is evidence that the parasite-infected cell modulates other signalling pathways. These include constitutive activation of the AP1 transcription factor [7] by cJUN NH2-terminal kinase signalling [8]; induction of TGF-β signalling which also appears to be involved in regulation of metastatic potential and hence virulence of *T. annulata* infected leukocytes [9] and constitutive phosphoinositide 3′-kinase (PI3-K) activity that supports proliferation and possibly contributes to elevation of AP1 and NFκB activity [10]. Activity of the transcription factor, cMYC is also up-regulated [11]. Such perturbation of multiple signalling events associated with the inflammatory response must have a profound influence on host cell phenotype and the associated profile of gene expression.

Parasite proteins that are exported to the host cell nucleus may also play a role in establishment of the infected host cell phenotype Those identified are encoded either within the large SVSP (sub-telomere-encoded variable secreted proteins) gene family [12] or the distinct TashAT/TpHN families [13]. Evidence from ectopic expression studies has shown that at least two TashAT factors which bind to AT-rich DNA [14] can modify a bovine cell phenotype [15], [16], pointing to a role for these proteins in modulation of the infected cell transcriptome. These studies together with the extensive data on manipulation of cell signalling pathways and leukocyte differentiation status [17], [18] suggest that *Theileria* parasites orchestrate a major reorganisation of leukocyte gene expression networks and illustrate the complexity of parasite governance over the host cell, reviewed in [1], [19].

A comparative analysis of gene expression changes that occur in disease resistant versus susceptible cattle breeds following *T. annulata* sporozoite infection of primary cells was carried out by [20] using a macrophage based cDNA array representing 5,026 bovine genes [21]. It was reported that significant modification of the bovine transcriptome (>1,000 of the genes represented on the array) occurred following parasite infection (Jensen et al, unpublished data cited in [20]) and more recently, a microarray analysis demonstrated that the *Theileria* parasite can substantially modulate the outcome and gene expression profiles associated with an LPS-induced inflammatory response [22]. However, a comprehensive study to investigate the full extent to which the parasite can modify a host cell gene expression profile has not been undertaken. It can be predicted that such a study will identify a plethora of parasite-induced alterations to the host cell transcriptome, but whether these can be attributed to modulation of a few or many primary host cell targets is an intriguing question.

This study has used an unbiased oligonucleotide microarray platform designed using the entire bovine mRNA REFSEQ database and the predicted coding sequences of the *T. annulata* genome, to obtain a transcriptome representative of *Theileria*-infected leukocytes. This was achieved by comparing array data generated for a bovine lymphosarcoma-derived cell line, BL20 [23] and its *T. annulata* (Hissar stock) infected counterpart, TBL20. BL20 is typical of an immortalised lymphoid cell line; sustained cell division with concomitant failure to initiate apoptosis. It is readily infected *in vitro* by *T. annulata* sporozoites resulting in establishment of a uniform population of infected cells [24]. TBL20 cells have features that are characteristic of parasitised cell lines derived from a natural infection, such as the presence of macroschizont-associated IKK signalosomes [6], [25] and the ability to generate merozoites when cultured at 41°C [26]. Thus, the BL20/TBL20 model is an ideal tool to investigate changes induced by intracellular *Theileria* parasites, as it provides an identical host background and does not rely on chemical means of cell stimulation to provide a control population for array analysis. Using these lines together with BW720c treatment to kill the parasite, we aimed to identify changes to host cell gene expression that are under control of the viable parasite. The results show that *Theileria* infection modifies the malignant phenotype, as host cell death is initiated following parasite elimination rather than reversion to the original immortalised BL20 phenotype. Moreover, the data predicts that this event is linked to a major irreversible reconfiguration of host cell gene expression networks, resulting from alterations to the activation status of a number of important transcription factors and modulation of chromatin structure. Detailed documentation of the modifications imposed by this apicomplexan parasite that effectively tailor the host transcriptome towards a phenotype necessary for survival, proliferation and differentiation of the infected cell is provided.

## Materials and Methods

### Cell Lines and Culture

The uninfected control (BL20) was a bovine lymphosarcoma cell line [23] and the *T. annulata* infected line (TBL20) was derived previously from BL20 by *in vitro* infection with *T. annulata* (strain Hissar) [24]. Cells were cultured in RPMI with 20% foetal calf serum [27]. For RNA preparation, identical cultures of 2.5×10^5^ cells were set up in triplicate for each condition using fresh starter cultures. BW720c was added as appropriate to 50 ng ml^−1^ after 4 hours. Cell numbers were estimated each day by Trypan Blue exclusion and cultures fed, if required, by 2-fold dilution in fresh medium to maintain cells in exponential growth over the time course of the experiment. For analysis of comparative growth rates, cultures were set up in triplicate and treated as above except that the starting cell number was 1.5×10^5^ ml^−1^ and cultures were allowed to adapt overnight before addition of BW720c. Calculation of growth rate (cell number ml^−1^) was determined by extrapolation using the dilution factors.

### RNA preparation for microarray analysis, Northern Blotting and RT-PCR

Total RNA was prepared from 3 replicate cultures for each condition. Cell pellets were re-suspended in Tri-Reagent (Sigma) immediately after harvesting. Following extraction, the RNA was further purified on RNAeasy columns (Qiagen) according to the manufacturers' protocol. For RT-PCR, a DNAse treatment step was included.

### Microarray hybridisation and analysis of data

The custom designed 60-mer oligonucleotide *Bos taurus*/*T. annulata* microarray array platform (Roche NimbleGen Inc., Madison WI.) was described in detail in an earlier publication [22]. Briefly, 19,777 bovine sequences from the mRNA RefSeq database available at NCBI (http://www.ncbi.nlm.nih.gov/RefSeq/) together with 3,769 *T. annulata* coding sequences obtained from the *T. annulata* genome database at GeneDB (www.genedb.org) were represented on the array. The *T. annulata* probe set served as negative controls for bovine hybridisations and positive controls were bovine genes already known from previous studies to be elevated by *Theileria* infection such as members of the matrix metalloproteinase family.

Conversion of RNA to cDNA, labelling of cDNA, microarray hybridisation and RMA-normalisation of hybridisation data [28] were carried out by Roche NimbleGen. The log_2_ hybridisation values were analysed by the non-parametric Rank Product (RP) method [29], which compares favourably with similar methods in its robustness for detection of differentially expressed genes [30]. Only genes with a False Discover Rate (FDR) of less than 5% were included in subsequent analysis of differentially expressed gene sets. Genes sets classed as differentially expressed were subjected to functional analysis using Ingenuity Pathway Analysis framework V9 (IPA) (Ingenuity® Systems, http://www.ingenuity.com) as well as data obtained from the BioSystems database at NCBI (http://www.ncbi.nlm.nih.gov/biosystems/). In some instances manual curation of the data was undertaken. The datasets analysed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series Accession No. GSE44414 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=txqrjgyaoyqukzg&acc=GSE44414).

### Designation of expression levels of bovine genes

An estimate of baseline or background hybridisation was determined by taking the mean of all the values obtained for hybridisation of BL20 (uninfected) cDNA to 3,769 parasite genes represented on the array. This derived a log_2_ value of 4.5 (range 3.59–9.04 log_2_), which we used to represent the background hybridisation value for a putatively silent gene in uninfected BL20 cells. Mean expression values for bovine genes taken across replicate hybridisations for each experimental condition below 4.5 (n = 1,283) were designated as being ‘not expressed’ (N) in BL20, although we believe that this is probably a conservative estimate; genes with mean values between 4.5 and 7 were classed as ‘low expressed’ (L); 7.0 and 9.0, medium expression level (M); 9.0–12.0, high expression (H); 12.0 and above as very high (VH). Due to the nature of hybridisation kinetics for different probes we emphasise that this classification system merely serves as a convenient guideline for interpretation.

### Validation of microarray gene expression changes by RT-PCR

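On these arrays GAPDH was at 15.75 ± 0.05 (SD, n = 3) in BL20 and 15.78 ± 0.06 (SD, n = 3) in TBL20, ACTB (actin) at 15.69 ± 0.05 (SD, n = 3) and 15.73 ± 0.05 (SD, n = 3), and TUBB (beta-tubulin) at 15.68 ± 0.06 (SD, n = 3) and 15.74 ± 0.09 (SD, n = 3). None of their differences between the lines, or between TBL20 with BW720c and TBL20, passed the test by limma, but their levels lie close to the highest value of the arrays, where differences are compressed (adjusted p for the lines = 0.86, 0.78 and 0.74). The log2 differences at 48 h of the drug were -0.14, -0.039 and -0.14. They depended on the scaling: with the deposited values centred on bovine sequences all 3 were higher in TBL20 (0.90, 0.96 and 0.91) and lower at 48 h, and with median scaling all 3 were lower at 48 h (-0.83, -0.74 and -0.93).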

Microarray hybridisation values for host actin, β-tubulin and GAPDH probe sets were very similar for BL20 and TBL20 and did not change significantly during BW720c treatment, therefore we used these as constitutive controls for semi-quantitative (SQRT-PCR) and quantitative RT-PCR (QRT-PCR). SQRT-PCR was carried out in one step using an Invitrogen One-Step RT-PCR kit with 10–50 ng total RNA and analysed as described in [22]. A control without reverse transcriptase was included for every condition. QRT-PCR was carried out in two steps; firstly cDNA was prepared from 2 μg total RNA using Agilent Technologies AffinityScript QPCR cDNA Synthesis Kit with oligo dT primers. QRT-PCR amplifications of cDNA stocks were carried out in duplicate using a Stratagene Mx3005P QPCR system and incorporating SybrGreen for detection. All procedures were carried out according to the manufacturers' protocols and quantitative data analysed using MxPro QPCR software. Reaction conditions and analysis are described in detail in a previous publication [22]. Briefly, GAPDH was selected as the best overall constitutive control gene for QRT-PCR from the 3 constitutive genes that were assessed. Relative gene expression values for each gene of interest were calculated by normalising to those of GAPDH. Fold change was calculated for selected genes in parasite-infected and BW720c treated samples relative to control BL20 as calibrator. Unique primers pairs used to amplify bovine mRNAs (Table S1) were designed using Primer-Blast at NCBI (http://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi) and assessed for secondary structure using M-Fold (http://mfold.rna.albany.edu/). Where possible, they were designed to span or include an intron to avoid amplification/detection of genomic DNA and to have similar melting temperatures in the range 58–61°C.

### Preparation of protein extracts and Western Blotting

Total protein extracts were prepared from uninfected BL20, infected TBL20 and TBL20 treated with BW720c cultured under the same conditions as for preparation of RNA for microarray analysis. 10^6^ cells were lysed in 40µl 1× SDS-PAGE sample cocktail buffer and SDS-PAGE gels run, transferred and blotted using standard procedures as described previously in [14]. Approximately 2.5×10^5^ cells were loaded per track and equal protein loadings confirmed by Ponceau S staining of the transfer membrane. Due to the relative lack of available bovine-specific antibody reagents, commercial antibodies chosen for testing were generated against regions of high conservation across mammalian species. Antibodies were used at the following dilutions; anti-HDAC9 (Santa Cruz Biotechnology, Cat No sc-28732) 1/200 dilution; HDAC2 (Santa Cruz Biotechnology, sc-81599), 1/200; NFκB2 (Santa Cruz Biotechnology, sc-298), 1/100; *T. annulata* specific antibodies, anti-TA10720 (ER HSP90, J. Kinnaird, unpublished), 1/100 and anti-Tasp [31] 1/5000, were generated in this laboratory; antibodies against constitutively expressed control host proteins β-tubulin (Sigma, T9028), 1/5000 and actin (Sigma, A4700), 1/1000. Primary antibody was detected using the appropriate secondary antibody conjugated to horseradish peroxidase. Immunoblots were performed three times for HDAC9 and twice for NFκB2. The cultures used to generate protein extracts were completely independent of those used to generate mRNA.

### Measurement of Caspase 3/7 Activity

Caspase 3/7 activity was estimated from logarithmically growing cultures under the conditions and at the time points indicated in the text. Activity from 10^4^ viable cells was determined using a luciferase-based assay (Promega) according to the manufacturer's protocol.

## Results and Discussion

### BW720c treatment of TBL20 is detrimental to host cell proliferation, survival and parasite gene expression

The specific theileriacidal activity of BW720c is well established both *in vivo* [32] and *in vitro.* This latter property has been utilised in several studies including those by [18], [33] and [17] to predict whether individual host genes/pathways are under direct influence of the viable macroschizont. BW720c, a hydroxynaphthoquinone, most probably acts as a ubiquinone analogue [34], [35] to specifically block parasite electron transport and exposure of infected cells to the drug leads to rapid arrest and death of the parasite, followed by cessation of host cell proliferation and apoptosis within a few days [4]. However, given the *T. annulata* infected line, TBL20, has arisen from the infection of a cell line that already displays an immortalised phenotype, reversal of proliferation status and induction of apoptosis may not occur on treatment with BW720c. To test this premise, infected TBL20 cells were cultured in the presence and absence of the drug and their proliferation potential assessed relative to uninfected BL20. The results clearly demonstrated that TBL20 cells proliferate at a faster rate than their uninfected counterpart, BL20 (Figure 1). Moreover, treatment of TBL20 with BW720c resulted in a significant reduction in proliferation rate, detectable from about 30 h, with complete arrest by ∼48 h. In contrast, BL20 showed no detectable effect of BW720c on the rate of division. A similar growth arrest phenotype following BW720c treatment was recently described for *T. annulata* infected cells derived from a different immortalised host cell line [36], indicating that the result is not restricted to the BL20 host cell background. Estimation of caspase 3/7 activity, a marker of progression towards apoptosis, showed a significant increase in the TBL20 BW720c-treated culture that was not detected in control (no drug) TBL20 cells or uninfected BL20 cells. Interestingly, caspase 3/7 activity was detectable in TBL20 by 24 h exposure to the drug, indicating progression towards apoptosis was initiated prior to this sampling point (Figure 2A). Further support was provided by Western blot detection of another early marker of apoptosis, the poly-ADP ribose polymerase (PARP) cleavage product, in TBL20 cells during BW720c treatment but not in BL20 cells (data not shown).

**Figure 1:**
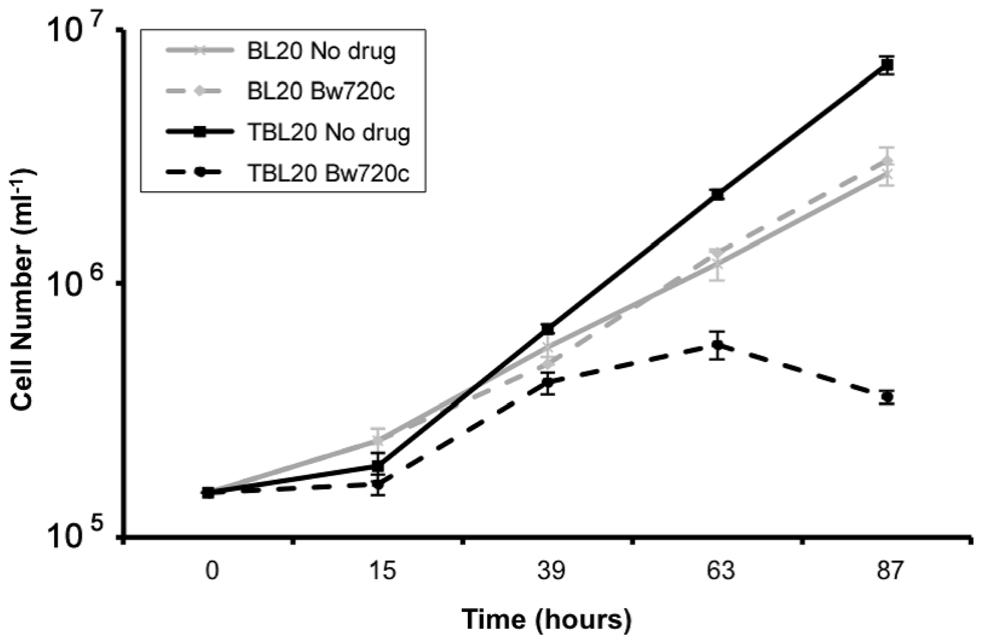
Comparative growth rates of BL20 and TBL20 cell lines during BW720c treatment. Comparison of growth rates of uninfected (BL20) and infected (TBL20) cell lines in the presence and absence of BW720c at 50 ng ml^−1^. Culturing was as described in Methods section. All cultures were counted daily with three replicate cultures used for each condition. Error bars represent standard deviations from the mean for each time point. Solid lines, non-drug treated cultures; dashed lines, BW720c treated; thin line, BL20 and thick line, TBL20.

**Figure 2:**
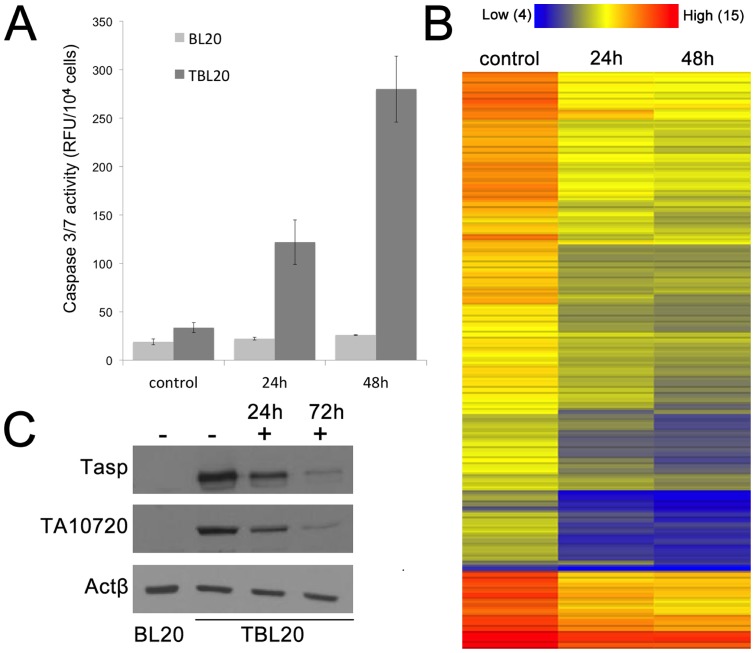
**A. Caspase 3/7 activity in BW720c-treated uninfected BL20 and infected TBL20.** Caspase 3/7 activity was assayed on samples of 10^4^ cells taken from triplicate cultures for each cellular condition; BL 20 and TBL20, untreated and treated with BW720c for 24 and 48 h. Error bars represent the standard deviation from the mean. **B. Heat map illustration of the relative expression levels for parasite house-keeping genes before and after exposure to BW720c for 24 and 48** **h** 106 parasite house-keeping genes were randomly selected based on their annotation. The majority of parasite genes show considerably decreased levels by 24 h. Expression level range is 3.9 (blue, low) to 14.9 (red, high). Values are log_2_. **C. Western analysis demonstrated that expression of parasite proteins Tasp and TA10720 decreased during exposure to BW720c** Total protein cell extracts were prepared from untreated BL20 and TBL20 (−) and in TBL20 cells at 24 and 72 (+) hours after addition of BW72c. Equal protein loadings were verified by Ponceau S staining. Parasite proteins, Tasp (schizont surface) and TA10720 (HSP90-related, schizont organelle) are shown relative to constitutive bovine actin. Antibodies are as described in methods section.

Confirmation that BW720c was detrimental to the macroschizont was achieved by morphology and at the RNA and polypeptide level. Giemsa staining indicated an overall reduction in size and nuclear content of the macroschizonts by 48 hours (data not shown). To assess the outcome of BW720c treatment on the parasite transcriptome, Rank Product analysis of the data obtained from hybridisation of TBL20 cDNA to the parasite genes represented on the Glasgow bovine/*Theileria* genome microarray (see methods) was undertaken. 

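RNA from 6 groups of cultures was hybridised to 18 one-colour NimbleGen arrays, 3 per group: BL20, an uninfected bovine lymphosarcoma cell line, and TBL20, the same line infected with T. annulata, each without drug and after 24 and 48 h of BW720c (buparvaquone), which kills the parasite. Each array carried 343790 spots of 171895 probes, every probe spotted 2 times, for 34426 sequences, and 34344 of these had 5 probes. Of the sequences, 30656 were bovine and 3770 were from T. annulata. The authors deposited the scanner intensities and a set of normalised values. The normalised values were on a linear scale, and after taking log2 they correlated with an RMA repeated here over all probes at r of at least 0.998 on every array. The values reported here were made again from the scanner intensities: RMA background correction on each array, quantile normalisation fitted on the bovine spots and applied to all spots, log2, the mean of both spots of a probe, and median polish over the probes of a sequence. The bovine spots were chosen for the fit because parasite spots held 7.6 to 9.0% of the intensity in TBL20, 2.0 to 2.3% after 24 h of BW720c, 1.9 to 2.0% after 48 h and at most 0.20% on any BL20 array. Groups were compared with limma over all 18 arrays, and p values were adjusted (Benjamini-Hochberg) over the 3770 parasite sequences and, separately, over the 30656 bovine sequences. A sequence was called at an adjusted p under 0.05, with no minimum fold. The number of arrays limits the precision of every value. Untreated cultures form a single group per line, with no hours given in the labels. Time in culture therefore cannot be told apart from BW720c in a comparison within a line.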

Expression of the vast majority of parasite genes was significantly reduced (3,282 out of 3,769 > 2-fold) and is illustrated for 120 randomly selected housekeeping genes by a heat map over the 48 h of BW720c treatment (Figure 2B). 

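Parasite transcripts fell almost throughout. The median log2 value of the 3770 parasite sequences was 9.77 in TBL20, 7.30 after 24 h of BW720c and 6.60 after 48 h, against 4.42 in uninfected BL20, where the signal is background. At 24 h, 3392 sequences had fallen, 3145 of them by at least 2-fold, and 38 had risen. At 48 h, 3546 had fallen, 3325 by at least 2-fold, and 18 had risen. The median decrease over all parasite sequences was 4.74-fold at 24 h and 7.27-fold at 48 h. The sequence with the largest decrease at 24 h, TA08365, went from 12.89 ± 0.11 (SD, n = 3) in TBL20 to 7.51 ± 0.34 (SD, n = 3), a log2 difference of -5.38 (standard error 0.22, adjusted p = 1.0e-11 from limma). At 48 h the largest decrease was in TA10990, with a log2 difference of -4.95 (standard error 0.23, adjusted p = 1.2e-11 from limma). TA10720, which encodes the HSP90-related polypeptide of Figure 2C, fell 2.93-fold at 24 h and 4.24-fold at 48 h, from 11.36 ± 0.32 (SD, n = 3) to 9.81 ± 0.26 and then 9.28 ± 0.04 (SD, n = 3 each). Signal did not reach background in this time: 3473 parasite sequences lay above 5.07, the 95th percentile of parasite sequences on the BL20 arrays, in TBL20, and 2860 lay above it at 48 h. The paper takes the reduction at the RNA level, with morphology and the loss of parasite protein, to mean that BW720c was detrimental to the macroschizont.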

Loss of parasite protein production was also indicated as Western blot analysis over a 72 h BW720c time course using antibodies specific for parasite proteins, Tasp and an HSP90-like polypeptide expressed at the macroschizont stage, showed a clear reduction in levels (Figure 2C). It can be concluded that a clear outcome of killing the parasite in the infected TBL20 lymphosarcoma line is a cessation of host cell division together with initiation of cellular processes leading to cell death. Thus, it can be proposed that infection with the parasite reconfigures the BL20 gene expression network in such a way that upon removal of a parasite-dependent transforming signal(s), the host cell cannot revert to its original immortalised phenotype and undergoes apoptosis in a manner comparable to naturally infected *T. annulata* cell lines.

### Overall changes in host cell gene expression associated with parasite infection

A major aim of this study was to identify the capacity of *Theileria* to manipulate the gene expression network of the bovine host cell and identify differentially expressed genes that are most likely to be directly controlled by a parasite mediated mechanism (expression profile altered by BW720c treatment). To achieve this we compared the transcriptome of the immortalised bovine cell line, BL20, with that of TBL20; followed by profiling the transcriptional changes induced by treatment of TBL20 cells with BW720c at 24 and 48 hours. BL20 cultures were also BW720c treated and analysed in parallel to exclude alterations in gene expression caused by a direct effect of the drug on uninfected host cells. Thus, the entire experimental dataset represented differentially expressed genes (using a 5% FDR) from the following four pair-wise comparisons: BL20 v TBL20, TBL20 v TBL20_24 h_BW720c, TBL20 v TBL20_48 h_BW720c and TBL20_24 h_BW720c v TBL20_48 h_BW720c.

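The bovine comparisons used the 30656 bovine sequences of all 18 arrays. In addition to the 4 comparisons named in the paper, BL20 with BW720c was compared with BL20 at 24 and 48 h, and the response of TBL20 to the drug was compared with that of BL20 by an interaction term. The median raw intensity of bovine spots was 403 to 446 on the BL20 arrays, 382 to 468 on TBL20, 410 to 451 on TBL20 with BW720c at 24 h and 549 to 597 at 48 h. Replicate arrays of a group correlated at r of at least 0.986 across bovine sequences, and arrays that share a replicate number were no more alike than others, so the arrays were not paired. The scaling matters for the balance of increases and decreases. In the values used here the median log2 difference of bovine sequences between TBL20 and BL20 was 0.016. Quantile normalisation over all probes, bovine and parasite together, gave -0.42, the deposited values -0.49, median scaling of the bovine spots 0.17 and the deposited values centred on bovine sequences 0.43. For TBL20 with BW720c against TBL20 these 4 settings gave 0.13, 0.16, -0.14 and -0.30 at 24 h and 0.15, 0.18, -0.26 and -0.38 at 48 h, and all changes below are relative to the median bovine sequence. A gene symbol could be given to 9588 bovine sequences from the RefSeq table and the paper's supplement, and 21068 stayed without a name. Levels are log2 values, and the 95th percentile of parasite sequences in BL20 serves as the floor. A fold against a group with all its arrays under that floor is given as a lower bound. Before the data were examined, 47 gene lists were fixed and were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Over all comparisons 138 list calls were made with the preset correlation and 44 with an estimated one.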

RP analysis of the pair-wise comparison between BL20 (uninfected) and TBL20 (infected) generated a dataset of 3,079 differentially expressed genes with 1,822 elevated and 1,257 repressed in TBL20 compared to BL20. 

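In TBL20, 5115 bovine sequences were higher and 4206 were lower than in BL20, 1798 and 1891 of them by at least 2-fold. Of 25 interferon-stimulated genes, 19 were higher and none was lower at an adjusted p under 0.05 from limma (20 higher adjusted over the list alone), with a median log2 difference of 1.35. They included ISG15 (5.78), a ubiquitin-like modifier, IRF7 (3.97), a transcription factor of the interferon response, and MX2, an antiviral GTPase at 11.64 ± 0.06 (SD, n = 3) in TBL20 and under the floor on 2 of 3 BL20 arrays. Among 20 NF-kB target genes 14 were higher and 4 lower (also 14 and 4 adjusted over the list alone; median 1.66), including BCL2A1, IER3 (4.79) and CCL5 (4.18). All 10 B cell genes were lower (also 10 adjusted over the list alone; median -2.27), among them RAG2 (at least 38.5-fold), JCHAIN (log2 difference -3.92), which encodes the joining chain of antibodies, and MS4A1 (-2.53), which encodes CD20. For ribosome biogenesis, 15 of 28 genes were higher and 1 was lower (17 and 2 adjusted over the list alone; median 0.43), a list call that was lost with median scaling. These 4 lists were called by camera also with an estimated correlation (adjusted p = 0.028, 0.028, 0.0044 and 0.050). On long transcripts the last probe exceeded the first, a sign of RNA quality, by 0.87 to 1.01 (log2) on the TBL20 arrays and 1.09 to 1.16 on the BL20 arrays. Higher calls made up 54.9% of the total, and this balance turned with the scaling: 15.1% were higher (2537 higher, 14231 lower) after quantile normalisation over all probes, 14.4% in the deposited values and 83.8% in the deposited values centred on bovine sequences.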

As expected, this number of alterations was considerably higher than the previous study investigating modulation of an LPS response associated with *T. annulata* infected leukocytes (1214 genes [22]), a large number of which showed no significant difference in expression between TBL20 and BL20 (748 genes). Thus, the current study represents a more comprehensive analysis of host cell gene expression changes associated with the infected leukocyte. 

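Most of the infection-associated sequences that BW720c moved at 48 h moved back towards BL20. Of the 5115 sequences that were higher in TBL20, 2122 (41.5%) had fallen at 24 h and 2863 (56.0%) at 48 h, whereas 436 (8.52%) and 450 (8.80%) had risen further. Of the 4206 that were lower in TBL20, 1689 (40.2%) had risen at 24 h and 1963 (46.7%) at 48 h, and 148 (3.52%) and 264 (6.28%) had fallen further. No call at either time was made for 1391 (27.2%) of the former and 1673 (39.8%) of the latter. CD180, which encodes a Toll-like receptor homologue of B cells, rose by a log2 difference of 4.64 at 24 h and 5.45 at 48 h (adjusted p = 2.3e-10 and 1.1e-11 from limma). With calls limited to changes of at least 2-fold in every comparison, 29.7% of the higher and 34.1% of the lower sequences were reversed at 48 h. Both comparisons share the TBL20 arrays, which by itself gives log2 differences of opposite sign, and part of the reversals can come from this. Arrays simulated with the infection effect and no drug effect gave 8440 infection calls, 0 drug calls and so 0 reversed calls at either time. Observed were 3811 reversed calls at 24 h and 4826 at 48 h. Without drug calls the simulated arrays could hold no reversed calls, so their 0 does not measure what sharing adds. How far sharing adds to reversed calls where the drug acts was not simulated. The covariance of the log2 differences was -0.19 at 24 h and -0.27 at 48 h, against a mean of -0.020 in 20 simulations with no effect of infection or drug. A sign of RNA quality, the mean excess of the last over the first probe on long transcripts, also fell in TBL20 and rose with the drug. It was 1.11 in BL20, 0.94 in TBL20, 1.26 at 24 h and 1.14 at 48 h (log2). With the last 3 probes alone, an alternative added after seeing the data, 53.0% of the higher and 47.4% of the lower sequences were reversed at 48 h.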

After 48 h exposure to BW720c, RP analysis indicated that 37% of elevated genes and 39% of repressed genes in TBL20 showed statistically significant reversal (Table 1). A number of previously reported bovine genes whose expression is altered at RNA or protein level by *T. annulata* or *T. parva* infection were also identified in our study and serve to validate the array analysis (Table S2).

**Table 1:** Overall gene expression changes for different experimental conditions.

Observation	Number of genes
*Elevated in TBL20*	*1822*
Reversed in BW720c (24h)	552
Reversed in BW720c (48h)	676
No change in BW720c	872
*Repressed in TBL20*	*1257*
Reversed in BW720c (24h)	399
Reversed in BW720c (48h)	487
No change in BW720c	678
No change in TBL20 vs BL20 (8048) but BW720c response*	*383*

Summary of the total numbers of bovine genes in the dataset where expression is altered by the presence of the *Theileria* parasite (TBL20 cells) compared to uninfected BL20 cells and the overall response following BW720c treatment of TBL20 cells to kill the parasite. Differentially expressed gene sets were derived by Rank Product analysis (FDR <5%). *This gene set included only genes for which there was no evidence for differential expression by RP analysis.

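A large increase in TBL20 was in XCL1 (named XCL2 in the paper), which encodes a chemokine that attracts dendritic cells. Its level was 5.13 ± 0.22 (SD, n = 3) in BL20, with 2 of 3 arrays under the floor, and 14.82 ± 0.18 (SD, n = 3) in TBL20, a log2 difference of 9.68 (standard error 0.15, adjusted p = 9.4e-17 from limma), or 823-fold. BW720c lowered it to 10.42 ± 0.15 (SD, n = 3) at 24 h and 11.01 ± 0.18 (SD, n = 3) at 48 h, 21.1-fold and 14.0-fold under TBL20. Other large increases were in LRRTM4, a transmembrane protein of synapses (at least 213-fold), in MMP9 and SHTN1 (KIAA1598 in the paper) and in MMP13. Of 27 chemokines of a list fixed beforehand, which counts sequences named by RefSeq and so leaves out CCL1, 5 were higher and 5 lower at an adjusted p under 0.05 from limma (also 5 and 5 adjusted over the list alone). CCL22 was at least 4.49-fold higher, and CCL3 (1 of 3 TBL20 arrays under the floor) and CCL19 were lower (log2 differences -4.77 and -1.68). The median of the list was 0.053, but -0.44 after quantile normalisation over all probes and -0.56 in the deposited values, and its camera call (adjusted p = 0.017) was lost with an estimated correlation (adjusted p = 0.63).

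**Figure D1:**
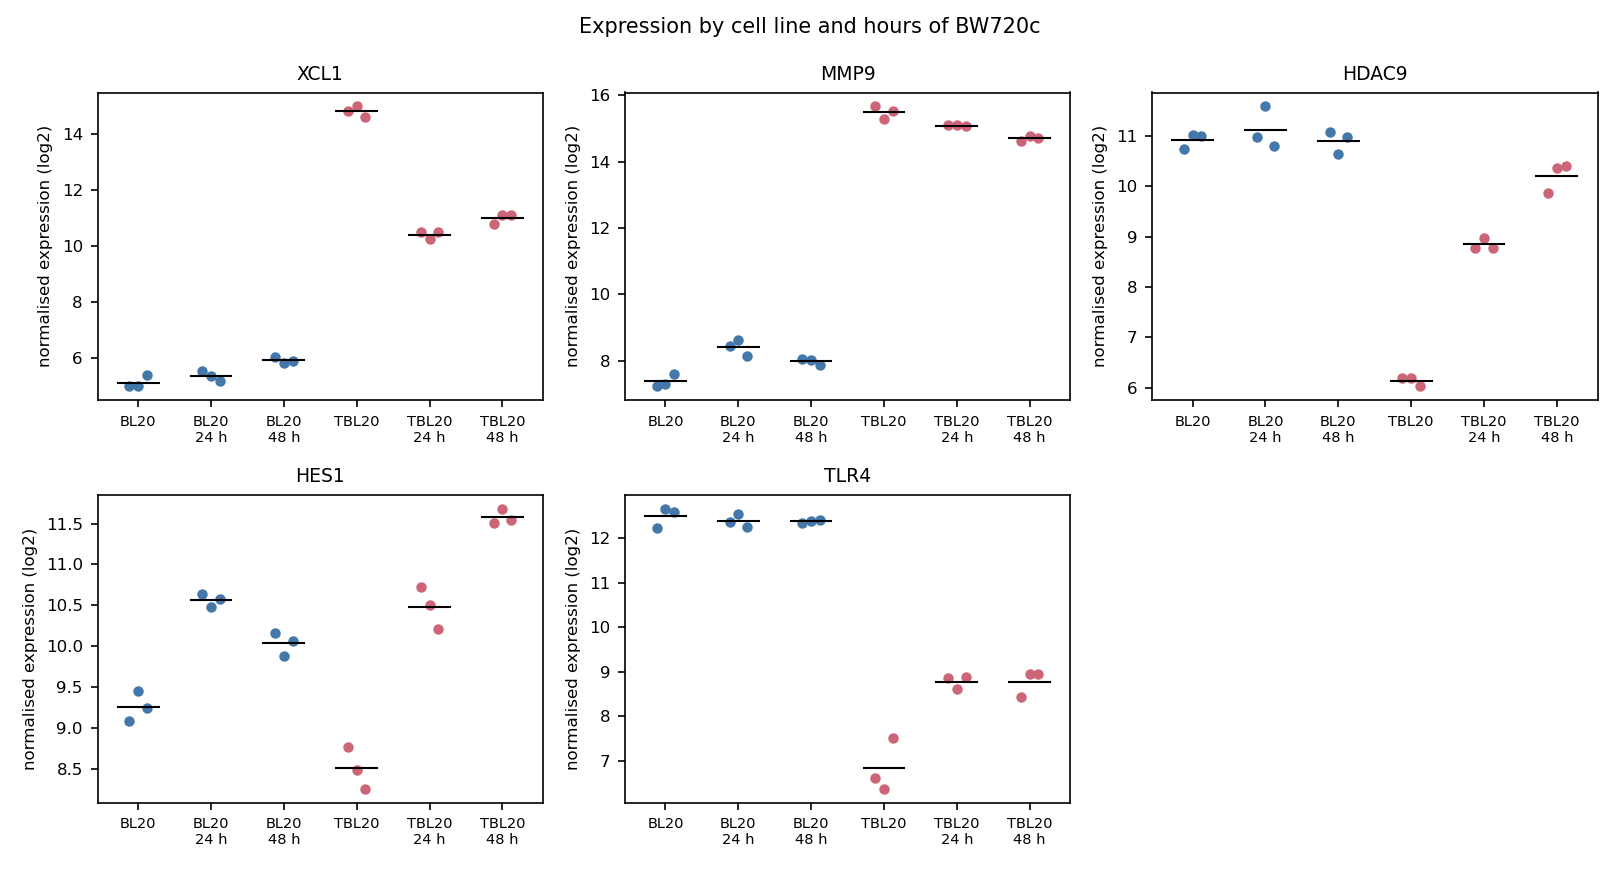
Normalised log2 values of 5 genes in each of the 18 arrays, BL20 in blue and TBL20 in red, without BW720c and after 24 and 48 h of it. Lines mark the mean of 3 arrays. HES1 in TBL20 is lower than in BL20 by a call that is lost with median scaling, and the MMP9 call at 24 h is lost with median scaling as well.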

Of the genes showing elevated expression in parasite-infected TBL20 cells, the most highly up-regulated encodes the chemokine XCL2, a member of a large gene family, many of which exhibit alteration associated with the *Theileria*-infected cell. 

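MMP9, a gelatinase that degrades collagen of the basement membrane, was at 7.37 ± 0.19 (SD, n = 3) in BL20 and 15.50 ± 0.19 (SD, n = 3) in TBL20. The log2 difference was 8.13 (standard error 0.14, adjusted p = 2.0e-16 from limma), 280-fold. The level in TBL20 is close to the highest value of the arrays, where differences are compressed, which limits this fold and those with the drug. It stayed high after the drug, at 15.09 ± 0.02 (SD, n = 3) at 24 h and 14.71 ± 0.08 (SD, n = 3) at 48 h. The decrease at 48 h, 1.73-fold, passed the test (adjusted p = 2.9e-04 from limma). The value at 24 h differed from TBL20 by -0.41 (adjusted p = 0.040 from limma). The call at 24 h was lost with median scaling (-0.56), only the groups compared (-0.41) and the replicate number as a block (-0.41), and without TBL20 24 h BW720c replicate 1 (-0.42), TBL20 24 h BW720c replicate 2 (-0.42), TBL20 24 h BW720c replicate 3 (-0.40), TBL20 48 h BW720c replicate 2 (-0.41), TBL20 48 h BW720c replicate 3 (-0.41), TBL20 replicate 1 (-0.33) or TBL20 replicate 3 (-0.39). Of 10 matrix metalloproteinases measured, 4 were higher in TBL20 and 1, MMP19 (-0.73, with 2 of 3 TBL20 arrays under the floor), was lower (also 4 and 1 adjusted over the list alone). The median log2 difference of the list was 0.16 and its mean 1.96, so the call (camera adjusted p = 2.8e-12) rests on a few large increases. The median was -0.18 after quantile normalisation over all probes and -0.20 in the deposited values, and the call was lost with an estimated correlation (adjusted p = 0.12).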

Members of the matrix metalloproteinase family (MMPs) are also found to be highly up-regulated, e.g. MMP9 which was previously identified as up-regulated in parasite infected TBL20 [7] and shown to be linked to metastasis of *Theileria* infected cells [37], was elevated 192 fold. 

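MMP13, a collagenase, lay under the floor on every BL20 array and reached 12.32 ± 0.14 (SD, n = 3) in TBL20, at least 152-fold higher (adjusted p = 8.5e-16 from limma). It fell 4.27-fold by 24 h of BW720c and 4.42-fold by 48 h. MMP14, a membrane-bound metalloproteinase, rose from 5.16 ± 0.14 (SD, n = 3) in BL20 (1 of 3 arrays under the floor) to 8.15 ± 0.23 (SD, n = 3) in TBL20, a log2 difference of 3.00 (standard error 0.24, adjusted p = 2.7e-08 from limma). Its values with BW720c, 7.51 ± 0.55 (SD, n = 3) at 24 h and 8.41 ± 0.18 (SD, n = 3) at 48 h, did not differ from TBL20 past the threshold (adjusted p = 0.060 and 0.44 from limma). MMP1, an interstitial collagenase, was at least 1.91-fold higher in TBL20 and under the floor again on every array at 48 h.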

Expression of MMP13, 14 and 25 were also greatly elevated in the BL20-TBL20 model. Thus our study provides a more comprehensive profile of MMP expression that is likely to contribute to the metastatic potential of the *Theileria* infected cell, although variable expression of family members across different infected cell lines is likely to operate [38]. 1,257 genes showed significant repression by *Theileria* infection. For example, the gene encoding SORCS3, a member of the family of Vps10p domain transmembrane receptors, displayed the greatest down-regulation. 

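SORCS3 had a level of 13.48 ± 0.09 (SD, n = 3) in BL20 and 4.78 ± 0.35 (SD, n = 3) in TBL20, where 2 of 3 arrays lay under the floor (adjusted p = 5.2e-15 from limma). BW720c left it at 4.75 ± 0.36 (SD, n = 3) at 24 h and 5.00 ± 0.24 (SD, n = 3) at 48 h (adjusted p = 0.96 and 0.45 from limma). Large decreases were also found in GXYLT2, a xylosyltransferase (at least 189-fold lower), in LOC515828 (log2 difference -8.01), in F13A1, a subunit of coagulation factor XIII (at least 175-fold lower), and in PPP1R14C, an inhibitor of protein phosphatase 1 (-7.76). LAIR1, an inhibitory receptor of leukocytes, had a log2 difference of -7.56, with 1 of 3 TBL20 arrays under the floor.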

SORCS3 may have a role in mediation of endocytosis [39]. Genes encoding NFX3, a nuclear hormone receptor 3 (repressed by 166 fold) and BLK, encoding B-lymphoid tyrosine kinase (repressed 110 fold), also displayed a high level of repressed expression. This small selection of genes showing markedly elevated or repressed expression along with their response to BW720c is summarised in Table 2 and the top-ranking genes in each case are listed in Tables S3A and S3B. It should be noted that if a gene was also present in the LPS-modulated dataset described by Durrani *et al.*, the fold change will be different because in that study, the LPS response in BL20 was taken into account.

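NXF3, a relative of the mRNA export factors, was 133-fold lower in TBL20, at 5.67 ± 0.36 (SD, n = 3) against 12.73 ± 0.15 (SD, n = 3) in BL20 (log2 difference -7.05 (standard error 0.16, adjusted p = 5.4e-15 from limma)). It showed no call with BW720c (log2 differences 0.43 at 24 h and 0.20 at 48 h, adjusted p = 0.072 and 0.38 from limma). BLK was 82.3-fold lower, at 6.27 ± 0.11 (SD, n = 3) against 12.63 ± 0.12 (SD, n = 3), and rose 2.54-fold at 24 h and 3.26-fold at 48 h (adjusted p = 6.7e-05 and 2.7e-06 from limma). BLK was 1 of 8 B cell genes that rose at 24 h, against 1 that fell (9 and 1 adjusted over the list alone; median 0.85, camera adjusted p = 0.024 with an estimated correlation). The gene that fell, DNTT, encodes the polymerase that adds nucleotides at V(D)J junctions and had a log2 difference of -2.16 at 24 h. At 48 h its mean was 5.00 ± 0.25 (SD, n = 3), with 2 of 3 arrays under the floor.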

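Among genes higher in TBL20, CLEC4D, a C-type lectin receptor of myeloid cells, was at least 97.8-fold higher and rose a further 2.33-fold at 24 h (adjusted p = 3.9e-04 from limma). LITAF, an endosomal protein and regulator of TNF, was 130-fold higher and did not pass the test at 24 h (log2 difference -0.0044, adjusted p = 0.99 from limma). Among genes lower in TBL20, SLC11A1, a metal ion transporter of the phagosome, CPA4, a carboxypeptidase, CCR6, a chemokine receptor of lymphocytes, and ALPK2, a kinase, each lay under the floor on 2 of 3 TBL20 arrays. In BL20 their means were 12.30 ± 0.19, 12.16 ± 0.26, 11.05 ± 0.27 and 11.92 ± 0.09 (SD, n = 3). At 48 h SLC11A1 rose to 7.53 ± 0.55, CPA4 to 7.37 ± 0.31 and CCR6 to 5.93 ± 0.40 (SD, n = 3) (adjusted p = 0.0011 for CCR6 from limma), whereas ALPK2 had no call with the drug. SLAMF1, a receptor of lymphocytes, was 61.5-fold lower and had no call with the drug either. All 40 sequences of Table S3A were higher and all 38 of Table S3B were lower in TBL20, but the study chose these sequences on these arrays, so this is not independent evidence. At 48 h, 31 of the 40 and 21 of the 38 were reversed. All 40 of Table S3A were called with BW720c, against 25 of the 38 of Table S3B. The drug response may thus have been part of the choice of Table S3A, and its share reversed is not independent evidence either.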

**Table 2:** Top-ranking genes elevated or repressed in TBL20 compared to BL20.

Symbol	Entrez Gene Name	ID	FC	BW720c response
XCL2	chemokine (C motif) ligand 2	319096	+741.9	−12.3
LRRTM4	leucine rich repeat transmembrane neuronal 4	521137	+314.3	
KIAA1598	No annotation	532603	+234.2	−5.1
MMP9	matrix metallopeptidase 9 (gelatinase B, 92kDa gelatinase, 92kDa type IV collagenase)	282871	+192.4	−1.9
MMP13	matrix metallopeptidase 13 (collagenase 3)	281914	+172.1	−3.9
LDLR	low density lipoprotein receptor	281276	+117.9	
LITAF	lipopolysaccharide-induced TNF factor	520564	+116.2	
CLEC4D	C-type lectin domain family 4, member D	616646	+114.8	+2.6
AHNAK	AHNAK nucleoprotein	531336	+90.2	
SERPINE1	serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1	281375	+83.9	−3.7
IL2RB	interleukin 2 receptor, beta	510185	+80.3	
BCL2A1	BCL2-related protein A1	282151	+43.6	
SORCS3	sortilin-related VPS10 domain containing receptor 3	531405	−530.7	
F13A1	coagulation factor XIII, A1 polypeptide	617881	−289.9	
PPP1R14C	protein phosphatase 1, regulatory (inhibitor) subunit 14C	617148	−275.5	
SLC11A1	solute carrier family 11 (proton-coupled divalent metal ion transporters), member 1	282470	−238.1	+8.2
CPA4	carboxypeptidase A4	512903	−195.4	+6.6
NXF3	nuclear RNA export factor 3	523530	−166.6	
ALPK2	alpha-kinase 2	510218	−154.9	
CCR6	chemokine (C-C motif) receptor 6	519716	−110.6	+2.7
BLK	B lymphoid tyrosine kinase	532587	−110.2	+4.5
PIGR	polymeric immunoglobulin receptor	281401	−85.2	+3.7
SLAMF1	signaling lymphocytic activation molecule family member 1	281489	−84.4	
TLR4	toll-like receptor 4	281536	−70.6	+4.9

Top ranking genes with (A) elevated (+) or (B) repressed (−) expression in parasite infected TBL20 compared uninfected BL20 cells. Fold change (FC) and the direction of any BW720c response (+, up; –, down; blank no change) are indicated. Differential expression was determined by RP analysis using a FDR cut-off of 5%.

Genes that are up-regulated by *Theileria* infection might include those induced from a basal level i.e. a transcriptionally silent locus, in BL20. Each gene in the BL20 dataset was classified according to its level of hybridisation (see methods) and this resulted in 1,283 genes being categorised as potentially silent. 

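In the values used here the mean of the parasite sequences in BL20 was 4.48 (range 3.74 to 9.10), and 2232 bovine sequences had a mean under it in BL20. Above the floor of 5.07 were 23931 bovine sequences in BL20 and 23970 in TBL20, and 25967 were above it in at least 1 of the 6 groups. With the 95th percentile in place of the mean as the limit, 6725 sequences were classed as silent in BL20.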

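Of the 2232 sequences with BL20 values under the background mean, 1 was lower in TBL20 at an adjusted p under 0.05 from limma, and it has no gene name. None was lower by at least 2-fold at that threshold. Values this close to background leave little room for a decrease to be measured.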

No genes in this group showed statistically significant repression by parasite infection, supporting their prediction as silent loci. Conversely, 46 genes in the group displayed elevated expression levels associated with TBL20, with fold changes from 1.3 to 300 (5% FDR, Table S4A) and 33 of these genes showed altered expression on exposure to BW720c. Therefore, a high proportion of genes in this class exhibit modulation in BW720c (67%). This data illustrates that *Theileria* can induce expression of loci that were previously transcriptionally silent and may represent a set of genes whose expression is of importance to the *Theileria* infected cell. Those of interest include genes encoding: KIAA1598 (up 234-fold), recently identified in a protein array screen as a candidate for interaction with NEMO [40] a central component of the NFκB activation pathway; CD28 (up 52.1-fold) with a role in stimulation of the transcription factor FOX3P, mediated by NFκB [41]; BCL2A1 (up 43.6-fold) which has anti-apoptotic properties [42] and NANOG a homeobox transcription factor (see below).

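Among these sequences 122 were higher in TBL20, 61 of them by at least 2-fold, and 75 of the 122 changed with BW720c at 24 or 48 h. Among the named genes with large increases from background were LRRTM4, SHTN1, MMP13 and CLEC4D. CX3CR1, the receptor for fractalkine, was also at background in BL20, at 4.51 ± 0.14 (SD, n = 3), and at 8.06 ± 0.05 (SD, n = 3) in TBL20, at least 7.96-fold higher. Of the 46 sequences of Table S4A, 46 were higher and 36 changed with BW720c, but the study chose these on the same arrays, so their direction is not independent evidence.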

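SHTN1 (KIAA1598), also known for a part in the growth of axons, lay under the floor on every BL20 array and reached 12.25 ± 0.03 (SD, n = 3) in TBL20, at least 144-fold higher (adjusted p = 2.0e-16 from limma). It fell to 11.04 ± 0.22 (SD, n = 3) at 24 h and 9.67 ± 0.04 (SD, n = 3) at 48 h of BW720c. CD28, a costimulatory receptor of T cells, was at least 47.2-fold higher in TBL20, at 10.63 ± 0.14 (SD, n = 3), and rose by 0.71 on the log2 scale at 48 h (adjusted p = 0.0059 from limma), a call that was lost with median scaling (log2 difference 0.036).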

In addition to the large group of genes exhibiting differential expression in parasite-infected cells, an effect of BW720c treatment on host genes classified as unaltered between BL20 and TBL20 was detected. This group was within a large gene set that contained all those judged as highly unlikely to be differentially expressed in the output from the RP analysis. 

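Of the bovine sequences with no call between TBL20 and BL20, 5693 (26.7%) were called between TBL20 with BW720c and TBL20 at 24 or 48 h. With a minimum of 2-fold in every comparison, 2074 were. The absence of a call is not evidence that a sequence was equal in both lines. The response of TBL20 differed from that of BL20, tested as an interaction over all bovine sequences, for 4156 at 24 h and 5014 at 48 h. Median scaling gave 1882 and 2127, the deposited values centred on bovine sequences 6997 and 11516, a minimum of 2-fold 1949 and 2450, and an adjusted p under 0.01 2109 and 2987. Large such differences at 48 h were found for BRB and LOC280930, ribonucleases of a family of close paralogs between which probes can cross-hybridise. ITGB7, an integrin subunit of gut-homing lymphocytes, had log2 differences of 4.33 in TBL20 and -1.40 in BL20 at 48 h, and SELENOP, a selenium transport protein, 5.66 and -0.060.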

383 genes from this set showed statistically significant alterations upon treatment with BW720c that was specific to parasite-infected cells. The top ranking changes in this group are shown in Table S4B. Examples include genes encoding a poly-ADP-ribose polymerase, PARP9 (up 4-fold), transcription factor SP7 (up 17-fold) and Vanin 1 (VNN1, up 24-fold), a stress/inflammatory response regulator [43]. This dataset indicates that the parasite also modifies host gene expression to an extent that is not apparent until parasite viability is lost and in general, suggests that in TBL20, the host gene expression network is substantially altered in a non-reversible manner.

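PARP9 was at 10.48 ± 0.15 (SD, n = 3) in BL20 and 10.66 ± 0.18 (SD, n = 3) in TBL20 (adjusted p = 0.35 from limma), with a log2 difference of 0.18 that turned to -0.39 after quantile normalisation over all probes. It rose 2.84-fold at 24 h and 3.36-fold at 48 h of BW720c. SP7, a zinc finger transcription factor of bone formation, was near background in both lines, at 5.32 ± 0.09 (SD, n = 3) and 5.65 ± 0.28 (SD, n = 3), and reached 8.11 ± 0.74 (SD, n = 3) at 24 h and 9.58 ± 0.14 (SD, n = 3) at 48 h, a log2 difference of 3.93 (standard error 0.31, adjusted p = 7.9e-08 from limma). VNN1 was under the floor in BL20 and TBL20 and rose at least 11.8-fold at 48 h, to 8.63 ± 0.71 (SD, n = 3) (adjusted p = 5.4e-09 from limma). Of the 69 sequences of Table S4B, 63 had no call between the lines and 69 changed with BW720c. The study chose them on these arrays, so their count is not independent evidence.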

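After BW720c, much of the difference between the lines was still present. In a comparison added after the data were seen, TBL20 was set against BL20 with both treated: 4261 sequences were higher and 4019 lower at 48 h. Of the 5115 sequences that were higher in untreated TBL20, 2440 (47.7%) were called higher there too, 297 were called lower and 2378 had no call. Of the 4206 that were lower, 2027 (48.2%) were called lower, 318 higher and 1861 neither. The sequences that had differed by at least 2-fold kept a median of 71.4% (higher) and 56.8% (lower) of their log2 difference. Arrays simulated with the infection effect and no drug effect kept 97.1% and 98.1%. SORCS3 and BCL2A1 kept nearly all of theirs, and HDAC9 lost most of its difference. From the genes altered only once the drug was given, the paper concludes that the parasite also modifies host expression in ways not seen until its viability is lost, and proposes that the network of TBL20 is largely altered in a non-reversible manner.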

### BW720c treatment alters host cell gene expression in a non-reversible manner

Following infection of the leukocyte it is possible that the parasite induces the expression of a key set of host genes that in turn lead to the activation/repression of pathways that are essential for survival/growth of the infected cell. Such genes might be predicted to be under direct control of infection and show an early response to loss of parasite viability relative to more delayed events that arise as a consequence of treatment (e.g. induction of cell death). To attempt to identify such genes and determine if TBL20 cells are characterised by a network of altered host cell gene expression that cannot be reversed on parasite death, expression patterns representing the response to BW720c treatment at 24 hours (early) and 48 hours (late) were derived. Genes differentially expressed between TBL20 and BL20 were broadly sorted into 4 main groups based on their response profile over sequential time points of BW720c treatment (Figure 3).

**Figure 3:**
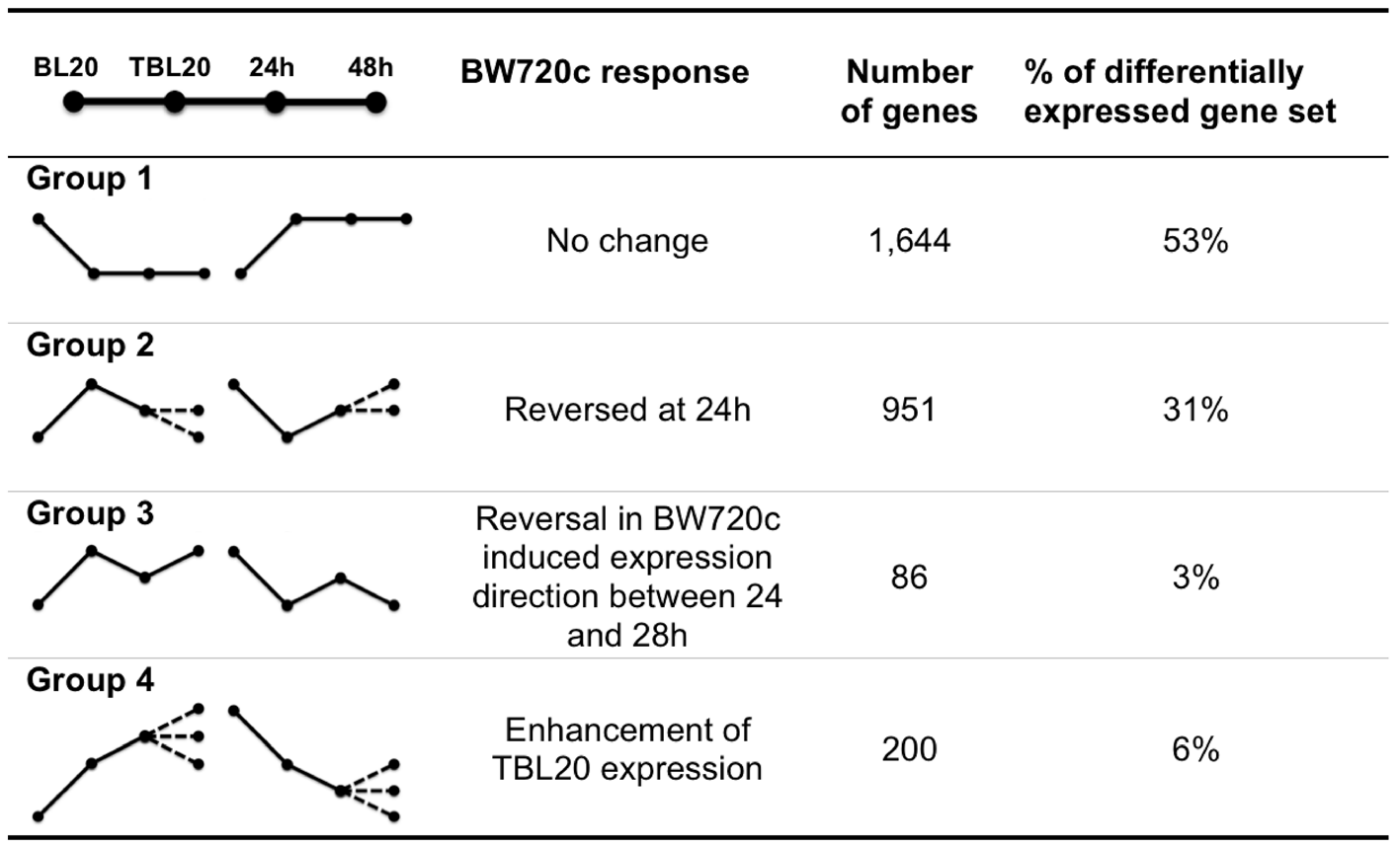
Main groups of gene expression profiles obtained over the BW720c time course. Profiles were derived from pairwise comparisons, BL20 vs TBL20; TBL20 vs TBL20_BW720c_24 h; TBL20_BW720c_24 h vs TBL20_BW720c_48 h as defined using RP with 5% FDR. The total number of differentially expressed genes in TBL20 compared to BL20 was 3,079. In addition to those genes exhibiting reversal in expression at 24 h, a further 303 (10%) showed reversal in the parasite induced expression profile at 48 h. We cannot distinguish whether these represent delayed reversal due to parasite death and hence associated with Group 2 or an apoptosis associated switch in expression of a gene that is non-responsive to parasite death (Group 3). Within Group 4, 30% showed enhancement in original parasite induced expression at 48 h only. Predominant trend in direction of expression in the group, solid line; alternative direction trend in the group, dashed line.

#### Group 1

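No call at 24 h, and none between 24 and 48 h, was made for 3993 of the 9321 infection-associated sequences (42.8%). With a minimum of 2-fold in every comparison, they were 2560 of 3689 (69.4%). Without that minimum, 1391 of the higher and 1673 of the lower sequences had no call against TBL20 at 24 or 48 h. Part of the 3993 was therefore called at 48 h against TBL20. Named genes among the 3993 were SORCS3, PPP1R14C, an inhibitor of protein phosphatase 1 (log2 differences 0.13 at 24 h and 0.17 at 48 h), and NXF3. Of 1137 sequences that differed by at least 2-fold between the lines and had no call at 24 or 48 h, 996 (87.6%) were called the same way between the treated lines at 48 h. The 1137 kept a median of 85.3% of their log2 difference, but they were chosen for having no call, which by itself gives a high share.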

no change in the parasite induced expression profile following BW720c treatment; this was the predominant group as it represented greater than 50% of the differentially expressed TBL20 dataset.

#### Group 2

reversal to a statistically significant degree following BW720c exposure for 24 h: this gene set was the next largest with 31% of differentially expressed genes showing this profile at 24 h. However, only a minority (18% of group 2) maintained this trend by 48 h. Thus for the majority of genes in group 2 the trend to revert towards expression values displayed by uninfected BL20 cells was not maintained between 24 and 48 h and these largely exhibited no further change between 24 and 48 h (76%). Furthermore, only a further 12% of genes altered by parasite infection initiated reversal at the 48 h time point. These results clearly indicate that the reversal process fails to complete, implying that it is overridden by a secondary change to factors controlling expression of these genes.

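Reversal at 24 h was called for 3811 of the 9321 sequences (40.9%), and for 782 of 3689 (21.2%) with a minimum of 2-fold in every comparison. The count was 2059 with median scaling, 2251 at an adjusted p under 0.01, 5728 after quantile normalisation over all probes, 5852 in the deposited values and 9136 in the deposited values centred on bovine sequences. Independent lists of infection and drug calls would give 1070, a value that leaves out the effect of the TBL20 arrays shared by both comparisons. Genes that came down included VGF, a secreted neuropeptide precursor (log2 difference -3.87 at 24 h), ABCG1, a cholesterol exporter (-3.04), and RGS1, a regulator of G protein signalling (-2.46, with 1 of 3 arrays at 24 h under the floor). SLC2A5, a fructose transporter (log2 difference 5.40, with 2 of 3 TBL20 arrays under the floor), MPEG1, a pore-forming protein of phagocytes (at least 13.4-fold), and SELENOP (log2 difference 4.26) were lower in TBL20 than in BL20 and rose.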

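Of the 3811 sequences reversed at 24 h, 690 (18.1%) had moved further the same way by 48 h and 2927 (76.8%) had no call between 24 and 48 h. With a minimum of 2-fold the shares were 15.1% and 83.1%. HDAC9, TLR1 and SHTN1 were among those that moved further. XCL1 and MMP13 did not move further towards BL20: XCL1 changed by 0.59 (adjusted p = 0.015 from limma) between 24 and 48 h and MMP13 by -0.048 (adjusted p = 0.90). Between 24 and 48 h, 3846 bovine sequences were called in all, 1646 higher and 2200 lower. With median scaling 702 were higher and 3063 lower. Only the groups compared gave 2151 in all, a minimum of 2-fold 764 and an adjusted p under 0.01 1643. Leaving out TBL20 24 h BW720c replicate 2 gave 2061, and leaving out TBL20 48 h BW720c replicate 1 gave 2083.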

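A first reversal between 24 and 48 h, with no call at 24 h, was found for 707 of the 9321 sequences (7.59%), and for 187 of 3689 (5.07%) with a minimum of 2-fold. Examples with a call at 48 h and none at 24 h are ENO3, a muscle enolase (log2 difference 1.21 at 48 h, adjusted p = 1.9e-05 from limma), and IL7 (-1.84, adjusted p = 4.2e-06). From the small share that went on reversing and the small share that began to, the paper concludes that the reversal process fails to complete, and it reasons that a secondary change to the factors controlling these genes overrides it.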

#### Group 3

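Sequences that were reversed at 24 h and moved back by 48 h numbered 194 (2.08% of the infection-associated sequences), and 14 with a minimum of 2-fold. NFKB2 and RELB belong here: both fell at 24 h and then rose between 24 and 48 h, by 1.09 and 1.13 on the log2 scale (adjusted p = 2.1e-04 and 7.7e-05 from limma). SREBF1 also fell at 24 h and then rose by 1.39 (adjusted p = 2.7e-04 from limma).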

genes that display a change between the 24 and 48 h time points in the initial direction of the expression pattern associated with BW720c treatment: 3% of the differentially expressed gene set displayed this pattern which may indicate, like group 2, a switch in gene regulation associated with initiation of secondary events in response to drug treatment, such as cell cycle arrest and cell death.

#### Group 4

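At 24 h, 584 sequences (6.27%) had moved further from BL20, 436 upwards and 148 downwards, and with a minimum of 2-fold 119 of 3689 (3.23%) had. CX3CR1 and TLR2 had this profile. TLR2, a receptor for bacterial lipopeptides, had log2 differences of 2.24 in TBL20, 1.11 at 24 h and 0.99 at 48 h.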

enhancement of parasite-induced expression (elevation and repression) following BW720c exposure at 24 h and, in some cases, at 48 h. This pattern may represent a very early response to loss of parasite regulation. A similar profile has been described in other studies and was associated with repression of high level expression of genes induced by cellular activation, macrophage differentiation or the inflammatory response, that may be detrimental to the parasite infected cell [15], [17]. Taken together, the data indicated that only approximately 6% of differentially expressed genes in TBL20 cells show a sustained trend associated with reversion to the BL20 phenotype although >30% show evidence of immediate susceptibility to parasite death.

The microarray expression profiles of a range genes were selected for validation by SQRT-PCR and by QRT-PCR and these results are presented in Figure 4 and Figure S1. In general, there was good correlation with the microarray data and RT-PCR validations for specific genes are referred to as appropriate in the text.

**Figure 4:**
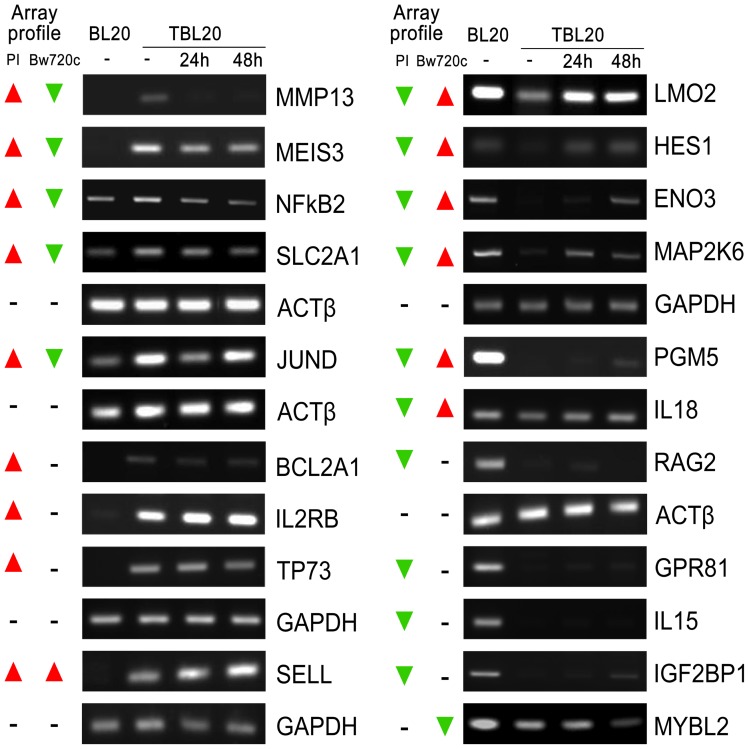
Semi-quantitative RT-PCR for selected bovine genes confirms the microarray expression data. Semi-quantitative RT-PCR carried out for a range of bovine genes to confirm the differential expressions determined from the microarray hybridisation and analysis of BL20 compared to TBL20 and for TBL20 following BW720c treatment. Actin or GAPDH were used as constitutively expressed reference genes and all genes tested showed similar profiles to hybridisation data from the array. The overall microarray profile is illustrated on the left of each panel; parasite infection (PI); buparvaquone (BW720c); elevated in TBL20 (▴); repressed in TBL20 (▾). BL20 and TBL20 without BW720c (−) and during BW720c treatment of TBL20 at 24 and 48 hour time points.

To control for non-parasite specific effects of BW720c, uninfected BL20 cells were also treated with BW720c and RNA from 24 and 48 h time points analysed by microarray. 

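In BL20 with BW720c, 434 bovine sequences were called at 24 h by limma, 272 higher and 162 lower, and 1302 at 48 h, 660 higher and 642 lower. Rank Product called 3371 and 5274 in BL20, against 5860 and 6803 in TBL20. On simulated arrays this form of Rank Product called 2160 of 30431 unchanged sequences (7.10%), so many of these calls can be false. The form with values permuted within arrays, added after the data were seen, called 52 there. On the deposited values it called 155 and 630 in BL20. The limma counts depended on single arrays: without BL20 replicate 3 they were 208 and 608, and without BL20 24 h BW720c replicate 3 the first was 917. Only the groups compared gave 53 at 24 h and median scaling 219, and the mean of probes gave 2142 at 48 h. ANXA1, an anti-inflammatory lipid-binding protein, rose by 3.84 on the log2 scale at 24 h and 4.01 at 48 h (adjusted p = 1.6e-09 and 1.6e-09 from limma). CA5B, a mitochondrial carbonic anhydrase, rose by 2.60 and 2.20, with 1 of 3 untreated arrays under the floor. GZMA, a protease of cytotoxic lymphocytes, fell from 7.50 ± 0.42 to 5.12 ± 0.48 and 5.03 ± 0.13 (SD, n = 3), with 2 of 3 arrays under the floor at 24 h and 1 at 48 h, and GNLY, a cytolytic protein, fell at 24 h (log2 difference -2.99). Of 19 genes of sterol synthesis and uptake, 6 rose and 1 fell at 48 h (12 and 1 adjusted over the list alone; median 0.35, and -0.024 with median scaling). That call was lost with an estimated correlation (adjusted p = 0.26). The last probe of long transcripts, as a sign of RNA quality, exceeded the first by 1.09 to 1.16 on the untreated BL20 arrays (log2). With BW720c the excess was 1.17 to 1.53 at 24 h and 1.17 to 1.29 at 48 h. The highest, 1.53, was on BL20 24 h BW720c replicate 3.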

Modulated expression of 563 genes at 24 h and a further 1121 by 48 h was detected (5% FDR) following exposure to the drug. 

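By at least 2-fold, 194 sequences were called in BL20 at 24 h and 397 at 48 h, against 1783 and 3066 in TBL20. In TBL20 without that minimum, 3342 sequences were higher and 3662 lower at 24 h, and 4526 higher and 5790 lower at 48 h. Among the large changes in TBL20 at 48 h were increases in BRB (log2 difference 7.19), CX3CR1 and LOC280930 (at least 74.8-fold) and decreases in CCL1, ELN, which encodes elastin (log2 difference -3.89), and XCL1. Higher calls were 47.7% of all at 24 h and 43.9% at 48 h, and this turned with the scaling, being 21.0% and 19.4% in the deposited values centred on bovine sequences and 77.6% and 71.4% after quantile normalisation over all probes.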

Compared to the BW720c response in TBL20, very few showed large changes in expression (data not shown). Relatively few drug response genes were common to the infected and uninfected datasets (74 and 164 at 24 h and 48 h respectively) and they tended not to exhibit expression changes of similar magnitude e.g. genes encoding the G protein-coupled receptor, CX3CR1 and chemokine, CXCL10. These expression differences were confirmed by semi-quantitative RT-PCR (Figure S2). Thus the vast majority of changes to gene expression detected upon BW720c treatment of TBL20 (98% at 24 h and 95% at 48 h treatment) are associated with the response of the infected cell.

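Called in both lines were 214 sequences at 24 h, 131 of them in the same direction and 83 in opposite directions, where independent lists would give 49.0 and 50.2. At 48 h 873 were called in both, 692 in the same direction and 181 in opposite directions, with 219 expected of each. With a minimum of 2-fold the overlaps were 60 and 212. With Rank Product, in the form that called 7.10% of unchanged simulated sequences, they were 1252 and 2199. Without BL20 replicate 3 they were 93 and 434. Only the groups compared gave 23 at 24 h and median scaling 90, and the mean of probes gave 1472 at 48 h. CX3CR1 rose in BL20, from 4.51 ± 0.14 to 8.63 ± 0.22 (SD, n = 3) at 24 h, and in TBL20 to 13.26 ± 0.03 (SD, n = 3) at 24 h and 14.71 ± 0.13 (SD, n = 3) at 48 h. It lay under the floor on every untreated BL20 array, so its rise at 48 h was at least 7.54-fold in BL20, and it was 100-fold in TBL20. CXCL10, an interferon-induced chemokine, fell in TBL20, with log2 differences of -3.30 at 24 h and -3.52 at 48 h. In BL20, where 2 of 3 arrays at 48 h lay under the floor, its differences were -0.44 and -0.72 (adjusted p = 0.43 and 0.10 from limma), and the interaction at 48 h was -2.80 (adjusted p = 2.3e-05).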

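Of the sequences called in TBL20, 96.9% at 24 h and 91.5% at 48 h were not called in BL20. A call in one line and not in the other does not show that the responses differed. Interferon-stimulated genes moved apart in the 2 lines: at 48 h 20 of 25 rose in TBL20 and none fell, while in BL20 2 fell and none rose (8 lower adjusted over the list alone; median -0.27). The responses differed for 19 members in the interaction test, each more positive in TBL20. Sterol genes moved apart as well, with 17 of 19 lower and 1 higher in TBL20 relative to BL20 in the same test. The excess of the last over the first probe on long transcripts, a sign of RNA quality, was 0.87 to 1.01 on the TBL20 arrays and 1.09 to 1.19 on those at 48 h of BW720c (log2 scale). From the small overlap the paper concludes that nearly all changes in treated TBL20 belong to the response of the infected cell.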

In conclusion, infection-associated changes to gene expression respond in a variable non-reversible manner following the loss of parasite viability. The obvious lack of uniformity in the transcriptional response of functionally important genes following BW720c inhibition of parasite viability would permit a drastic cellular imbalance to emerge and could lead to death of a previously immortal cell.

### Pathway analysis of BW720c responsive and non-responsive infection-associated changes to host cell gene expression

Changes to gene expression identified as an early (24 h) response to BW720c are most likely to highlight targets regulated by a parasite-dependent mechanism. To investigate whether this early response could be associated with any particular molecular function, pathway analysis performed for this dataset was compared to those of the complete infection-associated (IA) dataset and the BW720c dataset from the later (48 h) time point. This comparative analysis for enrichment in various Molecular Functions revealed a wide range of significant categories in all three datasets. A selection of the top-scoring functions is shown in Figure 5. Functions such as ‘Cellular Development’, ‘Growth and Proliferation’, ‘Cell Movement’, ‘Cell Death’, ‘Cell-To-Cell Signalling’, ‘Cell Morphology’ that scored highly in TBL20 compared to BL20 were also highly significant in BW720c treated TBL20. None of these categories, however, showed greater significance for the early (24 h) time point relative to the other two datasets. In contrast, genes encoding factors placed in the ‘Gene Expression’ category showed evidence of a more significant enrichment in the 24 h dataset, relative to the other two. This result was not observed in the study of Durrani *et al.* and suggests a marked alteration to expression of genes that function in regulation of gene expression following the initial loss of parasite viability at 24 h. A similar but less pronounced trend was also obtained for ‘Cell Cycle’ and ‘Cellular Assembly and Organisation’ two categories that can easily be linked to known parasite-associated alterations of host cell phenotype. 

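Of 28 genes of DNA replication 8 fell at 24 h of BW720c and 24 at 48 h, with none rising (25 lower at 48 h adjusted over the list alone; median -0.67). The largest decreases at 48 h were in CCNE2, a cyclin of S phase entry (-1.40), POLD1, the catalytic subunit of DNA polymerase delta (-1.18), GINS4 of the replicative helicase (-1.18) and FEN1, a flap endonuclease (-1.12). Of 27 mitosis genes 7 fell at 24 h and 15 at 48 h, with none rising (18 at 48 h adjusted over the list alone; median -0.39), including SPC25 of the kinetochore (-1.07). The last probe of long transcripts exceeded the first by 0.87 to 1.01 on the log2 scale in TBL20, 1.04 to 1.37 at 24 h and 1.09 to 1.19 at 48 h of BW720c. At 48 h both lists were called also with an estimated correlation (adjusted p = 0.014 and 0.014 from camera). At 24 h their calls were lost in that way (adjusted p = 0.24 and 0.11), and the DNA replication call also without TBL20 replicate 3 or TBL20 24 h BW720c replicate 1 or 3. Of 22 cyclins and CDKs 10 fell at 48 h (adjusted p = 0.27 with an estimated correlation).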

For several functional categories (‘Amino Acid Metabolism’, ‘Nucleic Acid Metabolism’ and ‘Protein Synthesis’) significant enrichment of differentially expressed genes was only obtained for the BW720c 48 h gene set. 

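Of 28 genes of ribosome biogenesis 22 fell at 48 h and none rose (23 lower adjusted over the list alone; median -0.70), among them BYSL (-1.48) and TBL3 (-1.40), factors of small subunit assembly. Of 18 aminoacyl-tRNA synthetases 12 fell and none rose (13 adjusted over the list alone; median -0.54), including CARS1 for cysteine (-1.75) and MARS1 for methionine (-1.24). Both lists were called with an estimated correlation as well (adjusted p = 0.0075 and 0.045 from camera). Of 74 cytosolic ribosomal proteins 5 fell and none rose (1 lower adjusted over the list alone), and that list was not called (camera adjusted p = 0.71). The mean excess of the last over the first probe on long transcripts, a sign of RNA quality, was 0.94 in TBL20, 1.26 at 24 h and 1.14 at 48 h (log2). At 24 h 16 genes of ribosome biogenesis and 8 synthetases were lower (20 and 9 adjusted over the lists alone), with camera adjusted p = 0.022 and 0.051 with an estimated correlation. Genes of the ATF4 response to amino acid shortage also fell at 24 h, 15 of 22 with 1 rising (median -0.59, adjusted p = 0.022 with an estimated correlation). For these, 13 fell and 4 rose at 48 h (14 and 4 adjusted over the list alone; adjusted p = 0.14 with an estimated correlation).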

The most straightforward interpretation of this result is that enrichment of genes in these categories is a strong indicator of a radical alteration to cellular metabolism that results from death of the parasite.

**Figure 5:**
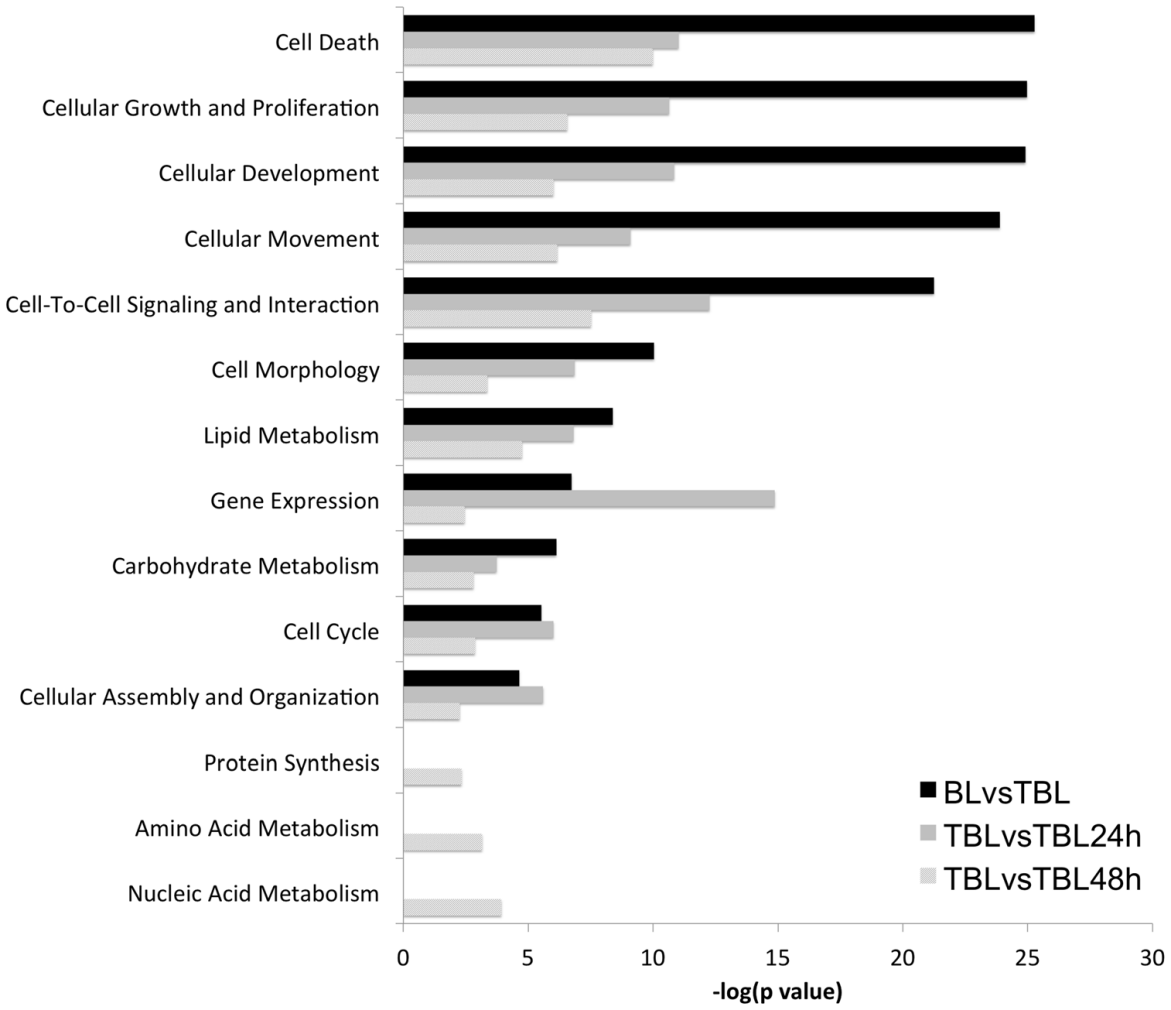
Differentially expressed genes in parasite infection and after BW720c treatment are enriched for fundamental molecular functions. A comparative analysis for enrichment in cellular molecular functions was carried out for each dataset. Fundamental cellular molecular functions contained within the IPA database and above the threshold for significance (-log(p value), p = 0.05) were selected for comparison. Black bars, enrichment inTBL20 compared to BL20; mid-grey, TBL20 at 24 h BW720c compared to TBL20 control; light-grey bars, TBL20 at 48 h BW720c compared to TBL20 control.

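Among 14 genes of the common gamma chain cytokines and their JAK and STAT signalling, 6 were higher and 2 lower in TBL20 (also 6 and 2 adjusted over the list alone). PIM1, a kinase induced by STAT5, had a log2 difference of 2.52, STAT5A 1.32 and STAT5B 0.76, whereas SOCS2, an inhibitor of cytokine signalling, was lower (-0.93). The median of the list was 0.28, turning to -0.0094 in the authors' deposited values, and its call (camera adjusted p = 0.039) was lost with an estimated correlation (adjusted p = 0.38). It was also lost with the mean of probes, median scaling, no background correction, only the groups compared, the replicate number as a block and the deposited values centred on bovine sequences, and without BL20 48 h BW720c replicate 2 or TBL20 24 h BW720c replicate 2 or 3. Inflammatory genes among the NF-kB targets that were higher in TBL20 included ICAM1, BCL2A1 and CXCL8 (2.20), a chemokine for neutrophils.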

Analysis for enrichment in ‘Canonical Pathways’ indicated that pathways associated with Inflammatory disease and ‘NFκB’ activation by viruses', Cancer and IL3, TREM1, JAK1/JAK3 signalling were amongst the most highly significant in TBL20 compared to BL20 (Figure 6). The pathways ‘TREM1 Signalling’ and ‘Role of Macrophages in Rheumatoid Arthritis’ also appeared as highly significant in the TBL20 at 24 h BW720c dataset. These results were in broad agreement with pathway enrichment performed in the previous LPS study [22]. In general, signalling pathways predominated amongst those showing enrichment at 24 h BW720c and included enrichment in genes encoding molecules associated with ‘Apoptosis Signalling’, which was also evident at 48 h. 

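Of 16 pro-apoptotic genes 1 rose and 8 fell at 24 h, and 1 rose and 10 fell at 48 h. The gene that rose was BMF, a BH3-only protein set free from the cytoskeleton, at 1.30 and 2.75 on the log2 scale. Those that fell included BCL2L11 (BIM) at -1.32 and -1.65, CYCS, which encodes cytochrome c, at -1.28 and -1.76, and the adaptors of death receptors FADD (-1.10 and -1.31) and TRADD (-1.11 and -1.08). The list was called lower by camera at both times (adjusted p = 2.8e-04 and 0.0017) but not with an estimated correlation (adjusted p = 0.051 and 0.054). Among 8 anti-apoptotic genes BCL2L1 fell (-0.52 and -0.51) and CFLAR, an inhibitor of caspase 8, rose (0.43 and 0.49). The list as a whole was not called at either time (camera adjusted p = 0.76 and 0.49). A sign of RNA quality, the mean excess of the last over the first probe on long transcripts, was 0.94 in TBL20, 1.26 at 24 h and 1.14 at 48 h (log2).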

The 48 h time point contrasted strongly with the TBL20 and TBL24 h BW720c datasets, as here the predominant enrichments were in pathways associated with basic cellular metabolism: ‘Purine and Pyrimidine Metabolism’, ‘Protein Ubiquitination’, and ‘Oxidative Phosphorylation’, indicating initiation of degradative cellular processes concerned with apoptosis. 

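Of 24 genes of purine and pyrimidine synthesis 16 fell at 48 h and 1 rose (17 and 1 adjusted over the list alone; median -0.49), including DHODH of pyrimidine synthesis (-1.45), DTYMK (-1.11) and TK1 (-1.05), kinases that supply dTTP. Of 37 proteasome genes 33 fell and 2 rose (34 and 2 adjusted over the list alone; median -0.59), among them PSMA2 (-1.14) and PSMA4 (-0.96). These 2 lists were called also with an estimated correlation (adjusted p = 0.0092 and 0.029 from camera). Of 70 genes of oxidative phosphorylation 49 fell and none rose (53 adjusted over the list alone; median -0.53), with NDUFA5 (-1.56) and UQCRQ (-1.37), subunits of respiratory complexes I and III, among the largest. Their call (camera adjusted p = 4.3e-10) was lost with an estimated correlation (adjusted p = 0.23). At 24 h 40 of these 70 and 22 of the 37 proteasome genes were lower. The last probe of long transcripts exceeded the first by a mean of 0.94 in TBL20, 1.26 at 24 h and 1.14 at 48 h on the log2 scale.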

The data indicates that upon loss of parasite viability, alteration of signalling events are likely to occur prior to the initiation of pathways that result in cellular death and destruction.

**Figure 6:**
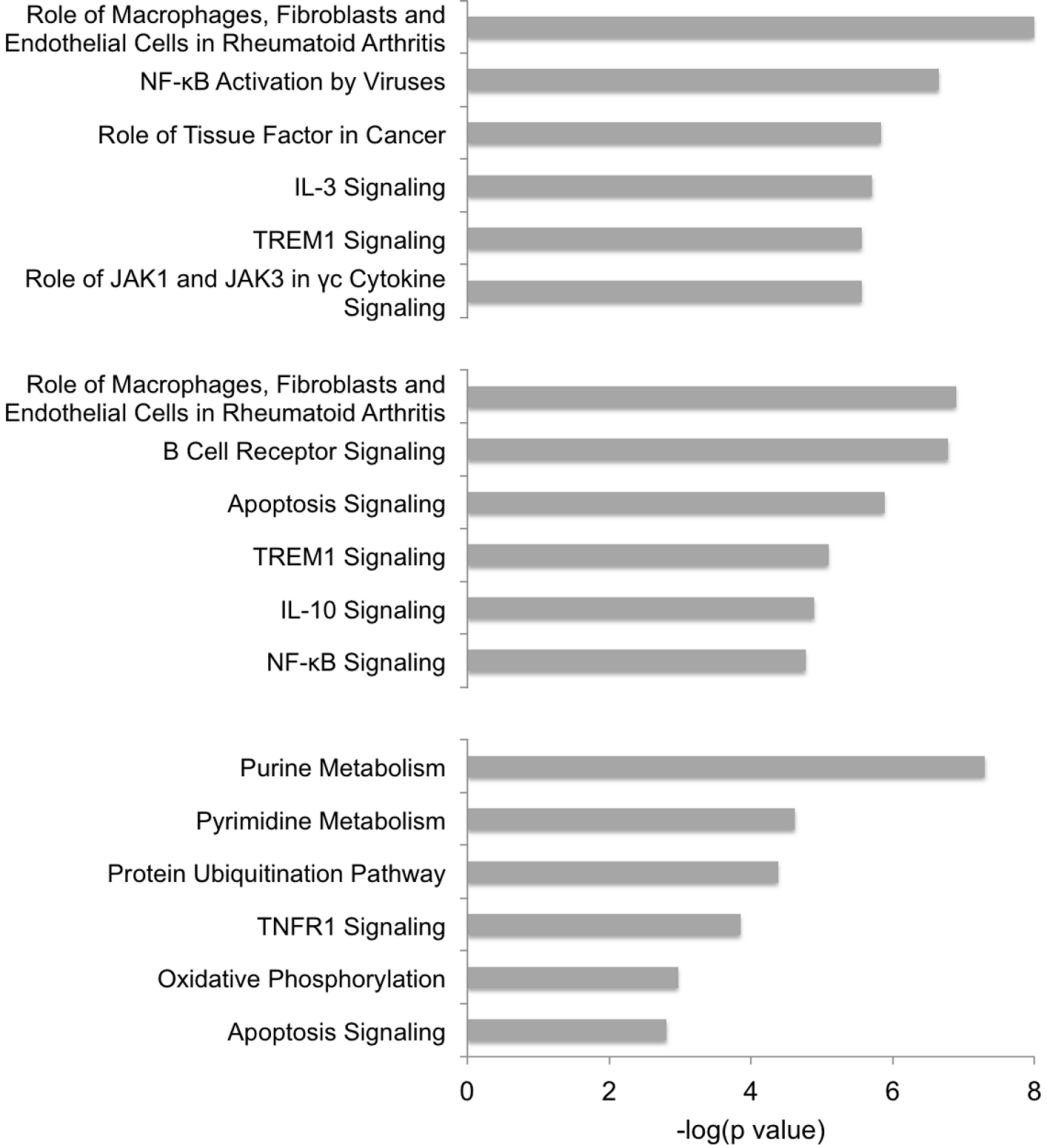
Enrichment in canonical pathways. Enriched Canonical Pathways for comparisons, BL20 vs TBL20; TBL20 vs TBL20_24 h_BW720c; TBL20 vs TBL20_48 h_BW720c were selected from the top 12 defined in each comparison. Top chart, BL20 compared to TBL20; middle chart, TBL20 at 24 h BW720c compared to TBL20 control; bottom chart, TBL20 at 48 h BW720c compared to TBL20. The significance of the enrichment is indicted in each case (-log(p value).

While infection-associated genes that show an altered response upon BW720c treatment are more likely to be directly controlled by the viable parasite, it is clear from the analysis that a large number of differentially expressed genes were not altered following BW720c treatment. 697 were mapped in the pathway analysis framework and assigned to functional categories that can be linked to the transformed phenotype of the infected cell. The majority (n = 267, 38%), were classed as enzymes, but 91 (13%) were classified as transcriptional regulators; other defined functional classes were kinases, 9%; G-protein/transmembrane receptors, 9%; peptidase/phosphatase, 8% and transporters/ion channels, 17%. Only 3% were classed as cytokines/growth factors. 

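BCL2A1 was under the floor on every BL20 array, at 4.40 ± 0.10 (SD, n = 3), and at 10.40 ± 0.24 (SD, n = 3) in TBL20, at least 40.0-fold higher (adjusted p = 3.3e-15 from limma). With BW720c it was at 10.53 ± 0.07 (SD, n = 3) at 24 h and 10.71 ± 0.15 (SD, n = 3) at 48 h, and neither value differed from TBL20 past the threshold (adjusted p = 0.55 and 0.083 from limma).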

Amongst non-functionally designated genes that do not exhibit any degree of reversal are the highly elevated BCL2A1 (43-fold, Figure S1), which is known to have important anti-apoptotic functions by inhibiting activation of the intrinsic mitochondrial cell death pathway (reviewed in [44]). Examples of other non-reversible genes that could be linked to the infected cell phenotype include the CDK inhibitors. There are two main groups of CDK inhibitors, the INK4 gene family and the CIP/KIP family. The INK4 family competitively inhibits the formation of active G1 phase CDK4/6-cyclin D complexes [45] and 3 of the 4 members exhibit repression in TBL20: CDKN2D (p19INK4d, 5-fold), CDKN2C (p18 INK4c, 3.1-fold), CDKN2A (p16INK4a, 2.9-fold) (Table S5). 

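CDKN2D was 3.20-fold lower in TBL20, at 8.83 ± 0.26 (SD, n = 3) against 10.51 ± 0.18 (SD, n = 3) in BL20 (log2 difference -1.68 (standard error 0.20, adjusted p = 3.3e-06 from limma)). CDKN2C was 2.44-fold lower, at 11.83 ± 0.13 (SD, n = 3) against 13.12 ± 0.08 (SD, n = 3) (log2 difference -1.29 (standard error 0.12, adjusted p = 1.4e-07 from limma)). No sequence on the array could be matched to CDKN2A. CDKN2B, the other member of the family, had a log2 difference of -0.67 that did not pass the test.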

In TBL20, two members of the CIP/KIP family, p57 KIP2 (CDKN1C), and p27KIP1 (CDKN1B) are each repressed ∼3.5-fold. 

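CDKN1B was 2.57-fold lower in TBL20, at 9.91 ± 0.10 (SD, n = 3) against 11.27 ± 0.36 (SD, n = 3) in BL20 (adjusted p = 2.7e-04 from limma). CDKN1C was 1.93-fold lower, at 6.50 ± 0.15 (SD, n = 3) against 7.45 ± 0.28 (SD, n = 3) (adjusted p = 9.2e-05 from limma). CDKN1A (p21), the other member of this family, was higher in TBL20 by 0.54 on the log2 scale (adjusted p = 0.0025 from limma). This call was lost after quantile normalisation over all probes and in the deposited values.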

The CIP/KIP family of CDK inhibitors bind to a wide range of cyclin-CDK complexes to modulate activity towards substrates involved in cell cycle and in interconnected functions such as apoptosis (reviewed in [46]). In addition, this family also binds to/inhibits a range of other proteins, particularly those that regulate cytoskeletal dynamics, e.g. p27 with RhoA-GTPase, p57 with LIMK1 and p21 with Rho kinase ROCK1, reviewed in [47]. Notably, several *T. annulata* infected cell lines including TBL20 exhibit considerable change to cytoskeletal architecture compared to uninfected BL20 [25]. As none of the repressed CDK inhibitors exhibit significant reversal on BW720c treatment, it seems probable that in *Theileria* infection differential expression of the family of CDK inhibitors arises as a secondary event, possibly as a result of the activity(s) of transcription factors such as cMYC and FOXO3. cMyc is constitutively active in *Theileria* infected cells [11] and FOXO3 gene expression exhibits minor up-regulation in our array analysis. In addition, positive cell cycle regulators CDK14 and CDK3 also show altered (elevated) expression associated with infected TBL20 that did not reverse upon BW720c treatment. 

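With BW720c, CDKN2D was lower still at 24 h, by 0.90 on the log2 scale (adjusted p = 0.0030 from limma), a call lost after quantile normalisation over all probes and in the deposited values. The values of CDKN1C (log2 differences -0.43 at 24 h and -0.22 at 48 h) and of CDKN1B at 24 h (0.35) did not pass the test. Small increases were called for CDKN2C at 24 h (0.38, adjusted p = 0.024 from limma) and for CDKN1B at 48 h (0.66, adjusted p = 0.044 from limma). The CDKN2C call at 24 h was lost with median scaling (0.22), only the groups compared (0.38) and the deposited values centred on bovine sequences (0.23), and without TBL20 24 h BW720c replicate 1 (0.31), TBL20 24 h BW720c replicate 2 (0.38) or TBL20 replicate 1 (0.31). The CDKN1B call at 48 h was lost with the last 3 probes (an alternative added after seeing the data) (0.51), median scaling (0.14), no background correction (0.52), the replicate number as a block (0.66) and the deposited values centred on bovine sequences (0.46), and without BL20 48 h BW720c replicate 1 (0.66), BL20 48 h BW720c replicate 2 (0.66), BL20 48 h BW720c replicate 3 (0.66), TBL20 48 h BW720c replicate 1 (0.71), TBL20 48 h BW720c replicate 2 (0.57), TBL20 48 h BW720c replicate 3 (0.69), TBL20 replicate 1 (0.61), TBL20 replicate 2 (0.71) or TBL20 replicate 3 (0.64).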

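CDK3 was 2.65-fold higher in TBL20, at 11.36 ± 0.13 (SD, n = 3) against 9.95 ± 0.17 (SD, n = 3) in BL20 (log2 difference 1.40 (standard error 0.15, adjusted p = 9.5e-07 from limma)). With BW720c its log2 differences from TBL20 were 0.067 at 24 h and 0.15 at 48 h (adjusted p = 0.81 and 0.49 from limma). CDK14 could not be matched to a sequence on the array.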

CDK14 has a possible role in the G1-S transition point. CDK3 is involved in the initiation of S phase, is known to phosphorylate retinoblastoma protein (pRb) and the transcription factor ATF1 [48]. Therefore, the balance between these positive and negative regulators of cell cycle progression is considerably altered in TBL20 and even though modulation of expression cannot be linked to the viable parasite, it is likely to contribute to the infected cell phenotype, the faster cell division rate for example. Within the dataset of genes not reversed by BW720c, there are many other similar examples of a potential association with the infected cell phenotype. A failure to reverse expression of such genes upon loss of parasite viability is likely to contribute to the failure to revert to the BL20 phenotype.

### Pathway analysis predicts altered production and perception of cytokines, chemokines and inflammatory mediators in TBL20

Both the TBL20 infection-associated and the BW720c 24 hr datasets showed significant enrichment for pathways associated with the inflammatory/immune response. Given the potential importance of these responses to survival of the infected leukocyte, genes encoding molecules that function to regulate the inflammatory/immune response were analysed in further detail. 52 cytokines/chemokines and growth factors were differentially expressed between BL20 and TBL20 (Table S6A). Approximately equal numbers were repressed (range: 3 to 60-fold) and elevated (range: 1.6 to 742-fold). Those highly repressed include IL15 (60-fold), TNSF11 (22-fold), CD70 (13-fold) and IL24 (6-fold). 

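IL15, a growth factor of lymphocytes, was at 9.64 ± 0.11 (SD, n = 3) in BL20 and under the floor on every TBL20 array, at least 23.7-fold lower (adjusted p = 8.8e-14 from limma). TNFSF11 (RANKL), the osteoclast differentiation factor, was 13.2-fold lower in TBL20, at 5.19 ± 0.61 (SD, n = 3) (2 of 3 arrays under the floor) against 8.92 ± 0.31 (SD, n = 3). CD70, the ligand of CD27, was 8.85-fold lower and rose 2.81-fold at 24 h and 5.80-fold at 48 h (adjusted p = 5.2e-06 and 5.2e-09 from limma). IL24, a cytokine of the IL10 family, was 4.11-fold lower (log2 difference -2.04 (standard error 0.24, adjusted p = 3.7e-06 from limma)) and had no call with BW720c (adjusted p = 0.47 and 0.22 from limma). IL15 stayed under the floor with BW720c, so that no fold can be given.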

Five of this repressed group of 26 were reversed by BW720c treatment and three were enhanced. In addition, we found a 4-fold down-regulation of FASLG gene expression but a 3.5-fold up-regulation of the FAS receptor gene. 

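Of the 50 sequences of Table S6A on the array, 25 were lower in TBL20. The study chose them on these arrays, so their direction is not independent evidence. Of the 25, 4 were reversed at 24 h and 6 at 48 h, and 4 moved further from BL20 at 24 or 48 h. IL18, a cytokine of the inflammasome, was 8.66-fold lower in TBL20 and rose 2.69-fold at 24 h and 2.74-fold at 48 h (adjusted p = 3.4e-05 and 1.1e-05 from limma).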

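FASLG was measured by 2 sequences. The one with the larger difference was 2.32-fold lower in TBL20, at 6.77 ± 0.40 (SD, n = 3) against 7.99 ± 0.19 (SD, n = 3) in BL20 (adjusted p = 1.6e-04 from limma), and the other had a log2 difference of -0.67. Both fell further with BW720c, the first by 1.18 at 24 h and 1.14 at 48 h on the log2 scale. FAS was 5.54-fold higher in TBL20, at 9.51 ± 0.22 (SD, n = 3) against 7.04 ± 0.07 (SD, n = 3) (log2 difference 2.47 (standard error 0.14, adjusted p = 2.8e-10 from limma)).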

Expression of FasLG and FAS have previously been reported in *T. parva* infected T-cells where the normally pro-apoptotic influence of FASL ligation is suppressed [33]. Elevated cytokines include TNFSF13B (20-fold) and IL7 (3.7-fold). 

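TNFSF13B (BAFF), a survival factor of B cells, was under the floor on every BL20 array and at 9.41 ± 0.09 (SD, n = 3) in TBL20, at least 20.2-fold higher (adjusted p = 2.5e-12 from limma). IL7, a growth factor of lymphocytes, was higher in TBL20, at 7.54 ± 0.16 (SD, n = 3) against 4.88 ± 0.25 (SD, n = 3) in BL20, where 2 of 3 arrays lay under the floor (adjusted p = 2.5e-08 from limma). It fell to 5.70 ± 0.30 (SD, n = 3) by 48 h of BW720c.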

Chemokine and chemokine receptor gene expression in the infected cell show considerable alteration. 

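CCL1, a chemokine of activated T cells, was measured by 2 sequences. The one with the larger difference rose from 7.07 ± 0.69 (SD, n = 3) in BL20 to 12.56 ± 0.23 (SD, n = 3) in TBL20, 45.0-fold, and the other by 2.21 on the log2 scale. BW720c lowered the first 17.8-fold at 24 h and 21.2-fold at 48 h (adjusted p = 1.1e-07 and 2.1e-08 from limma). CXCL10 was 16.1-fold higher in TBL20 (log2 difference 4.01 (standard error 0.24, adjusted p = 6.8e-10 from limma)). Of the other chemokines that were higher in TBL20, CCL5 fell by 0.78 at 24 h and 1.91 at 48 h on the log2 scale and CCL22 by 1.58 and 1.39. CXCL8 fell at 24 h (-0.70) and had no call at 48 h (0.28). Of 14 chemokine receptors 3 were higher and 2 lower in TBL20 (also 3 and 2 adjusted over the list alone), the higher ones CX3CR1, CCR7 (1.18) and ACKR3 (1.35) and the lower ones CXCR4 (-2.76) and CCR1 (-2.02). CCR2 and CCR6 are named only from the supplement of the paper and were not counted in this list. In these comparisons the last probe of long transcripts exceeded the first by a mean of 0.94 in TBL20 and 1.11 in BL20 (log2).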

In general, expression of chemokine genes tend to be highly elevated (6 out 7 identified) e.g. XCL2 (742-fold elevated) and CCL1 (30-fold elevated) and all were highly responsive to reversal on exposure of TBL20 to BW720c. 

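Of the 25 sequences of Table S6A that were higher in TBL20, 17 (68%) were reversed at 24 h and 17 at 48 h. Of the 25 that were lower, 16% were reversed at 24 h and 24% at 48 h. The sequences were chosen by the study from these arrays, so the direction in TBL20 is not independent evidence.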

Overall, amongst differentially expressed cytokine genes, 60% of those elevated by parasite infection but only 23% of repressed, were reversed on BW720c treatment.

Modulation in expression of genes encoding polypeptides predicted to be located to the cell surface appears extensive. 

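Of 165 sequences of Table S6B found on the array, 72 were higher and 86 lower in TBL20 at an adjusted p under 0.05 from limma, and 7 had no call. This set was chosen by the study on these arrays and is not independent evidence of direction. At 48 h of BW720c 29 of those that were higher (40.3%) and 49 of those that were lower (57.0%) were reversed. PIGR, which carries polymeric antibodies across epithelia, was at least 43.1-fold lower in TBL20, and HCAR1 (GPR81 in the paper), a lactate receptor, was at 4.96 ± 0.30 (SD, n = 3) in TBL20 (2 of 3 arrays under the floor) against 9.77 ± 0.30 (SD, n = 3) in BL20.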

In the large families of G-protein-coupled receptors/transmembrane receptors/associated membrane localised kinases (167 genes), 74 are elevated and 93 repressed in TBL20 vs BL20. Included in this group are genes encoding the family of Toll receptors involved in perception of inflammatory stimulation. The gene for TLR4, the receptor for bacterial lipopolysaccharide is highly down-regulated, as to a lesser extent are genes encoding TLRs 1, 6, 8, 9 and 10 (range 3–70 fold) (Table 2 and Table S6B). 

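TLR4 was 50.5-fold lower in TBL20, at 6.83 ± 0.60 (SD, n = 3) against 12.49 ± 0.22 (SD, n = 3) in BL20 (log2 difference -5.66 (standard error 0.23, adjusted p = 3.7e-12 from limma)). TLR1, which recognises bacterial lipopeptides with TLR2, was 24.8-fold lower and TLR6, another partner of TLR2, 6.97-fold lower (adjusted p = 2.0e-13 and 4.9e-08 from limma). TLR10 and TLR9 had smaller log2 differences of -1.11 and -1.02 (adjusted p = 4.0e-05 and 0.012 from limma), and TLR8 was at least 1.37-fold lower (adjusted p = 0.016). The TLR9 call in TBL20 was lost without BL20 replicate 1 (-0.89) or TBL20 replicate 1 (-0.83). The TLR8 call in TBL20 was lost with median scaling (-0.59), and without BL20 replicate 2 (-0.59) or TBL20 replicate 2 (-0.65). Of 8 Toll-like receptors on the list, which leaves out TLR1, 6 were lower and 1, TLR2, was higher (also 6 and 1 adjusted over the list alone; median -0.90). The call of the list (camera adjusted p = 0.031) was lost with an estimated correlation (adjusted p = 0.22).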

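With BW720c, TLR4 rose 3.86-fold at 24 h and 3.86-fold at 48 h over TBL20, TLR1 3.42-fold and 15.0-fold, and TLR6 2.21-fold and 3.29-fold (adjusted p at 48 h = 5.5e-06, 1.8e-11 and 2.4e-05 from limma). TLR9 and TLR10 rose at 48 h, by 1.09 and 0.64 on the log2 scale (adjusted p = 0.0078 and 0.0054 from limma), and the TLR10 call was lost with median scaling. TLR8 was under the floor in TBL20 with and without the drug. Of the 8 receptors on the list 6 rose at 48 h and none fell (also 6 adjusted over the list alone; median 1.04). TLR3, a sensor of double-stranded RNA, rose by 1.41 at 24 h and 1.71 at 48 h. The call of the list at 48 h (camera adjusted p = 4.5e-04) did not hold with an estimated correlation (adjusted p = 0.062). Over long transcripts the last probe exceeded the first by a mean of 0.94 in TBL20 and 1.14 at 48 h (log2).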

All except TLR8 expression exhibit BW720c-induced reversal. In contrast to repression of Toll family receptor genes, expression of genes for the IL2 receptors IL2RA and B are both considerably elevated 25 and 80-fold respectively. 

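IL2RA was 42.9-fold higher in TBL20, at 11.24 ± 0.24 (SD, n = 3) against 5.82 ± 0.15 (SD, n = 3) in BL20 (log2 difference 5.42 (standard error 0.13, adjusted p = 7.2e-15 from limma)). The sequence of IL2RB, now listed as LOC510185, was 97.0-fold higher, at 14.72 ± 0.03 (SD, n = 3) against 8.12 ± 0.04 (SD, n = 3) (log2 difference 6.60 (standard error 0.13, adjusted p = 9.4e-16 from limma)). With BW720c IL2RA differed from TBL20 by -0.73 at 24 h and 0.73 at 48 h (adjusted p = 7.4e-04 and 4.0e-04 from limma), the second lost with median scaling. LOC510185 stayed within 0.11 of TBL20 on the log2 scale at both times, although its value at 48 h was -0.66 with median scaling and -0.46 in the deposited values centred on bovine sequences. IL2RG, the common gamma chain, did not pass the test in TBL20 (0.14).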

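IL2 was at 4.39 ± 0.05 (SD, n = 3) in BL20 and 4.59 ± 0.41 (SD, n = 3) in TBL20, under the floor of 5.07 in both lines and also at 24 and 48 h of BW720c (adjusted p = 0.50 for the lines from limma). No fold is given for values under the floor.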

The gene encoding the IL2 cytokine itself, however, is not differentially expressed and the level is predicted to be low, a scenario that is precisely as described for several *T. parva* infected cell lines, reviewed in [1]. Unsurprisingly, some of these modulations show similarity to those obtained in the previous LPS study [22] e.g. repression of IL15 and TLR4 and elevation in expression of XCL2, CCL1 and IL2RB were also detected in parasite-infected cells compared to LPS-stimulated BL20. Thus, these results indicate that multiple signalling pathways involved in perception of extracellular ligands are extensively modified in *Theileria* infected cells, as is expression of genes encoding molecules that signal to cells of the immune response. Moreover, it would appear that the *Theileria* infected cell has the capacity to reduce or enhance the ability to perceive a range of specific signaling ligands and it can be predicted that this may provide an advantage to the establishment and survival of the infected cell.

### Major reorganisation of transcriptional regulation is predicted to occur in Theileria infected leukocytes

The enrichment identified in the pathway analysis for the category ‘Gene Expression’ provided evidence that expression of molecules performing this function are likely to be under direct control of the parasite. Moreover, a high proportion of the functionally annotated differentially expressed gene set was classed as ‘transcriptional regulator’ (13%) and within ‘Gene Expression’ the sub-category ‘Transcription of RNA’ was of greatest significance (p = 1.34×10^−15^). We chose to investigate modulation of transcriptional regulators in greater depth because changes in the expression/activity of each one may result in multiple downstream effects on expression of their target genes and could, therefore, play a major role in orchestration of the gene expression network that characterises the infected TBL20 cell line. 177 transcription regulators were differentially expressed in TBL20 compared to BL20 (Table S7A). 68% (121) were elevated and 32% (56) were repressed. 

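Of 176 sequences of Table S7A on the array, 116 were higher and 56 lower in TBL20 at an adjusted p under 0.05 from limma, and 4 had no call. The study chose this set on the same arrays, so its direction is not independent evidence. Their log2 differences had the sign given in the paper for all 176. Among the increases were TP73 at 12.77 ± 0.14 (SD, n = 3) in TBL20 against 5.50 ± 0.39 (SD, n = 3) in BL20 (155-fold) and ID3, an inhibitor of helix-loop-helix factors (86.2-fold).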

40% of the elevated genes had statistically significant reversal in expression at 24 h while 31% showed reversal at 48 h. 

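Of the 116 sequences of Table S7A that were higher, 65 (56.0%) were reversed at 24 h of BW720c and 56 (48.3%) at 48 h. MAFF, a small MAF protein, fell by 1.97 at 24 h and 1.63 at 48 h on the log2 scale (adjusted p = 9.3e-08 and 2.6e-07 from limma).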

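Of the 56 sequences of Table S7A that were lower in TBL20, 19 (33.9%) rose at 24 h and 28 (50.0%) at 48 h. LMO2, a haematopoietic cofactor, was 12.7-fold lower in TBL20 and rose 3.42-fold at 24 h and 4.81-fold at 48 h (adjusted p = 4.6e-07 and 9.9e-09 from limma).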

25% of the repressed gene set showed elevated expression after 24 h BW720c treatment and 39% at 48 h. These results clearly indicate a bias towards up-regulation of host cell transcriptional regulators by parasite infection with a considerable number sensitive to loss of parasite viability. 

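Of 116 transcriptional regulators that were higher in TBL20, 17 moved further up at 24 or 48 h of BW720c. PAX6, a paired box factor of eye and nerve development, was at 7.17 ± 0.13 (SD, n = 3) in BL20, 8.49 ± 0.20 (SD, n = 3) in TBL20, 10.17 ± 0.08 (SD, n = 3) at 24 h and 10.32 ± 0.13 (SD, n = 3) at 48 h. TP63, a transcription factor of epithelia, was 3.12-fold higher in TBL20 than in BL20 (1 of 3 BL20 arrays under the floor) and rose 9.21-fold over TBL20 by 48 h (adjusted p = 3.8e-05 and 4.7e-08 from limma).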

Interestingly, 8% of transcriptional regulators elevated in TBL20 exhibited enhanced expression in BW720c, including PAX6, TP63 and PARP12.

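FOSL1 was 64.6-fold higher in TBL20, at 11.71 ± 0.10 (SD, n = 3) against 5.70 ± 0.17 (SD, n = 3) in BL20, and fell 4.22-fold at 24 h and 5.92-fold at 48 h (adjusted p = 5.3e-06 and 2.0e-07 from limma). CITED2, a transcriptional cofactor, was 7.40-fold higher and fell 2.79-fold and 3.36-fold. FOXA3, a forkhead factor of liver, was 12.3-fold higher and fell at 48 h (-1.16, adjusted p = 0.0023 from limma), a call lost after quantile normalisation over all probes and in the deposited values. SSBP4, a DNA-binding protein, was 21.8-fold higher, at 11.95 ± 0.40 (SD, n = 3) against 7.50 ± 0.39 (SD, n = 3). It was lower at 24 h (-0.96, adjusted p = 0.017 from limma) and not at 48 h (-0.18, adjusted p = 0.67). The SSBP4 call at 24 h was lost without TBL20 24 h BW720c replicate 2 (-0.89), TBL20 24 h BW720c replicate 3 (-0.81), TBL20 replicate 1 (-0.81) or TBL20 replicate 3 (-0.87).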

The most highly up-regulated transcription factors in TBL20 included MEIS3, FOSL1 (a subunit of AP1 with Jun), SSBP4, JUND, NFκB2, FOXA3 and CITED2, all of which showed reversal of the elevated expression with BW720c treatment (Table 3). 

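FOSL2, a FOS-related subunit of AP1, was 16.2-fold higher in TBL20, at 12.75 ± 0.18 (SD, n = 3) against 8.73 ± 0.06 (SD, n = 3) in BL20, and was 0.56 above TBL20 at 48 h (adjusted p = 0.0079 from limma), a call lost with median scaling, no background correction or the deposited values centred on bovine sequences. RUNX3, a runt factor of lymphocytes, was 11.5-fold higher in TBL20 and had no call with BW720c (-0.56 at 24 h and 0.45 at 48 h, adjusted p = 0.18 and 0.24 from limma). TP73 differed from TBL20 by -0.66 at 24 h (adjusted p = 0.042 from limma) and had no call at 48 h (-0.37). The TP73 call at 24 h was lost with median scaling (-0.78), quantile normalisation over all probes (-0.54) and the authors' deposited values (-0.54), and without BL20 48 h BW720c replicate 1 (-0.66), BL20 replicate 3 (-0.66), TBL20 24 h BW720c replicate 2 (-0.71), TBL20 24 h BW720c replicate 3 (-0.48), TBL20 48 h BW720c replicate 1 (-0.66), TBL20 48 h BW720c replicate 2 (-0.66), TBL20 48 h BW720c replicate 3 (-0.66), TBL20 replicate 1 (-0.58), TBL20 replicate 2 (-0.68) or TBL20 replicate 3 (-0.72). LITAF had no call at 24 h and was 0.54 under TBL20 at 48 h (a log2 difference of -0.54, adjusted p = 0.020 from limma). That call was lost with the last 3 probes (an alternative added after seeing the data) (-0.51), no background correction (-0.39), a normexp background (-0.31), quantile normalisation over all probes (-0.22) and the authors' deposited values (-0.30), and without TBL20 48 h BW720c replicate 1 (-0.54), TBL20 48 h BW720c replicate 3 (-0.50) or TBL20 replicate 3 (-0.53).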

Several others including FOSL2, TP73, LITAF and RUNX3, showed no alteration in expression following BW720c. 

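NFE2 (printed as NEF2 in the paper), a factor of platelet and red cell precursors, was lower in TBL20, at 4.86 ± 0.34 (SD, n = 3) with 2 of 3 arrays under the floor, against 10.88 ± 0.23 (SD, n = 3) in BL20 (adjusted p = 1.1e-12 from limma). It had no call with BW720c. LEF1, a partner of beta-catenin in lymphocyte development, was 44.2-fold lower, at 9.97 ± 0.10 (SD, n = 3) against 15.44 ± 0.06 (SD, n = 3), which is close to the highest value of the arrays, where differences are compressed. KANK1, a regulator of actin, was 22.6-fold lower, at 8.47 ± 0.10 (SD, n = 3) against 12.97 ± 0.11 (SD, n = 3).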

Levels of HOXC13 and HOXB8, also elevated in TBL20, were enhanced by BW720c, Amongst those showing the greatest fold-change in the group with reduced expression in TBL20 were NEF2, LEF1 (lymphoid enhancer 1), HDAC9 (histone deacetylase 9) and KANK1 (Table 3). 

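LEF1 rose 2.67-fold at 24 h and 2.41-fold at 48 h of BW720c over TBL20 (adjusted p = 3.6e-07 and 3.9e-07 from limma). KANK1 rose 2.17-fold at 24 h (adjusted p = 5.7e-05 from limma) and 1.60-fold at 48 h (adjusted p = 0.0020), the second call being lost with median scaling. After 48 h LEF1 was still 11.24 ± 0.09 (SD, n = 3) and KANK1 9.15 ± 0.12 (SD, n = 3).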

Repression of LEF1, HDAC9 and KANK1 expression was significantly reversed following 24 h exposure to BW720c suggesting that the viable parasite actively represses expression of pre-existing key transcription factors that might be detrimental to its growth and survival. Expression profiles of MEIS3, JUND, TP73 and LEF1 were validated by RT-PCR (Figure 4 and Figure S1).

**Table 3:** Transcription regulators elevated or repressed in TBL20 compared to BL20.

Symbol	Entrez Gene Name	ID	FC	BW720c response
MEIS3	Meis homeobox 3	617311	+65.2	−2.0
FOSL1	FOS-like antigen 1	531389	+37.3	−5.0
SSBP4	single stranded DNA binding protein 4	508156	+14.3	−1.7
JUND	jun D proto-oncogene	517192	+12.3	−2.5
NFKB2	nuclear factor of kappa light polypeptide gene enhancer in B-cells 2 (p49/p100)	526392	+9.4	−2.8
FOXA3	forkhead box A3	503622	+6.4	−1.6
CITED2	Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 2	521378	+5.9	−2.9
HOXC13	homeobox C13	538716	+16.0	+2.2
HOXB8	homeobox B8	785855	+5.1	+2.3
LITAF	lipopolysaccharide-induced TNF factor	520564	+116.2	
TP73	tumor protein p73	515105	+98.7	
ID3	inhibitor of DNA binding 3, dominant negative helix-loop-helix protein	538690	+58.1	
FOSL2	FOS-like antigen 2	509889	+12.2	
RUNX3	runt-related transcription factor 3	617389	+8.6	
PAX9		540196	+5.1	
LEF1		535399	−60.5	+3.6
HDAC9	histone deacetylase 9	535415	−36.8	+18.7
KANK1	KN motif and ankyrin repeat domains 1	534869	−34.3	+2.5
HEYL	hairy/enhancer-of-split related with YRPW motif-like	538609	−26.5	+2.7
SPIB	Spi-B transcription factor (Spi-1/PU.1 related)	784460	−17.8	+2.3
KCNIP3	Kv channel interacting protein 3, calsenilin	513316	−10.4	+2.9
PARP 14	poly (ADP-ribose) polymerase family, member 14	540789	−4.9	+5.5
NFE2	nuclear factor (erythroid-derived 2), 45kDa	514006	−78.8	
POU6F2	POU class 6 homeobox 2	517861	−27.8	
ZNF423	zinc finger protein 423	508025	−13.7	
EBF1	early B-cell factor 1	537712	−11.2	
HTATIP2	HIV-1 Tat interactive protein 2, 30kDa	539276	−11.0	
GCM2	glial cells missing homolog 2 (Drosophila)	539454	−10.8	
ZNF211	zinc finger protein 211	789989	−10.8	
POU6F2	POU class 6 homeobox 2	537815	−10.1	
NEO1	neogenin homolog 1 (chicken)	535307	−9.9	

Transcription regulators identified in the Ingenuity Pathway Analysis Database (IPA) that were differentially expressed in TBL20 compared to BL20 (FDR 5%). The fold change in TBL20 relative to BL20 is indicated; +, elevated in TBL20; –, repressed in TBL20. The fold change response in TBL20 treated with BW720c relative to TBL20 (FDR 5%) is indicated to the right. The top 15 ranking transcriptional regulations, both elevated and repressed, are shown grouped according to BW720c response.

Below we consider some of the notable changes to transcriptional regulators and the predicted consequences of these alterations in more detail.

### Homeodomain/HOX Family Proteins

141 genes encoding homeodomain-containing transcription regulators were represented on the microarray. This large family typically has important roles in pattern formation during development and in tissue regeneration and differentiation. 16 of these (11%) exhibit differential expression (5% FDR) between BL20 and TBL20. 4 members of the HOX family, are differentially expressed in TBL20; HOXC13 (15.9-fold) and HOXB8 (5.1-fold) are considerably up-regulated in TBL20 and show sensitivity (further elevation) to BW720c treatment (Table 3, Table S7A). 

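HOXC13 was under the floor on every BL20 array and at 9.42 ± 0.30 (SD, n = 3) in TBL20, at least 20.3-fold higher (adjusted p = 1.1e-07 from limma). With BW720c it was at 9.83 ± 0.50 (SD, n = 3) at 24 h and 9.85 ± 0.42 (SD, n = 3) at 48 h (adjusted p = 0.57 and 0.49 from limma). HOXB8 was 8.38-fold higher in TBL20, at 8.75 ± 0.38 (SD, n = 3) against 5.68 ± 0.93 (SD, n = 3) in BL20, and with BW720c differed from TBL20 by 0.86 at 24 h and 0.34 at 48 h (adjusted p = 0.091 and 0.50 from limma). Of 12 HOX genes on the list fixed beforehand, which does not hold HOXB8, 3 were higher and 1 lower in TBL20 (also 3 and 1 adjusted over the list alone). HOXB7 (1.04) and HOXB4 (0.63) were the others that were higher. The list as a whole was not called (camera adjusted p = 0.48).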

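HOXC4 was 2.70-fold lower in TBL20, at 7.19 ± 0.17 (SD, n = 3) against 8.62 ± 0.09 (SD, n = 3) in BL20 (adjusted p = 2.0e-05 from limma). The sequence listed as HOXC9 in the paper, whose current symbol is HOXC6, was 1.89-fold lower, at 5.54 ± 0.24 (SD, n = 3) against 6.46 ± 0.27 (SD, n = 3) (adjusted p = 9.1e-04 from limma). With BW720c HOXC4 had log2 differences of 0.14 at 24 h and 0.48 at 48 h, and HOXC6 of -0.090 and -0.046, none past the threshold.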

Two, HOXC4 and HOXC9, are down-regulated by 5-fold and 3.6-fold respectively (Table S7A) but show no significant change on BW720c treatment. HOX transcription factors function as co-ordinators of developmental progression and in differentiation of tissues such as hematopoietic stem cells, where differential regulation is often associated with neoplasia [49]. Known co-activators/repressors are the TALE group of homeodomain proteins that include MEIS and PBX (reviewed in [50]) and SMAD. 

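MEIS3 rose from 6.55 ± 0.16 (SD, n = 3) in BL20 to 12.82 ± 0.09 (SD, n = 3) in TBL20, 77.5-fold (log2 difference 6.28 (standard error 0.15, adjusted p = 7.4e-15 from limma)). It fell to 12.16 ± 0.13 (SD, n = 3) at 24 h and 11.93 ± 0.06 (SD, n = 3) at 48 h of BW720c, 1.58-fold and 1.86-fold under TBL20 (adjusted p = 0.0048 and 2.5e-04 from limma). In BL20 it rose with the drug, by 1.82 and 1.76 on the log2 scale (adjusted p = 5.6e-06 and 7.2e-06). Of 20 genes of the TALE group and other homeodomain families 6 were higher and 1 lower in TBL20 (also 6 and 1 adjusted over the list alone), and the list was not called (camera adjusted p = 0.34).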

MEIS3 is up-regulated 65-fold by parasite infection and reversed with BW720c (confirmed by RT-PCR). A known direct target of MEIS3 is the 3-phosphoinositide-dependent protein kinase 1 (PDK1) involved in PI3-K-AKT signalling, engendering an anti-apoptotic role for MEIS3 [51]. Defined HOX targets are functionally wide ranging (reviewed in [52]) and include the CDK inhibitor p21, OPN (osteopontin), and bFGF (basic fibroblast growth factor). A function for HOXC13 in recognition/assembly of DNA replication origins has recently been described [53]. Other homeodomain family members that are differentially regulated include members of the POU and ZNF families. Therefore it is clear that *Theileria* infection imposes considerable adjustment to the BL20 homeotic gene expression profile.

Regulation of homeodomain gene expression and target genes of homeodomain transcription factors almost certainly involves chromatin remodelling, reviewed in [54]. There are also reports that transcription of HOX family members are subject to auto-regulation [49]. It is conceivable that these mechanisms and the known role of homeobox proteins to determine cellular fate, contribute to both reversible and irreversible alterations to host gene expression associated with *T. annulata* infection. For example, while our results indicate considerable change in the homeotic gene family expression profile, only a low number (n = 3) are directly responsive to parasite death. In addition, as might be expected of this fluid family, some, while not greatly altered by parasite infection, are elevated on BW720c treatment; PAX6 (up 5.3-fold), POU6F1 (up 3-fold) (Table S7A) and PBX1 (up 2-fold). Such altered expression on parasite death could clearly influence the inability to revert to a BL20 phenotype.

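PAX6 rose 3.20-fold at 24 h and 3.55-fold at 48 h over TBL20 (adjusted p = 7.4e-06 and 1.1e-06 from limma). POU6F1, a POU factor, went from 9.00 ± 0.51 (SD, n = 3) in TBL20 to 10.19 ± 0.33 (SD, n = 3) at 48 h, 2.28-fold (adjusted p = 0.0011 from limma), with no call at 24 h (adjusted p = 0.67).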

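NANOG lay under the floor on every BL20 array, at 4.27 ± 0.26 (SD, n = 3), and at 5.77 ± 0.33 (SD, n = 3) in TBL20, at least 1.63-fold higher (adjusted p = 6.3e-06 from limma). After 24 and 48 h of BW720c it was again under the floor on every array, at 4.40 ± 0.18 (SD, n = 3) and 4.33 ± 0.18 (SD, n = 3) (adjusted p = 5.6e-05 and 1.5e-05 from limma).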

Expression of NANOG, also a homeobox transcription factor and predicted to be silent in BL20 (see Table S4A) was elevated by 2.3-fold in TBL20 and was responsive to BW720c. NANOG is associated with maintenance of cellular pluripotency, reduced levels being correlated with differentiation [55] and even minor changes in concentration can strongly influence differentiation status [56]. Thus, elevation of NANOG gene expression, particularly from a basal level, together with its sensitivity to BW720c, provides evidence that *Theileria* infection may re-define pre-existing chromatin structure possibly to effect alteration in differentiation status.

### Chromatin Structure Modifiers

Modification of histones is known to play a crucial role in determining chromatin structure and whether a gene is transcriptionally active or silent. We observed differential expression in three histone modifying enzymes. By far the most striking change was in histone deacetylase 9 (HDAC9) expression levels: 36-fold down-regulation with reversal on BW720c treatment (Table 3 and Table S7A). 

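HDAC9 was at 10.92 ± 0.16 (SD, n = 3) in BL20 and 6.14 ± 0.09 (SD, n = 3) in TBL20, 27.4-fold lower (log2 difference -4.78 (standard error 0.19, adjusted p = 3.3e-12 from limma)). It rose to 8.84 ± 0.12 (SD, n = 3) at 24 h and 10.21 ± 0.29 (SD, n = 3) at 48 h of BW720c, 6.51-fold and 16.8-fold over TBL20 (adjusted p = 6.7e-08 and 2.2e-10 from limma). Among 11 histone deacetylases of the list, which does not hold HDAC9, 2 were higher and 2 lower in TBL20 (also 2 and 2 adjusted over the list alone), with no call of the list (camera adjusted p = 1.00).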

The microarray expression profile for HDAC9 was validated by Western blot analysis using an antibody specific for HDAC9. This confirmed that the 95 kDa polypeptide detected in uninfected BL20 was present at much reduced levels in parasite-infected TBL20 (Figure 7). An increase in the level of the polypeptide was observed following 48 h of BW720c treatment of TBL20 cells, exactly mirroring the RNA microarray profile. 

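HDAC2 was at 14.24 ± 0.13 (SD, n = 3) in BL20, 14.49 ± 0.03 (SD, n = 3) in TBL20, 14.64 ± 0.09 (SD, n = 3) at 24 h and 14.27 ± 0.07 (SD, n = 3) at 48 h of BW720c. None of the 3 log2 differences, 0.25, 0.15 and -0.22, passed the test (adjusted p = 0.13, 0.42 and 0.17 from limma), although the second turned to -0.30 in the deposited values centred on bovine sequences. A p that misses the threshold does not show that the levels were equal.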

HDAC9 protein expression profile was compared with that of another histone deacetylase, HDAC2, predicted to be constitutively expressed from the microarray data and confirmed to be constitutive across the protein time course. In addition, we did not detect HDAC9 protein in two other *T. annulata* infected cell lines derived from *in vivo* infection of primary cells (data not shown).

**Figure 7:**
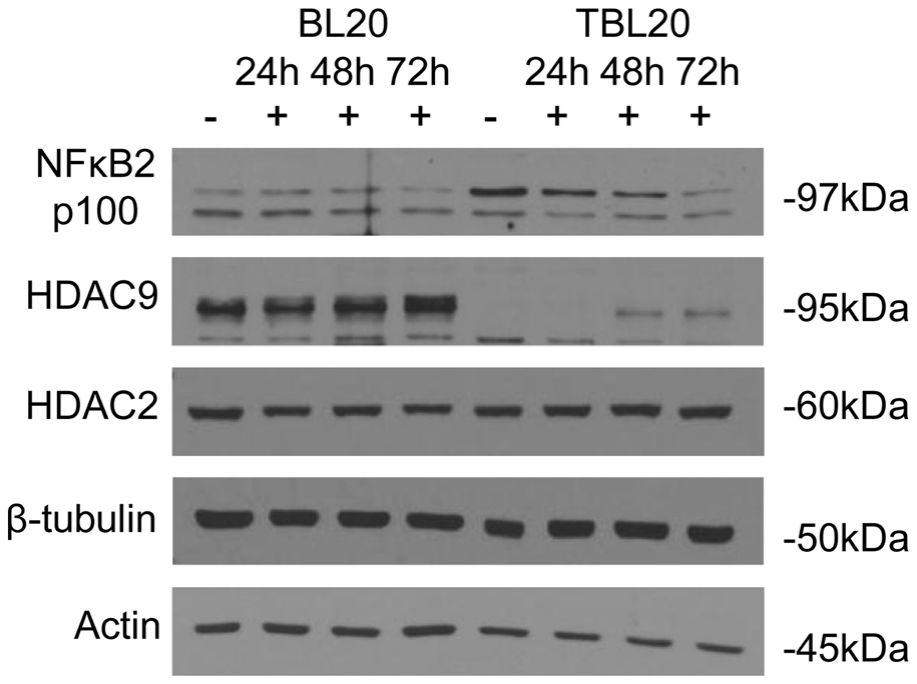
Microarray expression profiles of HDAC9 and NFκB2 genes are also reflected at protein level. Western analysis of total protein cell extracts from uninfected (BL20) and infected (TBL20) cells treated with BW720c for 0 (−), 24, 48 and 72 (+) hours. Equal protein loadings were verified by Ponceau S staining. Host HDAC9, HDAC2 and NFκB2 are shown relative to constitutive tubulin and actin. Antibodies are as described in Methods section.

Several members of PARP family, also modifiers of DNA binding proteins including histones and members of the HOX family [57], are differentially expressed in TBL20, examples are PARP11 and 14, repressed by 3.0 and 4.9-fold respectively and both reversed by BW720c. In contrast, expression of PARP12 was elevated 2.8-fold and elevation was enhanced 12-fold following BW720c treatment. 

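PARP14 was 3.35-fold lower in TBL20, at 9.90 ± 0.08 (SD, n = 3) against 11.64 ± 0.10 (SD, n = 3) in BL20, and rose 3.31-fold at 24 h and 4.22-fold at 48 h (adjusted p = 1.7e-06 and 8.6e-08 from limma). PARP11 was 1.98-fold lower, at 9.41 ± 0.13 (SD, n = 3) against 10.40 ± 0.21 (SD, n = 3), and at 48 h rose 1.73-fold (adjusted p = 7.1e-04 from limma), a call lost with median scaling. PARP1, which acts in DNA repair, was lower in TBL20 by 0.31 on the log2 scale (a difference of -0.31).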

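PARP12 was 5.97-fold higher in TBL20, at 9.11 ± 0.33 (SD, n = 3) against 6.53 ± 0.15 (SD, n = 3) in BL20 (log2 difference 2.58 (standard error 0.15, adjusted p = 4.4e-10 from limma)). It rose to 10.83 ± 0.16 (SD, n = 3) at 24 h and 12.03 ± 0.03 (SD, n = 3) at 48 h of BW720c, 7.55-fold over TBL20 at 48 h (adjusted p = 5.8e-10 from limma).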

Taken together these observations indicate that a general modulation of host cell chromatin structure is promoted by *Theileria* infection of the leukocyte. However, the strikingly large decrease in the level of one histone modifying enzyme, HDAC9, implies that HDAC9 may have a specific function that is incompatible with parasite survival, at least in the context of BL20 cells. While HDACs are normally associated with chromatin remodelling, there is increasing evidence that class IIa HDACs in particular, may have highly specific functions as essential co-repressors in regulation of specific gene targets. For example, a unique role for HDAC7 in repression of the gene encoding the cell cycle inhibitor RPRM has recently been identified that is not due to its deacetylase properties [58].

### Transcription factors constitutively activated by the Theileria infected leukocyte

It is well documented that infection of leukocytes by *Theileria* parasites results in constitutive activation of AP1, cMYC and NFκB. We predicted, therefore, that for these transcription factors the array data would show alteration to expression of genes involved in activation signalling or manipulation of the consequences of the activation event. 

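Of 9 AP1 family genes on the list, 6 were higher and 1 lower in TBL20 (6 and 2 adjusted over the list alone; median log2 difference 1.45). At 24 h of BW720c 4 fell and 1 rose, and at 48 h 4 fell and 4 rose (5 and 1, and 4 and 4, adjusted over the list alone). Members that were higher included JUND and FOS, and the lower one was ATF3, a stress-induced factor (-0.69). MAF, a bZIP factor of lymphocytes, rose by 1.61 at 48 h. The camera call in TBL20 (adjusted p = 6.9e-05) was lost with an estimated correlation (adjusted p = 0.21). The mean by which the last probe of long transcripts exceeded the first was 1.11 in BL20, 0.94 in TBL20, 1.26 at 24 h and 1.14 at 48 h (log2).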

JUN and FOS family members which heterodimerise to form the AP1 complex along with other components, exhibit considerable differential gene expression between BL20 and TBL20 and several are sensitive to BW720c treatment. 

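JUN was 2.93-fold, JUNB 2.73-fold and JUND 21.6-fold higher in TBL20 (adjusted p = 5.4e-05, 2.6e-06 and 2.5e-13 from limma). JUNB went from 12.07 ± 0.17 (SD, n = 3) in TBL20 to 10.13 ± 0.18 (SD, n = 3) at 24 h and 10.78 ± 0.09 (SD, n = 3) at 48 h, and JUND from 11.68 ± 0.04 (SD, n = 3) to 10.09 ± 0.21 (SD, n = 3) and 10.74 ± 0.17 (SD, n = 3). These decreases passed the test at both times (adjusted p at 48 h = 1.5e-05 and 8.2e-05 from limma).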

JUN, JUNB and JUND are all elevated (Table 4) in TBL20 compared to BL20 (range 2–12 fold) and JUNB and JUND are both reversed with BW720c treatment. In contrast, JUN RNA shows a 5-fold enhanced elevation at 48 h BW720c, a likely indicator of the known role of AP1 in apoptosis (reviewed in [59]). Both up- and down-regulation are observed for FOS isoforms; FOS, FOSL1 and FOSL2 are elevated (range 4–37 fold) but FOSB is repressed. 

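JUN was at 9.72 ± 0.31 (SD, n = 3) in TBL20, 9.88 ± 0.44 (SD, n = 3) at 24 h and 11.54 ± 0.06 (SD, n = 3) at 48 h of BW720c. The change at 24 h did not pass the test (log2 difference 0.16, adjusted p = 0.70 from limma), and at 48 h JUN had risen 3.54-fold (log2 difference 1.82 (standard error 0.23, adjusted p = 1.4e-05 from limma)).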

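FOS was 4.93-fold higher in TBL20, at 11.20 ± 0.07 (SD, n = 3) against 8.90 ± 0.03 (SD, n = 3) in BL20 (adjusted p = 1.3e-09 from limma). FOSB was at 7.64 ± 0.12 (SD, n = 3) in TBL20 and 8.15 ± 0.06 (SD, n = 3) in BL20, a log2 difference of -0.51 that did not pass the test (adjusted p = 0.085 from limma).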

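With BW720c FOS fell by 0.73 on the log2 scale at 48 h (adjusted p = 8.4e-04 from limma), and its value at 24 h did not pass the test (-0.36, adjusted p = 0.088). FOSB rose 3.76-fold at 24 h and 2.07-fold at 48 h over TBL20 (adjusted p = 8.3e-06 and 9.2e-04 from limma).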

All show reversal with BW720c exposure except FOSL2. Earlier studies have indicated that while activity is increased, the AP1 composition is highly plastic in different *Theileria* infections [60] and is likely to impact on the expression profile of recognised target genes.

**Table 4:** AP1 sub-units with altered expression in TBL20 compared to BL20.

Gene symbol	FC in TBL20 vs BL20	Max BW720c response
JUNB	+2.0	−3.2
JUND	+12.3	−2.5
JUN	+1.7	+4.7
FOS	+4.0	−1.5
FOSL1	+37.3	−5.0
FOSL2	+12.2	
FOSB	−2.5 *	+4.9
ATF6	+2.5	−1.7
ATF7IP	−2.6 **	+2.6
MAF		+3.8
MAFF	+2.7	−3.2
MAFK		−1.8

Various components of the AP1 transcription factor complex that were elevated (+) in TBL20 or repressed (−) in TBL20 compared to BL20. The BW720c response is indicated to the right. The FDR generated by RP for FOSB* and ATF7IP** in TBL20 compared to BL20 were above our normal threshold of 5% but were included in this table as both showed a strong reversible BW720c response.

cMYC RNA and protein have been shown to be induced in a *T. parva* infected B cell line compared to primary B-cells and an anti-apoptotic role for cMYC protein in *Theileria* infected cells has been proposed [11]. In the BL20-TBL20 model, levels of MYC mRNA were not altered by parasite infection or influenced by BW720c, but were predicted to be very highly expressed, as was its partner in the active heterodimer, MAX. 

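MYC was at 14.54 ± 0.09 (SD, n = 3) in BL20, 14.39 ± 0.07 (SD, n = 3) in TBL20, 14.79 ± 0.14 (SD, n = 3) at 24 h and 14.53 ± 0.08 (SD, n = 3) at 48 h of BW720c, among the high values of the array. Its difference between the lines did not pass the test (-0.15, adjusted p = 0.42 from limma), and was 0.70 in the deposited values centred on bovine sequences. At 24 h it was 0.40 above TBL20 (adjusted p = 0.026 from limma), and at 48 h it had no call (0.14, turning to -0.37 in the centred deposited values). The MYC call at 24 h was lost with median scaling (0.28), only the groups compared (0.40) and the deposited values centred on bovine sequences (-0.083), and without TBL20 24 h BW720c replicate 2 (0.34), TBL20 24 h BW720c replicate 3 (0.39), TBL20 replicate 1 (0.37) or TBL20 replicate 3 (0.39). MAX was at 13.68 ± 0.10 (SD, n = 3) in BL20 and 13.38 ± 0.33 (SD, n = 3) in TBL20, with no call in TBL20 or with the drug (log2 difference -0.30 in TBL20, and 0.62 in the centred deposited values).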

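MYCBP was 1.88-fold higher in TBL20, at 12.52 ± 0.10 (SD, n = 3) against 11.61 ± 0.03 (SD, n = 3) in BL20 (log2 difference 0.91 (standard error 0.12, adjusted p = 1.0e-05 from limma)). It fell to 11.59 ± 0.22 (SD, n = 3) at 24 h and 11.25 ± 0.12 (SD, n = 3) at 48 h of BW720c, 1.91-fold and 2.41-fold under TBL20 (adjusted p = 3.1e-05 and 5.0e-07 from limma).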

Interestingly, the highly expressed cMYC binding protein, MYCBP, did show slightly elevated expression in TBL20 (1.5-fold) that was reversed immediately by BW720c (1.6-fold at 24 h, rising to 2.1-fold at 48 h). The MYCBP gene encodes a protein that is a positive regulator of MYC. It binds to the N-terminal region of MYC and promotes E box-dependent transcription by MYC [61]. These results suggest cMYC activity or the spectrum of target genes may be manipulated in the infected cell by altered expression of binding partners.

Activation of NFκB is a central event in the establishment of the *Theileria* infected leukocyte [6], but it is not fully known whether the expression level of important components of this transcription factor complex is altered in the infected cell. Our study reveals a 9.3-fold up-regulation in NFκB2 mRNA (p100/p52) in TBL20 which showed reversal on BW720c treatment; and expression of RELB, which is typically the partner of NFκB2 in the active heterodimer, was up-regulated by 3.4-fold and responsive to BW720c. 

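NFKB2 was 12.8-fold higher in TBL20, at 12.99 ± 0.07 (SD, n = 3) against 9.31 ± 0.11 (SD, n = 3) in BL20 (log2 difference 3.68 (standard error 0.15, adjusted p = 3.4e-12 from limma)). It fell to 11.24 ± 0.22 (SD, n = 3) at 24 h of BW720c, 3.35-fold, and was 12.33 ± 0.04 (SD, n = 3) at 48 h. RELB was 4.94-fold higher, at 10.29 ± 0.02 (SD, n = 3) against 7.98 ± 0.22 (SD, n = 3), fell 2.56-fold at 24 h (adjusted p = 2.8e-06 from limma) and had no call at 48 h (adjusted p = 0.22). Of 8 NF-kB subunits and inhibitors 4 were higher and 1, NFKBIA, the inhibitor IkB alpha (-0.52), was lower in TBL20 (also 4 and 1 adjusted over the list alone). At 24 h 5 fell and 1, NFKBIA (0.63), rose (6 and 1 adjusted over the list alone). Both calls of the list were lost with an estimated correlation (adjusted p = 0.38 and 0.22 from camera), and the first also with median scaling.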

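NFKB1 was 2.26-fold higher in TBL20, at 13.27 ± 0.01 (SD, n = 3) against 12.09 ± 0.08 (SD, n = 3) in BL20 (log2 difference 1.18 (standard error 0.12, adjusted p = 7.6e-07 from limma)). RELA was at 12.32 ± 0.21 (SD, n = 3) in TBL20 and 11.76 ± 0.16 (SD, n = 3) in BL20, a log2 difference of 0.56 (standard error 0.16, adjusted p = 0.013 from limma). The RELA call in TBL20 was lost with quantile normalisation over all probes (0.37) and the authors' deposited values (0.31), and without BL20 replicate 1 (0.47) or TBL20 replicate 3 (0.49).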

NFκB1 (p105/p50) was up-regulated by 2.1-fold but RELA (p65), the canonical partner of NFκB1 showed no differential expression between BL20 and TBL20. Up-regulation of NFκB2 and the decrease with BW720c was confirmed by SQRT-PCR (Figure 4), and was also established at the protein level by Western blotting (Figure 7). Interestingly, we could not detect proteolytic cleavage of precursor p100 to the active component, p52. This is most likely due to processing of small amounts, as is the case for most cell types [62]. An elevated level of NFκB2 mRNA and protein was also indicated for an *in vivo* derived infected cell line (data not shown). Alternatively, p100 may act predominantly as an inhibitory mechanism by forming high molecular weight complexes that bind pre-formed NFκB dimers thus serving as a molecular “buffer” to regulate availability of active NFκB for transcription [63]. BW720c sensitive nuclear localisation of NFκB2 was defined for *T. parva* infected cells in a study by [64], but they did not detect NFκB2 in complex with DNA. These results highlight the existence of transcriptional control mechanisms for components of the NFκB signalling pathway that are influenced by the presence of a live parasite and which are additional to the mechanism(s) that directly induce constitutive activation. The results imply alteration in the bias of sub-unit composition of the DNA binding complex, possibly reflecting alterations in substrate specificity to promote survival of the infected cell.

### The macroschizont-infected leukocyte manipulates the existing network of BL20 transcription regulators

To examine how extensively the presence of the *Theileria* parasite might influence the complex transcription factor network of immortalised BL20 cells, we grouped all transcriptional regulators in BL20 that were predicted to be highly or very highly expressed and examined how expression of this group was modulated by presence of the parasite. We found 688 genes designated as transcriptional regulators that were predicted to be highly expressed in BL20 (Table S8). Although 119 exhibited statistically significant differential expression in TBL20, only 7 transcription factor encoding genes were elevated more than 4-fold while 21 were down-regulated more than 4-fold, with 6 of these displaying >20-fold repression. Expression of 4 of these, HEYL, LEF1, HDAC9 (discussed earlier) and KANK1 was significantly reversed following exposure to BW720c suggesting that the viable parasite actively represses pre-existing expression of key transcription factor genes that might be detrimental to its growth and survival.

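HEYL, a transcriptional repressor downstream of Notch, was 16.0-fold lower in TBL20, at 5.76 ± 0.64 (SD, n = 3) against 9.76 ± 0.05 (SD, n = 3) in BL20 (adjusted p = 2.6e-09 from limma). At 48 h of BW720c it was at 6.85 ± 0.16 (SD, n = 3), a log2 difference of 1.09 (standard error 0.26, adjusted p = 0.0040 from limma), a call lost with no background correction. SPIB, an ETS factor of B cells, was 11.2-fold lower in TBL20, at 5.73 ± 0.77 (SD, n = 3) (1 of 3 arrays under the floor) against 9.21 ± 0.28 (SD, n = 3), and EBF1, which specifies B cells, 8.85-fold lower, at 11.25 ± 0.05 (SD, n = 3) against 14.40 ± 0.18 (SD, n = 3). EBF1 had no call with the drug (0.18 at 24 h and 0.16 at 48 h).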

Thus, the majority of transcription factor genes predicted to be highly expressed in BL20 cells do not appear to be modulated in the context of TBL20. Examples of these are MYB family members, RELA and members of the E2F and SMARC families. 

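MYB was at 13.80 ± 0.08 (SD, n = 3) in BL20 and 12.39 ± 0.15 (SD, n = 3) in TBL20, a log2 difference of -1.40 (standard error 0.13, adjusted p = 1.4e-07 from limma). Of 14 genes of the SWI/SNF complex 3 were higher and 3 lower in TBL20 (also 3 and 3 adjusted over the list alone), and the list was not called (camera adjusted p = 1.00). SMARCA4 (BRG1) was at 13.56 ± 0.01 (SD, n = 3) in BL20 and 13.48 ± 0.27 (SD, n = 3) in TBL20 (adjusted p = 0.78 from limma; the log2 difference of -0.089 became 0.64 in the deposited values centred on bovine sequences). SMARCB1 had a log2 difference of 0.27 (adjusted p = 0.10), and SMARCA2 (BRM) was lower (-0.82). E2F1 could not be matched to a sequence on the array.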

How might activity of transcription factors such as these be manipulated in the infected cell? To investigate how this could occur for the transcription factor MYB, whose expression is generally associated with myeloid cell lineages, we utilised the well-characterised transcriptional regulation defined for the RAG1/2 locus [65]. RAG1 and 2 are involved in regulation of recombination at the V(D)J Ig locus to generate immunoglobulin variation and both genes are highly repressed in TBL20. 

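RAG2 was at 10.34 ± 0.10 (SD, n = 3) in BL20 and under the floor on every TBL20 array, at 4.32 ± 0.07 (SD, n = 3), at least 38.5-fold lower (adjusted p = 7.2e-15 from limma). It stayed under the floor at 48 h of BW720c. RAG1 could not be matched to a sequence on the array.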

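Of 4 regulators of RAG expression fixed as a list, 1 was higher and 2 were lower in TBL20 (also 1 and 2 adjusted over the list alone), and the list was not called (camera adjusted p = 0.65). SATB1, a chromatin organiser of lymphocytes, was higher (3.00) and ETS1 lower (-2.93), as was MYB. PAX5, which specifies B cells, was 8.02-fold lower, at 11.79 ± 0.23 (SD, n = 3) against 14.79 ± 0.01 (SD, n = 3) in BL20, and GATA3, a factor of T cells, 4.30-fold higher, at 8.12 ± 0.28 (SD, n = 3) against 6.01 ± 0.49 (SD, n = 3) (adjusted p = 3.6e-11 and 9.8e-06 from limma).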

Transcriptional regulation of RAG1 and 2 occurs in a complex, defined hierarchy composed of minimally 14 transcriptional regulators, including MYB, and from our dataset it can be predicted that repression at the RAG1/2 locus could involve up to 5 transcription regulators that are modulated in TBL20 cells (Figure 8A), namely NFκB, LEF1, GATA3, PAX5 and EBF1, although only LEF1 and NFκB exhibited reversal of differential expression in the presence of BW720c. Therefore, while expression of MYB may be unaltered in TBL20 relative to BL20, a profound effect on expression of its target genes could occur via modulation of co-factors that operate in MYB functional networks. The possible consequences of such complex infection-associated manipulation of transcriptional regulation in pathways involved in myeloid cell lineage is illustrated in Figure 8B where TBL20 cells show modulated expression in a wide range of transcriptional regulators and their target genes. Several of these alterations have been validated by RT-PCR; MYBL2 and RAG2 (Figure 4), LEF1 and EBF1 (Figure S1).

**Figure 8:**
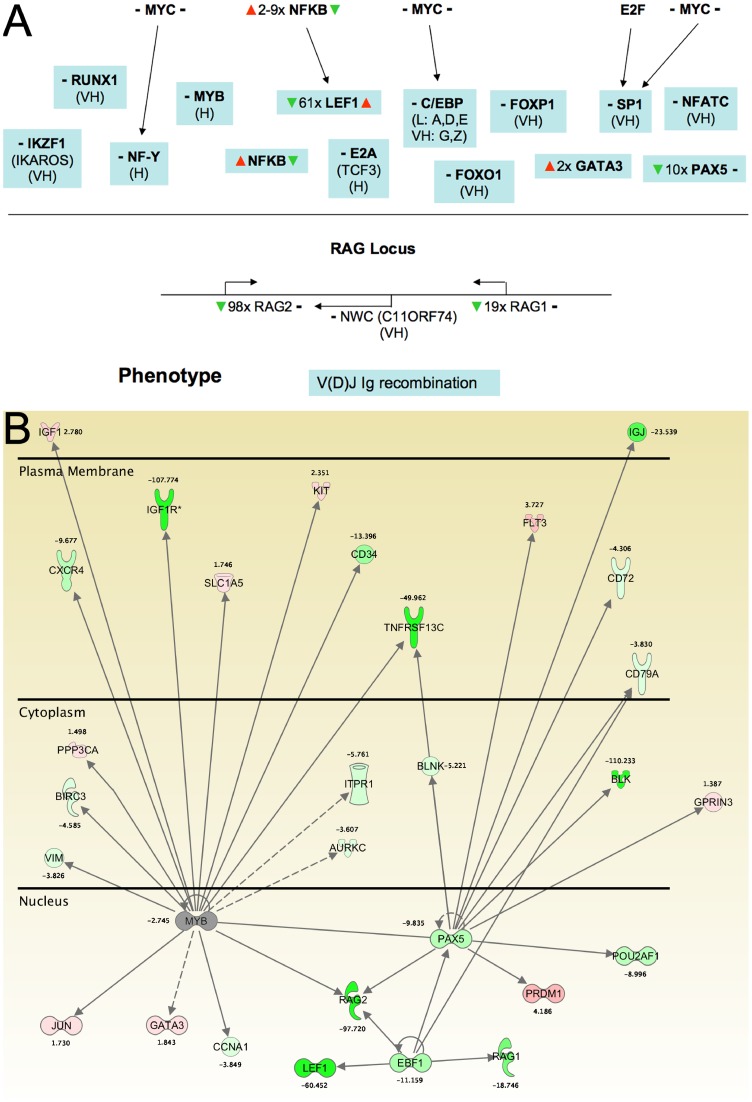
**A. Transcriptional control defined for the RAG1/2 locus showing points of regulation in Theileria infected cells** Prediction of expression level was as defined in the methods section; (VH), very high; (H), high. **–** to the left of the gene symbol, no predicted change in TBL20 compared to BL20. **–** to the right of the gene symbol, no change in BW720c. ▴**▾**, elevated or repressed in TBL20 (to the left) or BW720c (to the right) of the gene symbol. **B. Modulation of an established BL20 transcription factor network by parasite infection** Components of the MYB transcription factor network within different cellular compartments that show altered expression in TBL20 compared to BL20. Green, repressed expression in TBL20; red, elevated expression in TBL20.

### Prediction of transcription regulator activation status

Transformation of the *Theileria*-infected leukocyte is known to involve constitutive activation of host cell transcription factors, such as AP1 and NFκB. To obtain further information on the importance of these and other transcription factors modulated in infected TBL20 cells, a prediction of transcription regulator activation status was obtained for each dataset; infected cells compared to uninfected BL20 and BW720c-treated infected cells compared to non-treated. The analysis utilises data sourced from experimentally defined and predicted transcription factor target genes. Prediction of activation or inhibition relies on the proportion of target genes for any one transcription factor differentially expressed in a direction consistent with either activation or inhibition. The analysis predicted a wide range of transcription factors to be active or inhibited under all experimental conditions but also indicated that relatively few showed reversion of the infected cell activation or inhibition status when the parasite was killed (Table 5 and Tables S9A–C). Thus, the activity status of 7 transcription regulators in parasite-infected cells was predicted to be reversed during BW720c treatment (Table 5). 

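Of 19 genes of sterol synthesis and uptake 16 were higher and none lower in TBL20 (16 higher and 1 lower adjusted over the list alone; median 0.67), such as LSS, lanosterol synthase (1.44), and PMVK of the mevalonate pathway (1.19). At 24 h 14 fell and at 48 h 18 fell and 1 rose (15, and 18 and 1, adjusted over the list alone; median -0.76 at 48 h), with the largest decreases at 48 h in HSD17B7 (-1.80), LSS (-1.43) and MVD (-1.41). Of 10 genes of fatty acid synthesis 6 were higher in TBL20, 6 fell at 24 h and 7 at 48 h (also 6, 6 and 7 adjusted over the list alone). SREBF1 went from 9.90 ± 0.38 (SD, n = 3) in BL20 to 11.71 ± 0.25 (SD, n = 3) in TBL20, 8.67 ± 0.03 (SD, n = 3) at 24 h and 10.06 ± 0.18 (SD, n = 3) at 48 h. Of 24 genes of endoplasmic reticulum stress and XBP1 targets 14 were higher and 1 lower in TBL20, 14 fell at 24 h and 16 at 48 h (15 and 1, 17 and 17 adjusted over the list alone), including SEC61B of the translocon (-2.48 at 48 h, with 1 of 3 arrays under the floor) and the stress-induced SDF2L1 (-2.39). XBP1 was 3.11-fold higher in TBL20 and fell 2.61-fold at 24 h and 2.19-fold at 48 h (adjusted p = 1.7e-06 and 5.2e-06 from limma). On long transcripts the mean excess of the last over the first probe was 1.11 in BL20, 0.94 in TBL20, 1.26 at 24 h and 1.14 at 48 h of BW720c (log2). All 3 lists were called with an estimated correlation at 24 h (adjusted p = 0.026, 0.022 and 0.022 from camera) and at 48 h (adjusted p = 0.029, 0.029 and 0.014). In TBL20 the sterol and reticulum calls were lost with an estimated correlation (adjusted p = 0.12 and 0.11), the reticulum call also with median scaling, and fatty acid synthesis was not called (adjusted p = 0.068).

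**Figure D2:**
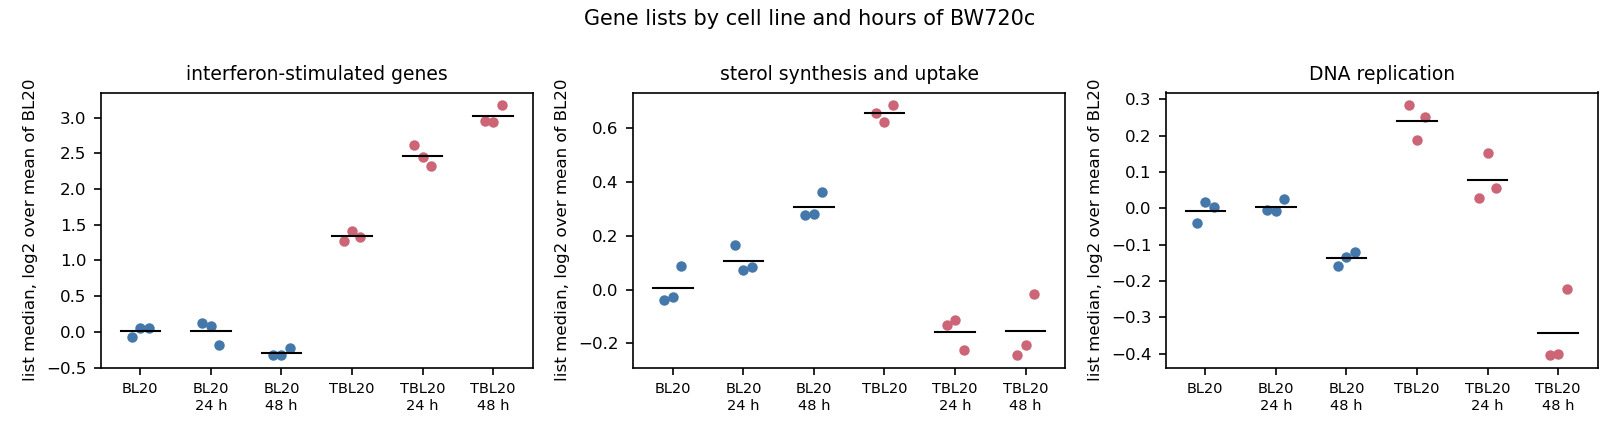
Median over the genes of 3 lists of the log2 value less the mean of BL20, for each of the 18 arrays, BL20 in blue and TBL20 in red. Lines mark the mean of 3 arrays. The differences of the sterol and DNA replication lists in BL20 with BW720c, and the DNA replication decrease at 24 h in TBL20, are not called with an estimated correlation.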

SREBF1/2 (sterol regulatory element binding factor) and XBP1 (X-box binding protein) were all strongly predicted to be activated in TBL20 and inhibited in the presence of BW720c. XBP1 is now understood to be part of the unfolded protein stress response in the endoplasmic reticulum [66], and targets of XBP1 include several other transcription regulators including SREBF1.The majority of SREBF1/2 targets genes encode proteins located in the cytoplasm or cell surface and include SERPINE1 whose array expression profile (elevated 83-fold in TBL20 and repressed 4-fold in BW720c at 24 h) was confirmed by QRT-PCR (Figure S1).

**Table 5:** Transcription regulators where the predicted activation status is reversed following BW720c exposure.

Regulator	Predicted Activation Status in TBL20	Z score	P value	Target gene ratio	Predicted Activation Status in TBL20 24h BW720c	Z score	P value	Target gene ratio	Predicted Activation Status in TBL20 48h BW720c	Z score	P value	Target gene ratio
SREBF1	Activated	3.689	8.15×10^−6^*	28/40	Inhibited	−3.632	4.70×10^−5^*	23/30	Inhibited	−4.089	1.88×10^−6^*	28/39
SREBF2	Activated	3.165	1.08×10^−6^*	21/24	Inhibited	−2.874	9.10×10^−7^*	16/20	Inhibited	−3.330	1.74×10^−7^*	20/24
XBP1 (includes EG:140614)	Activated	2.652	6.98×10^−4^*	9/12	Inhibited	−3.294	2.60×10^−2^	19/22	Inhibited	−3.892	2.14×10^−3^	27/31
JUND	Activated	2.177	2.65×10^−4^*	6/17	Inhibited (JUN)	−2.579	1.37×10^−3^	20/43	-	-	-	-
NFkB (complex)	Activated	2.129	2.39×10^−19^*	74/135	Inhibited (NfkB1-RelA)	−2.070	1.16×10^−2^	6/6	-	-	-	-
TBX2	Activated	2.010	1.91×10^−1^	10/12	-	-	-	-	Inhibited	−2.731	1.16×10^−1^	11/12
CLOCK	Inhibited	−2.035	8.38×10^−5^*	26/34	Activated	2.236	1.12×10^−3^	19/24	Activated	2.268	1.80×10^−3^	22/28
ARNT2	Inhibited	−2.188	1.75×10^−1^	17/30	-	-	-	-	Activated	2.211	3.97×10^−1^	14/21
SIM1 (includes EG:20464)	Inhibited	−2.319	4.18×10^−1^	16/27	-	-	-	-	Activated	2.978	1.46×10^−1^	14/18
SMARCA4	Inhibited	−2.862	4.33×10^−12^*	18/72	-	-	-	-	Activated	3.127	2.04×10^−3^	15/44
IRF7	Activated?	1.349	1.85×10^−7^*	27/36	Activated	3.765	7.72×10^−8^*	24/30	Activated	4.289	5.08×10^−6^*	26/31
PPARGC1B	Activated?	1.885	1.02×10^−1^	7/7	Inhibited	−2.071	6.36×10^−5^*	10/11	Inhibited	−2.047	5.88×10^−4^*	10/11
SIRT2	Activated?	1.798	1.62×10^−3^	6/6	Inhibited	−2.271	1.92×10^−5^*	7/7	Inhibited	−2.251	9.90×10^−5^*	7/7
MYC	Uncertain	1.572	8.37×10^−8^*	9/16	Inhibited	−4.528	1.44×10^−3^	43/80	Inhibited	−5.396	2.20×10^−7^*	62/117
SMARCB1 **	No data	-	-		Activated	2.826	1.23×10^−1^	11/18	Activated	3.278	6.52×10^−3^	17/28

The predictions of activation or inhibition of transcription regulators are based on the direction of expression of differentially expressed known target genes collated in the IPA database. Cut-off criteria, Z score >2 for activation and <−2 for inhibition. * indicates those predictions that are most significant based on p value. Target gene ratio represents the number of genes expressed in a direction consistent with the prediction over the total number of target genes for that transcription regulator identified in the database. ** SMARCB1 is predicted to be activated at 24 *and* 48 h as a direct result of parasite inhibition by BW720c.

CLOCK (Circadian Locomotor Output Kaput), is a transcription factor involved in regulation of circadian rhythm and is now understood to be important in control of metabolic homeostasis [67]. Activity is predicted to be inhibited in *Theileria* infected cells and activated in the presence of BW720c. 

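ICAM1, an adhesion molecule for leukocytes, was 20.3-fold higher in TBL20, at 14.32 ± 0.08 (SD, n = 3) against 9.98 ± 0.19 (SD, n = 3) in BL20, and fell 1.88-fold at 24 h of BW720c (adjusted p = 1.8e-04 from limma), with no call at 48 h (-0.25, adjusted p = 0.18). MAP2K6, the kinase that activates p38, was lower in TBL20, at 9.83 ± 0.30 (SD, n = 3) against 12.07 ± 0.10 (SD, n = 3), a log2 difference of -2.24 (standard error 0.15, adjusted p = 3.4e-09 from limma). It rose 3.80-fold at 24 h and 3.64-fold at 48 h (adjusted p = 2.5e-07 and 1.1e-07 from limma).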

Differential expression of CLOCK targets include ICAM1 (elevated in TBL20 and other infected cell lines, reversed 2-fold at 24 h BW720c) and MAP2K6 (elevated 2-fold in TBL20 and reversed in BW720c). Both these profiles were validated by RT-PCR (Figure 4 and Figure S1).

SMARCB1 encoding BAF47, a component of mammalian SWI/SNF complexes which function in chromatin remodelling (reviewed in [68]), was the only transcription regulator predicted to be activated consistently at 24 and 48 h BW720c time points. 

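MYBL2, a factor of cell cycle genes, was 1.75-fold higher in TBL20, at 13.52 ± 0.19 (SD, n = 3) against 12.72 ± 0.05 (SD, n = 3) in BL20, and fell 1.83-fold at 24 h and 2.10-fold at 48 h of BW720c (adjusted p = 0.0014 and 1.2e-04 from limma). MYOM1 could not be matched to a sequence on the array.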

Expression profiles of SMARCB1 targets that have been confirmed by RT-PCR include HES1, MYBL2 and MYOM1 (Figure 4 and Figure S1). Differential expression of the transcription factor, HES1 (hairy and enhancer of split in Drosophila), a target of the NOTCH signalling pathway and an important regulator of cellular status [69], is significant. 

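HES1 was at 9.26 ± 0.18 (SD, n = 3) in BL20 and 8.51 ± 0.26 (SD, n = 3) in TBL20, 1.68-fold lower (log2 difference -0.75 (standard error 0.15, adjusted p = 1.0e-03 from limma)), a call lost with median scaling (log2 difference -0.67). With BW720c it rose to 10.48 ± 0.26 (SD, n = 3) at 24 h and 11.58 ± 0.09 (SD, n = 3) at 48 h, above BL20. These are increases of 3.93-fold and 8.41-fold over TBL20 (adjusted p = 2.1e-07 and 4.4e-10 from limma). In BL20 it was higher with the drug too, by 1.31 and 0.78 on the log2 scale (adjusted p = 2.0e-04 and 0.0082 from limma). Of 6 genes of the Notch pathway 1, RBPJ (0.80), was higher and 3 were lower in TBL20 (also 1 and 3 adjusted over the list alone), and the list was not called there (camera adjusted p = 0.28).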

HES1 is repressed 3-fold by parasite infection but shows an immediate and over-compensating elevation during the BW720c time course (12-fold by 48 h). Thus HES1 is likely to represent a key regulator of apoptosis in our model system. In addition to a role in apoptosis, HES1 has functions in proliferation and quiescence [70] and may provide a link between these closely integrated cellular processes.

A second subunit of the SWI/SNF complex SMARCA4, encoding BRG1, was also predicted to be inhibited in TBL20 and re-activated at 48 h BW720c. The function of SWI/SNF complexes in regulation of gene expression is believed to involve modification of nucleosome conformation to generate a chromatin structure that is more accessible for transcription. These predictions, together with differential expression of several genes encoding enzymes involved in modulation of chromatin structure, HDAC9 and PARP family members for example (see above), support the hypothesis that manipulation of the host cell by the *Theileria* parasite involves substantial modifications to host cell chromatin structure.

Compared to the 24 h BW720c time point, at 48 h substantially more transcriptional regulators were predicted to be activated/inhibited (Tables S9B and C), with 19/29 of the most significant (z-score <-2 or>2) for activation. These include the cyclin dependent kinase inhibitor CDKN2A and p53. Activation of CDKN2A is likely to result in inhibition of the kinase, CDK4 [71] and hence to reflect the phenotype of division arrest that occurs during BW720c treatment. Moreover, the predictions on transcription factor activation status after 48 h in BW720c strongly indicate progression towards apoptosis. Minimally these include the predicted inhibition of NRF2 activity [72], activation of p53, (reviewed in [73]) and inhibition of several members of the E2F family transcription factors which have varied roles in promoting cell cycle progression and in apoptosis (reviewed in [74]).

In support of our predictive analysis, the NFκB complex, well established by experiment to be activated in *Theileria* infected cells, was scored as active in TBL20. Inhibition of NFκB activity was predicted at 24 h BW720c but interestingly this was restricted to the RELA component where relatively few targets are identified. Expression profiles of target genes MMP13 and ICAM1 have been confirmed by RT-PCR (Figure 4 and Figure S1). Therefore, the analysis highlights alterations to selected NFκB complex components very early in the response to the loss of parasite viability. General activity of the NFκB complex was strongly predicted to be retained following BW720c treatment and may function in pathways leading to cell death. This prediction is also illustrated by separate analysis of expression changes in known NFκB target genes (data not shown) where only a proportion show reversal in expression following BW720c exposure. 

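Of 20 NF-kB target genes 2 rose and 10 fell at 24 h of BW720c and 2 rose and 7 fell at 48 h (3 and 10, and 2 and 7, adjusted over the list alone), with medians of -0.54 and -0.25. At 48 h CD69, an early activation marker of lymphocytes, was -2.00 and CD83, a marker of mature dendritic cells, 1.39. The list was called lower by camera at 24 h (adjusted p = 1.2e-04), but not with an estimated correlation (adjusted p = 0.051), nor at 48 h with either (adjusted p = 0.050 and 0.32). As a sign of RNA quality, the last probe of long transcripts exceeded the first by a mean of 0.94 in TBL20, 1.26 at 24 h and 1.14 at 48 h (log2).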

Previous studies have demonstrated that while EMSA for NFκB showed markedly reduced levels of one specific mobility shift complex upon BW720c treatment, a second complex was still clearly detectable at 48 hr [6]. Components of the AP1 complex were also predicted to be active in TBL20 and following BW720c treatment. Thus, overall this analysis clearly predicts that following the loss of parasite viability the activation status of host cell transcription factors does not reverse to the profile displayed by the uninfected BL20 cell line.

### Summary Discussion

This study has shown that the presence of the macroschizont of *Theileria annulata* can dramatically alter the transcriptome of an immortalised host cell line, with over 3,000 host cell gene expression changes associated with the presence of a viable parasite. Moreover, by exposing *Theileria*-infected TBL20 cells to BW720c, it was found that the host cell undergoes cell death and does not revert to a proliferating BL20 cell, indicating that the parasite can irreversibly alter the immortalised phenotype. This was mirrored by the failure to reverse infection-associated changes to gene expression in multiple cellular processes. The majority showed no response to BW720c treatment, a result also obtained in our previous analysis of the more limited LPS-modulated gene set [22]. We believe that this profile is most likely due to the generation of irreversible alterations to host gene expression that occur during establishment of the proliferating infected cell. However we cannot discount that some of these changes may be due to epigenetic events that occur during growth of infected cell lines *in vitro*. Further work is required to distinguish between these possibilities. Moreover, it is also evident that infection-associated gene expression changes that display a BW720c response do not always reverse: some genes showed an enhanced infection-associated profile on parasite death, while other genes not showing differential expression between infected and uninfected cells were modulated when the parasite was killed. The remainder, in the main, showed a transient alteration that either stalled or displayed a directional change in response after 24 h of drug treatment. These changes could be explained by a major reorganisation of factors controlling the host cell gene expression network that is initiated following loss of parasite viability, leading to a switch in favour of progression towards a cell death programme over division.

Pathway analysis for genes that showed an early (24 h) response to loss of parasite viability highlighted those within the category ‘gene expression’. This included a significant number of predicted transcription factors and proteins that modify chromatin architecture. In support of these findings, a recent study has revealed that the chromatin modifying histone methyl transferase, SYMD3 is up-regulated in *Theileria* infected cells and associated with generation of expression changes at the MMP9 promoter [36]. Our analysis also highlighted factors that operate to determine cell fate and revealed that the activation status of transcription factors such as NFκB and AP1, known to be involved in generating the transformed infected cell phenotype, did not show an expected reversal on parasite death but rather prediction of qualitative changes to subunit composition. These results imply that parasite infection may target regulators of the host cell gene expression network as a primary mechanism to alter host cell phenotype. Altered expression of factors (HOX, LMO2, RUNX and SMAD) and networks (MYB) involved in regulation of haematopoetic cell fate decisions [75] is clearly evident, supporting previous work indicating that parasite-mediated transformation is associated with a de-differentiated myeloid type cell [17]. It is accepted that transcription factors and modulation of chromatin status operate to produce stable changes to cellular phenotype [54], [75]. Thus, it is possible that modulation of these events in the *Theileria* infected cell contribute to the reconfiguration of the bovine cell regulatory network and promote an irreversible change to the resulting phenotype. Moreover, for janus type transcriptional regulators such NFκB, retention of activity on BW720c treatment but loss of cofactors that selectively modulate target gene expression, could switch a pro-survival function to that of pro-death.

An interesting question is whether the plethora of infection-associated changes can be attributed to a few or many primary events. While our study cannot answer this question with clarity it does highlight the complexity of changes that can potentially result from modulation of a small number of key regulators. For example, analysis utilising a relatively small number of known bovine NFκB target genes indicated that 17 out of the 95 that are modulated in the infected cell encode transcription regulators and manipulation of just three transcription factors, CLOCK, SREB1/2 and XBP1, which were predicted to display altered activity in the infected cell, has potentially widespread consequences (Figure 9). Moreover, it is becoming clear that the target range of some transcription factors is likely to be much larger than was previously understood; a recent estimate for NFκB suggests more than 3,000 binding sites on mammalian DNA [76], <10,000 are indicated for the myeloid lineage specific transcription regulator [77] and a minimum estimate of 600 for MYC [78]. Target ranges of this magnitude, in combination with modulation of chromatin architecture, stimulation from exogenous cytokines/chemokines, modulation of the NFκB activation response by a *Theileria*-dependent mechanism [22] and export of parasite-derived proteins with DNA-binding properties to the host cell nucleus [14] are likely to result in major reconfiguration of the host cell transcriptome. Such a model is not dissimilar from events proposed for related apicomplexan parasites. A global microarray analysis following infection of human fibroblasts with *Toxoplasma gondii* revealed a comparable number of changes to host cell gene expression [79] and evidence for *T. gondii*-mediated modulation of host cell transcription factor activation and manipulation of chromatin structure has been reported [80]–[82]. These studies reveal the extent to which intracellular apicomplexan parasites can re-organise the gene expression network of their host cells. In addition, it is intriguing to speculate whether apicomplexan parasite models could contribute to our understanding of the changes to mammalian cell transcriptomes that are associated with disease such as inflammatory disorders and neoplasia.

**Figure 9:**
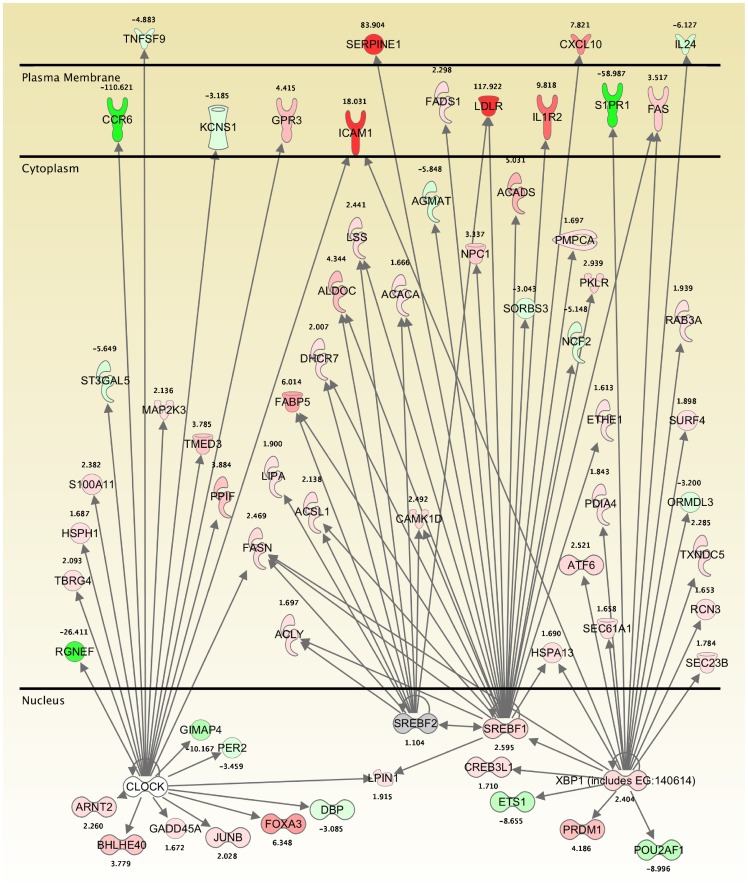
CLOCK, SCREB and XBP1 transcriptional regulators, predicted to have altered activities in TBL20 that are reversed in the presence of BW720c, have target genes in common. Illustration of the target gene network from our analysis where differential expression may result from activation or inhibition of 3 transcription regulators, CLOCK, SCREB and XBP1, each with activation status predicted to be altered by parasite infection and reversed by BW720c in our analysis (see text). Red means up-regulated in TBL20 compared to BL20 (range 1.7–117 fold); green is down-regulated in TBL20 (range 1.7–110 fold); grey, no differential expression.

## Supporting Information

Figure S1 QRT-PCR vs microarray for selected genes.
(PDF)

Figure S2 Semi-QRT-PCR for BW720c treated BL20 and TBL20.
(PDF)

Table S1 Primers pairs for RT-PCR.
(PDF)

Table S2 Validation of microarray expression from literature.
(PDF)

Table S3

Table S4

Table S5 Cell cycle associated genes.
(PDF)

Table S6

Table S7

Table S8 Transcription regulators predicted to be highly expressed in BL20.
(PDF)

Table S9 Transcription regulators predicted to be either activated or inhibited in untreated TBL20 (A) OR at 24 h (B) OR 48 h (C) following exposure to BW720c.
(PDF)

# Supplementary material for: A Bovine Lymphosarcoma Cell Line Infected with Theileria annulata Exhibits an Irreversible Reconfiguration of Host Cell Gene Expression
**Source:** PLoS One. 2013 Jun 26;8(6):e66833. doi: 10.1371/journal.pone.0066833
**Supplement:** Table S2 — Validation of microarray expression from literature.

Table S2: Validation of microarray expression from literature

Symbol	Annotation	Array FC		BW720c	Previous Report
MMP9	Matrix Metalloproteinase 9	192.4	▲	-	▲ Baylis et al (1995)
GMCSF/CSF2	Granulocyte-macrophage colony stimulating factor	3.5	▲	▼	▲ Baumgartner et al (2000)
IL2RA	Interleukin 2 receptor, alpha	25.9	▲	▲	▲ Dobbelaere et al (1990)
ILR2B	Interleukin 2 receptor, beta	80.3	▲	-	▲ Dobbelaere et al (1990)
ICAM1	Intercellular adhesion molecule 1	18.0	▲	▼	▲ Jensen et al (2008)
ITGA4	Integrin, alpha 4 (antigen CD49D)	5.3	▲	-	▲ Lüder et al (2009)
FYN, LYC, LYN, HCK	Src family kinase	2.5	▲	-	▲ Baumgartner et al (2003)

# Supplementary material for: A Bovine Lymphosarcoma Cell Line Infected with Theileria annulata Exhibits an Irreversible Reconfiguration of Host Cell Gene Expression
**Source:** PLoS One. 2013 Jun 26;8(6):e66833. doi: 10.1371/journal.pone.0066833
**Supplement:** Table S3

Table S3A: Top ranking genes in TBL20 vs BL20 (Up in TBL)

SEQ_ID	Entrez gene ID	Symbol	Entrez Gene Name	Location	Type	Predicted BL20 expression level	FC				FDR			
							FC BLVtBL	FDR BLVsTBL	TBLvTBL24h	TBLvTBL24h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h
gi_31342239_ref_NM_175716.2_	319096	XCL2	chemokine (C motif) ligand 2	Extracellular Space	cytokine	L	741.977	0.000	-18.786	0.000	-12.467	0.000		
gi_31342133_ref_NM_174389.2_	281914	MMP13	matrix metalloproteinase 13 (collagenase 3)	Extracellular Space	peptidase	N	172.114	0.000	-3.980	0.000	-3.846	0.000		
gi_31342766_ref_NM_174137.2_	281375	SERPINE1	serpin peptidase inhibitor, clade E (nexin, plasminogen	Extracellular Space	other	L	83.904	0.000	-3.800	0.000	-3.681	0.000		
gi_124249267_ref_NM_001080904.1_	509513					L	67.927	0.000	-2.162	0.000	-4.605	0.000		
gi_119895008_ref_XM_594772.3_	516616					L	62.708	0.000	-2.378	0.000	-8.959	0.000		
gi_76655242_ref_XM_582736.2_	538791	KCNK18	potassium channel, subfamily K, member 18	Plasma Membrane	ion channel	N	59.961	0.000	-2.067	0.000	-3.715	0.000		
gi_31341539_ref_NM_174610.2_	282366	SLC6A6	solute carrier family 6 (neurotransmitter transporter, tau	Plasma Membrane	transporter	M	45.455	0.000	-2.500	0.000	-2.570	0.000		
gi_119919278_ref_XM_609882.3_	531389	FOSL1	FOS-like antigen 1	Nucleus	transcription regulator	L	37.291	0.000	-3.872	0.000	-5.028	0.000		
gi_114051104_ref_NM_001046018.1_	508916	CES1 (includes E	carboxylesterase 1 (monocyte/macrophage serine este	Cytoplasm	enzyme	N	33.640	0.000	4.991	0.000	6.642	0.000		
gi_115495618_ref_NM_001075554.1_	512098	CES1 (includes E	carboxylesterase 1 (monocyte/macrophage serine este	Cytoplasm	enzyme	L	32.868	0.000	4.526	0.000	5.086	0.000		
gi_27901800_ref_NM_174182.1_	281485	SELL	selectin L	Plasma Membrane	other	L	32.529	0.000	9.430	0.000	25.516	0.000		
gi_119917127_ref_XM_870373.2_	618042	VEGFR3	VEGF nerve growth factor inducible	Extracellular Space	growth factor	M	31.809	0.000	-12.728	0.000	-6.743	0.000		
gi_119911540_ref_XM_001253061.1_	786204	CCL1	chemokine (C-C motif) ligand 1	Extracellular Space	cytokine	M	30.930	0.000	-15.202	0.000	-15.172	0.000		
gi_77736504_ref_NM_001034779.1_	615215	MAPKAPK3	mitogen-activated protein kinase-activated protein kina	Nucleus	kinase	M	30.830	0.000	-2.712	0.000	-3.102	0.000		
gi_115497085_ref_NM_001075287.1_	506939	CTTN	cortactin	Plasma Membrane	other	M	26.944	0.000	-2.238	0.000	-2.406	0.000		
gi_119931896_ref_XM_001256737.1_	790198					N	26.458	0.000	-3.116	0.000	-6.551	0.000		
gi_119893697_ref_XM_613831.3_	534164	SLIT2	slit homolog 2 (Drosophila)	Extracellular Space	other	L	15.190	0.000	-2.336	0.000	-6.673	0.000		
gi_149642934_ref_NM_001099064.1_	534625	CUEDC1	CUE domain containing 1	unknown	other	L	13.006	0.000	-2.391	0.000	-2.237	0.000		
gi_115497701_ref_NM_001075592.1_	512999	MANSC1	MANSC domain containing 1	unknown	other	L	12.016	0.000	-2.025	0.000	-3.422	0.000		
gi_119903194_ref_XM_001255518.1_	493716					M	11.818	0.000	-1.971	0.000	-3.038	0.000		
gi_119908296_ref_XM_868619.2_	616569					N	9.925	0.000	-6.584	0.000	-5.966	0.000		
gi_28461172_ref_NM_175772.1_	280781	ELN	elastin	Extracellular Space	other	M	9.008	0.000	-3.254	0.000	-11.986	0.000		
gi_156523227_ref_NM_001102558.1_	100124525	CX3CR1	chemokine (C-X3-C motif) receptor 1	Plasma Membrane	G-protein coupled receptor	N	8.178	0.000	55.305	0.000	137.187	0.000		
gi_114052748_ref_NM_001046551.1_	615107	CXCL10	chemokine (C-X-C motif) ligand 10	Extracellular Space	cytokine	L	7.821	0.000	-7.216	0.000	-8.178	0.000		
gi_119887104_ref_XM_587930.3_	510745	ABCG1	ATP-binding cassette, sub-family G (WHITE), member	Plasma Membrane	transporter	M	7.545	0.000	-6.325	0.000	-4.659	0.000		
gi_31341556_ref_NM_174602.2_	282356	SLC2A1	solute carrier family 2 (facilitated glucose transporter), i	Plasma Membrane	transporter	H	7.347	0.000	-2.188	0.000	-2.633	0.000		
gi_119908655_ref_XM_585954.3_	509065					N	6.971	0.000	-2.026	0.000	-2.245	0.000		
gi_115497115_ref_NM_001076483.1_	617915	ANGPT4	angiopoietin 4	Extracellular Space	growth factor	H	6.317	0.000	-1.951	0.000	-2.488	0.000		
gi_149944706_ref_NM_001099010.1_	519269	RRAS2	related RAS viral (r-ras) oncogene homolog 2	Plasma Membrane	enzyme	N	6.198	0.000	3.471	0.000	6.574	0.000		
gi_119891585_ref_XM_581625.2_	505349					M	6.186	0.000	-4.110	0.000	-7.311	0.000		
gi_89886438_ref_NM_001039726.1_	281422	PRLR	prolactin receptor	Plasma Membrane	transmembrane receptor	N	6.067	0.000	-2.220	0.000	-4.282	0.000		
gi_114052065_ref_NM_001045941.1_	506415	RSAD2	radical S-adenosyl methionine domain containing 2	unknown	enzyme	L	5.993	0.000	10.435	0.000	23.103	0.000		
gi_115495012_ref_NM_001075819.1_	521378	CITED2	Cbp/p300-interacting transactivator, with Glu/Asp-rich c	Nucleus	transcription regulator	H	5.909	0.000	-2.431	0.000	-2.881	0.000		
gi_31340804_ref_NM_174733.2_	282851	DHRS9	dehydrogenase/reductase (SDR family) member 9	Cytoplasm	enzyme	L	5.841	0.000	5.947	0.000	7.464	0.000		
gi_148234191_ref_NM_001098036.1_	515437	SLC39A14	solute carrier family 39 (zinc transporter), member 14	Plasma Membrane	transporter	H	5.231	0.000	-2.133	0.000	-2.895	0.000		
gi_119901455_ref_XM_614574.3_	541106	RRAGD	Ras-related GTP binding D	Cytoplasm	enzyme	L	5.197	0.000	5.305	0.000	6.589	0.000		
gi_119908653_ref_XM_583371.3_	538868	RGS1	regulator of G-protein signaling like 1	unknown	other	N	4.792	0.000	-4.166	0.000	-4.469	0.000		
gi_119907150_ref_XM_612483.3_	533166	SORL1	sortilin-related receptor, L(DLR class) A repeats-contain	Plasma Membrane	transporter	L	4.761	0.000	5.674	0.000	8.918	0.000		
gi_119912220_ref_XM_869703.2_	535629	SNIP	SNAP25-interacting protein	Cytoplasm	other	M	4.552	0.000	-4.863	0.000	-5.383	0.000		
gi_119888721_ref_XM_612644.3_	540687	GPR3	G protein-coupled receptor 3	Plasma Membrane	G-protein coupled receptor	L	4.415	0.000	-3.230	0.000	-5.521	0.000		

Table S3B: Top ranking genes in TBL20 vs BL20 (Down in TBL)

SEQ_ID	Entrez gene ID	Symbol	Entrez Gene Name	Location	Type	Predicted BL20 expression level	FC				FDR			
							FC BLVtBL	FDR BLVsTBL	TBLvTBL24h	TBLvTBL24h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h
gi_119917736_ref_XM_609898.3_	531405	SORCS3	sortilin-related VPS10 domain containing receptor 3	Nucleus	transporter	VH	-530.654	0.000	1.102	1.075	1.427	0.968		
gi_119930329_ref_NM_001253356.1_	785289					VH	-388.537	0.000	1.872	0.072	3.895	0.000		
gi_119908049_ref_XM_611589.3_	515828					VH	-317.451	0.000	1.037	0.714	1.101	0.743		
gi_119925613_ref_XM_583887.3_	507299					VH	-301.600	0.000	1.103	1.097	1.007	0.960		
gi_119915839_ref_XM_588122.3_	617881	F13A1	coagulation factor XIII, A1 polypeptide	Extracellular Space	enzyme	VH	-289.916	0.000	-1.225	0.365	-1.193	0.452		
gi_118151215_ref_NM_001078068.1_	617148	PPP1R14C	protein phosphatase 1, regulatory (inhibitor) subunit 14	Cytoplasm	other	VH	-275.447	0.000	1.366	0.943	1.490	0.786		
gi_119902260_ref_XM_603355.3_	404176					VH	-238.931	0.000	2.254	0.017	3.088	0.005		
gi_31341436_ref_NM_174652.2_	282470	SLC11A1	solute carrier family 11 (proton-coupled divalent metal i	Plasma Membrane	transporter	VH	-238.083	0.000	2.273	0.015	8.234	0.000		
gi_119911249_ref_XM_867060.2_	615295	LAIR1	leukocyte-associated immunoglobulin-like receptor 1	Plasma Membrane	transmembrane receptor	VH	-230.065	0.000	1.227	1.175	1.082	1.141		
gi_134085858_ref_NM_001083409.1_	511774	C1QTNF1	C1q and tumor necrosis factor related protein 1	Extracellular Space	other	VH	-207.726	0.000	1.511	0.504	3.418	0.002		
gi_119887727_ref_XM_598566.3_	520327	KYNU	kynureninase (L-kynurenine hydrolase)	Cytoplasm	enzyme	H	-197.621	0.000	1.311	1.174	2.482	0.024		
gi_119891326_ref_XM_590508.3_	512903	CPA4	carboxypeptidase A4	Extracellular Space	peptidase	VH	-195.388	0.000	3.829	0.000	6.574	0.000		
gi_119919107_ref_XM_591760.3_	513984	SLC15A3	solute carrier family 15, member 3	unknown	transporter	VH	-188.144	0.000	5.286	0.000	12.409	0.000		
gi_31343049_ref_NM_174010.2_	281052	CD36	CD36 molecule (thrombospondin receptor)	Plasma Membrane	transmembrane receptor	VH	-185.369	0.000	2.016	0.051	2.040	0.123		
gi_119910462_ref_XM_592455.3_	514582					VH	-169.428	0.000	2.149	0.027	4.403	0.000		
gi_119920009_ref_XM_601830.3_	523530	NXF3	nuclear RNA export factor 3	Nucleus	transporter	VH	-166.634	0.000	1.449	0.683	1.393	0.942		
gi_153792426_ref_NM_001099726.1_	782045	CYSLTR1	cysteinyl leukotriene receptor 1	Plasma Membrane	G-protein coupled receptor	VH	-162.124	0.000	1.562	0.439	12.481	0.000		
gi_119916419_ref_XM_587341.3_	510218	ALPK2	alpha-kinase 2	unknown	kinase	VH	-154.916	0.000	-1.167	0.376	-1.238	0.252		
gi_119918049_ref_XM_001256292.1_	789579					VH	-149.900	0.000	2.161	0.029	6.379	0.000		
gi_119906950_ref_XM_001251159.1_	783497	PPP1R14C	protein phosphatase 1, regulatory (inhibitor) subunit 14	Cytoplasm	other	VH	-132.800	0.000	1.047	1.015	1.341	1.047		

SEQ_ID	Entrez<br>gene ID	Symbol	Entrez Gene Name	Location	Type	Predicted<br>BL20<br>expression<br>level	FC BLvTBL	FDR BLvsTBL	FC<br>TBLvTBL24h	FDR<br>TBLvTBL24h	FC<br>TBLvTBL48h	FDR<br>TBLvTBL48h
gi_119920237_ref_XM_001253574.1_	785599	ZCCHC13	zinc finger, CCHC domain containing 13	unknown	other	H	-118.534	0.000	2.387	0.010	15.366	0.000
gi_119934529_ref_XM_001255814.1_	788901					VH	-112.738	0.000	1.909	0.094	4.136	0.000
gi_119920839_ref_XM_001250568.1_	782007	ZCCHC13	zinc finger, CCHC domain containing 13	unknown	other	H	-112.219	0.000	2.187	0.026	14.107	0.000
gi_76660614_ref_XM_597941.2_	519716	CCR6	chemokine (C-C motif) receptor 6	Plasma Membrane	G-protein coupled receptor	H	-110.621	0.000	1.437	0.755	2.660	0.014
gi_115495094_ref_NM_001075968.1_	532587	BLK	B lymphoid tyrosine kinase	Cytoplasm	kinase	VH	-110.233	0.000	3.063	0.000	4.537	0.000
gi_157954060_ref_NM_001109795.1_	513856	A2M	alpha-2-macroglobulin	Extracellular Space	transporter	VH	-109.925	0.000	2.001	0.059	4.697	0.000
gi_118151371_ref_NM_001078149.1_	777644	GSTA3	glutathione S-transferase alpha 3	Cytoplasm	enzyme	H	-108.114	0.000	-1.036	0.534	-1.189	0.349
gi_119913552_ref_XM_606794.3_	281848	IGF1R	insulin-like growth factor 1 receptor	Plasma Membrane	transmembrane receptor	VH	-107.774	0.000	1.943	0.061	1.866	0.190
gi_119923075_ref_XM_001254039.1_	786327					VH	-100.332	0.000	3.046	0.000	9.232	0.000
gi_156120512_ref_NM_001101932.1_	510702					VH	-99.953	0.000	-1.072	0.723	-1.180	0.420
gi_149642838_ref_NM_001099200.1_	786888	PNPLA1	patatin-like phospholipase domain containing 1	unknown	enzyme	VH	-99.595	0.000	1.718	0.243	1.765	0.340
gi_157427947_ref_NM_001105411.1_	534801	GFRA1	GDNF family receptor alpha 1	Plasma Membrane	transmembrane receptor	VH	-99.175	0.000	1.884	0.106	4.459	0.000
gi_134085612_ref_NM_001083388.1_	508076	COL18A1	collagen, type XVIII, alpha 1	Extracellular Space	other	VH	-98.389	0.000	1.260	1.255	1.266	1.312
gi_126723156_ref_NM_001082469.1_	782387	RAG2	recombination activating gene 2	Nucleus	enzyme	H	-97.720	0.000	1.884	0.117	1.188	1.332
gi_119918193_ref_XM_598235.3_	520004	UNC5D	unc-5 homolog D (C. elegans)	unknown	other	H	-86.221	0.000	1.083	1.131	1.357	1.151
gi_157279834_ref_NM_001104962.1_	353108					VH	-85.808	0.000	7.308	0.000	7.674	0.000
gi_32189337_ref_NM_174143.1_	281401	PIGR	polymeric immunoglobulin receptor	Plasma Membrane	transporter	H	-85.226	0.000	2.400	0.010	3.736	0.001
gi_99028960_ref_NM_174184.3_	281489	SLAMF1	signaling lymphocytic activation molecule family memb	Plasma Membrane	transmembrane receptor	VH	-84.352	0.000	1.301	1.106	1.326	1.182

# Supplementary material for: A Bovine Lymphosarcoma Cell Line Infected with Theileria annulata Exhibits an Irreversible Reconfiguration of Host Cell Gene Expression
**Source:** PLoS One. 2013 Jun 26;8(6):e66833. doi: 10.1371/journal.pone.0066833
**Supplement:** Table S4

Table S4A: No evidence of expression in BL20; up-regulated in TBL20

SEQ_ID	Entrez gene ID	Symbol	Entrez Gene Name	Location	Type	Predicted BL20 expression level	FC		FDR		FC		FDR	
							FC BLVtBL	FDR BLVsTBL	TBLvTBL24h	TBLvTBL24h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h
gi_119903692_ref_XM_871827.2_	521137	LRRTM4	leucine rich repeat transmembrane neuronal 4	unknown	other	N	314.277	0.000	2.084	0.041	1.519	0.778		
gi_158519830_ref_NM_001110080.1_	532603	KIAA1598		unknown	other	N	234.222	0.000	-1.917	0.000	-5.081	0.000		
gi_76608886_ref_XM_868724.1_	616646	CLEC4D	C-type lectin domain family 4, member D	unknown	other	N	114.747	0.000	2.872	0.001	2.600	0.016		
gi_76655242_ref_XM_582736.2_	538791	KCNK18	potassium channel, subfamily K, member 18	Plasma Membrane	ion channel	N	59.961	0.000	-2.067	0.000	-3.715	0.000		
gi_119918977_ref_XM_600048.3_	521780	VWA5A	von Willebrand factor A domain containing 5A	unknown	other	N	58.984	0.000	1.731	0.236	1.417	1.014		
gi_30794303_ref_NM_181004.1_	281050	CD28	CD28 molecule	Plasma Membrane	other	N	52.163	0.000	1.563	0.526	2.284	0.051		
gi_119923735_ref_XM_586767.3_	539380	MUM1L1	melanoma associated antigen (mutated) 1-like 1	unknown	other	N	47.604	0.000	1.930	0.091	1.832	0.276		
gi_115432056_ref_NM_001037100.2_	282151	BCL2A1	BCL2-related protein A1	Cytoplasm	other	N	43.582	0.000	1.458	0.802	1.788	0.330		
gi_114051635_ref_NM_001046438.1_	538730	NRN1	neuritin 1	Cytoplasm	other	N	36.912	0.000	2.077	0.046	1.452	0.948		
gi_154152112_ref_NM_001100345.1_	511799	LEPREL1	leprecan-like 1	unknown	enzyme	N	32.519	0.000	1.744	0.239	1.353	1.142		
gi_167583539_ref_NM_001114506.1_	504507	TNFSF13B	tumor necrosis factor (ligand) superfamily, member 13b	Extracellular Space	cytokine	N	20.670	0.000	2.146	0.031	1.326	1.211		
gi_115496847_ref_NM_001076375.1_	615436	AFAP1L2	actin filament associated protein 1-like 2	Cytoplasm	other	N	12.052	0.000	2.018	0.060	3.672	0.001		
gi_119893058_ref_XM_868762.2_	616674	CLEC4A	C-type lectin domain family 4, member A	Plasma Membrane	transmembrane receptor	N	10.246	0.000	3.657	0.000	1.866	0.251		
gi_119908296_ref_XM_868619.2_	616569					N	9.925	0.000	-6.584	0.000	-5.966	0.000		
gi_31341597_ref_NM_174588.2_	282329	PTGER2	prostaglandin E receptor 2 (subtype EP2), 53kDa	Plasma Membrane	G-protein coupled receptor	N	6.462	0.000	-1.461	0.050	-3.223	0.000		
gi_149944706_ref_NM_001099010.1_	519269	RRAS2	related RAS viral (r-ras) oncogene homolog 2	Plasma Membrane	enzyme	N	6.198	0.000	3.471	0.000	6.574	0.000		
gi_89886438_ref_NM_001039726.1_	281422	PRLR	prolactin receptor	Plasma Membrane	transmembrane receptor	N	6.067	0.000	-2.220	0.000	-4.282	0.000		
gi_31341440_ref_NM_173879.2_	280687	F5	coagulation factor V (proaccelerin, labile factor)	Plasma Membrane	other	N	5.666	0.000	1.151	1.195	1.782	0.312		
gi_122692332_ref_NM_001080372.1_	788454	GM41	predicted gene 41	unknown	other	N	4.332	0.000	-1.623	0.005	-3.178	0.000		
gi_119903179_ref_XM_871776.2_	520709	IL1RL1	interleukin 1 receptor-like 1	Plasma Membrane	transmembrane receptor	N	4.195	0.000	-2.315	0.000	-3.775	0.000		
gi_115495866_ref_NM_001076246.1_	540853	SNAP25	synaptosomal-associated protein, 25kDa	Plasma Membrane	transporter	N	3.536	0.000	-1.141	0.412	-1.069	0.776		
gi_115497747_ref_NM_001075596.1_	513055					N	3.403	0.000	4.314	0.000	4.768	0.000		
gi_78050044_ref_NM_001035072.1_	509578	CD96	CD96 molecule	Plasma Membrane	other	N	2.976	0.000	-2.167	0.000	-1.993	0.001		
gi_139948963_ref_NM_001083752.1_	540702	C3AR1	complement component 3a receptor 1	Plasma Membrane	G-protein coupled receptor	N	2.761	0.000	1.144	1.214	1.811	0.291		
gi_115496797_ref_NM_001075859.1_	524513	SERPINB9	serpin peptidase inhibitor, clade B (ovalbumin), member 9	Cytoplasm	other	N	2.489	0.000	-1.450	0.024	-1.578	0.015		
gi_119893892_ref_XM_612028.3_	280832	KIT	v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog	Plasma Membrane	kinase	N	2.351	0.000	1.445	0.720	6.956	0.000		
gi_156120552_ref_NM_001101952.1_	512227	ACSM2A	acyl-CoA synthetase medium-chain family member 2A	unknown	other	N	2.298	0.000	1.117	1.008	-1.275	0.197		
gi_70778751_ref_NM_001025344.1_	538951	NANOG	Nanog homeobox	Nucleus	transcription regulator	N	2.261	0.000	-2.393	0.000	-2.434	0.000		
gi_125991883_ref_NM_001081579.1_	504991	ANKRD22	ankyrin repeat domain 22	Nucleus	transcription regulator	N	2.176	0.000	1.233	1.249	-1.005	0.797		
gi_119908651_ref_XM_866033.2_	614500					N	2.020	0.001	-1.807	0.002	-1.774	0.004		
gi_115497133_ref_NM_001075864.1_	525072	PLA2G4A	phospholipase A2, group IVA (cytosolic, calcium-dependent)	Cytoplasm	enzyme	N	1.941	0.001	1.505	0.559	-1.488	0.041		
gi_115497379_ref_NM_001075626.1_	513537	ALDH8A1	aldehyde dehydrogenase 8 family, member A1	unknown	enzyme	N	1.716	0.004	2.607	0.004	2.040	0.128		
gi_119887028_ref_XM_592594.3_	514701	FAM3B	family with sequence similarity 3, member B	Extracellular Space	cytokine	N	1.684	0.005	1.487	0.585	1.344	1.116		
gi_147898888_ref_NM_001098163.1_	100036590	KLRC1	killer cell lectin-like receptor subfamily C, member 1	Plasma Membrane	transmembrane receptor	N	1.654	0.007	-1.067	0.369	-1.611	0.011		
gi_119919810_ref_XM_001252953.1_	784732					N	1.497	0.014	-1.652	0.008	-1.786	0.004		
gi_77735504_ref_NM_001034275.1_	507026	ICOS	inducible T-cell co-stimulator	Plasma Membrane	other	N	1.490	0.016	-1.175	0.271	-1.562	0.021		
gi_119922384_ref_XM_001254389.1_	786820	GM41	predicted gene 41	unknown	other	N	1.480	0.021	-1.227	0.324	-1.737	0.006		
gi_156121332_ref_NM_001102345.1_	787444	NKAIN2	Na+/K+ transporting ATPase interacting 2	unknown	other	N	1.441	0.024	-1.037	0.929	1.015	1.090		
gi_157785610_ref_NM_001105636.1_	751790	UGT1A1	UDP glucuronosyltransferase 1 family, polypeptide A1	Cytoplasm	enzyme	N	1.424	0.029	7.186	0.000	3.049	0.005		
gi_115495972_ref_NM_001075520.1_	511498	CYP2C44	cytochrome P450, family 2, subfamily c, polypeptide 44	Cytoplasm	enzyme	N	1.420	0.030	-1.508	0.020	-1.828	0.003		
gi_119923335_ref_XM_592662.3_	514757					N	1.420	0.037	-1.418	0.074	-1.567	0.017		
gi_119909794_ref_XM_596586.3_	518395	ADAMTS18	ADAM metalloproteinase with thrombospondin type 1 motifs	Extracellular Space	peptidase	N	1.415	0.029	2.556	0.005	2.227	0.061		
gi_119922231_ref_XM_001254266.1_	786636					N	1.414	0.027	1.157	1.129	-1.388	0.103		
gi_119907873_ref_XM_599338.3_	521081	4833423E24RIK	RIKEN cDNA 4833423E24 gene	unknown	other	N	1.380	0.036	-1.759	0.004	-1.469	0.056		
gi_31342852_ref_NM_174097.2_	281270	HOPX	HOP homeobox	Nucleus	transcription regulator	N	1.356	0.043	-1.138	0.443	-1.611	0.011		
gi_31341980_ref_NM_174445.2_	282023	PTGS2	prostaglandin-endoperoxide synthase 2 (prostaglandin synthase)	Cytoplasm	enzyme	N	1.317	0.055	-1.130	0.502	1.050	1.007		

Table S4B: No change between BL20 and TBL20

SEQ_ID	Entrez gene ID	Symbol	Entrez Gene Name	Location	Type	Predicted BL20 expression level	FC		FDR		FC		FDR	
							FC BLVtBL	FDR BLVsTBL	TBLvTBL24h	TBLvTBL24h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h
gi_119903302_ref_XM_588244.3_	511001	CLEC4F	C-type lectin domain family 4, member F	Plasma Membrane	other	L	-1.609	1.15	5.864	0.000	56.038	0.000		
gi_66792901_ref_NM_001024556.1_	526704	VNN1	vanin 1	Plasma Membrane	enzyme	N	-1.351	1.321	2.957	0.000	24.904	0.000		
gi_156120930_ref_NM_001102142.1_	531995	SP7	Sp7 transcription factor	Nucleus	transcription regulator	L	-1.480	1.324	5.955	0.000	17.168	0.000		
gi_119914328_ref_XM_589824.3_	615277					N	-1.152	1.129	5.949	0.000	11.605	0.000		
gi_114051859_ref_NM_001045963.1_	507285	CHN2	chimerin (chimaerin) 2	Cytoplasm	other	L	-1.577	1.259	5.176	0.000	8.349	0.000		
gi_115495332_ref_NM_001075143.1_	404173					H	-1.616	1.17	1.175	1.254	8.065	0.000		
gi_157785549_ref_NM_174320.3_	281773	FXYP2	FXYP domain containing ion transport regulator 2	Plasma Membrane	ion channel	H	-1.302	1.364	3.962	0.000	6.688	0.000		
gi_119902602_ref_NM_611694.3_	532574	MYO5C	myosin VC	unknown	other	L	-1.389	1.389	7.973	0.000	6.255	0.000		
gi_119910346_ref_XM_001253667.1_	785741	ZBTB32	zinc finger and BTB domain containing 32	Nucleus	transcription regulator	H	-1.416	1.359	4.011	0.000	6.205	0.000		
gi_119922570_ref_XM_001254638.1_	787162	ARMCX6	armadillo repeat containing, X-linked 6	unknown	other	H	-1.697	1.053	4.351	0.000	6.084	0.000		

gi_119906549_ref_XM_877427.2_	511188	EYA1	eyes absent homolog 1 (Drosophila)	Nucleus	phosphatase	L	-1.265	1.248	3.740	0.000	5.918	0.000
gi_156120694_ref_NM_001102024.1_	515418	CD1A	CD1a molecule	Plasma Membrane	other	N	-1.168	1.109	4.224	0.000	5.756	0.000
gi_119914342_ref_XM_871103.2_	509670	XIRP1	xin actin-binding repeat containing 1	Plasma Membrane	other	L	-1.551	1.217	3.174	0.000	5.696	0.000
gi_119922350_ref_XM_583562.3_	507019	ADAM28	ADAM metallopeptidase domain 28	Plasma Membrane	peptidase	L	-1.218	1.237	6.711	0.000	5.223	0.000
gi_90403615_ref_NM_001039957.1_	407124					M	-1.501	1.296	2.320	0.014	5.086	0.000
gi_59676571_ref_NM_001012284.1_	497204	UBA7	ubiquitin-like modifier activating enzyme 7	Cytoplasm	enzyme	M	-1.257	1.273	1.765	0.195	4.913	0.000
gi_114051673_ref_NM_001046435.1_	538675	CALCOCO1	calcium binding and coiled-coil domain 1	Nucleus	transcription regulator	H	-1.401	1.389	2.751	0.002	4.896	0.000
gi_66792763_ref_NM_001024486.1_	506687	SLC37A2	solute carrier family 37 (glycerol-3-phosphate transporter), m	unknown	transporter	H	-1.227	1.289	3.751	0.000	4.751	0.000
gi_31342589_ref_NM_174209.2_	281559	UACA	uveal autoantigen with coiled-coil domains and ankyrin repeat	Cytoplasm	other	L	-1.206	1.167	5.477	0.000	4.568	0.000
gi_76659999_ref_XM_612871.2_	540732	ACER2	alkaline ceramidase 2	unknown	other	H	-1.551	1.238	2.997	0.000	4.485	0.000
gi_76611576_ref_XM_587002.2_	407136	HTR1D	5-hydroxytryptamine (serotonin) receptor 1D	Plasma Membrane	G-protein coupled receptor	L	-1.473	1.262	1.955	0.063	4.474	0.000
gi_119901918_ref_XM_864907.2_	511279	SMAD6	SMAD family member 6	Nucleus	transcription regulator	L	-1.659	1.01	2.819	0.001	4.357	0.000
gi_116003876_ref_NM_001076828.1_	510532	PARP9	poly (ADP-ribose) polymerase family, member 9	Nucleus	other	H	-1.266	1.335	3.643	0.000	4.327	0.000
gi_115495538_ref_NM_001075430.1_	510102	RARRES1	retinoic acid receptor responder (tazarotene induced) 1	Plasma Membrane	other	VH	-1.370	1.387	2.673	0.003	4.248	0.000
gi_115495706_ref_NM_001075507.1_	511291	CHPT1	choline phosphotransferase 1	unknown	enzyme	N	-1.220	1.202	4.984	0.000	4.209	0.000
gi_119911597_ref_XM_587287.3_	510175	PROCA1	protein interacting with cyclin A1	unknown	other	H	-1.662	1.146	2.406	0.010	4.155	0.000
gi_119917459_ref_XM_580537.3_	538469	SLC16A12	solute carrier family 16, member 12 (monocarboxylic acid tra	unknown	other	H	-1.639	1.169	2.901	0.000	4.122	0.000
gi_157074195_ref_NM_001103342.1_	100125309					H	-1.263	1.242	2.489	0.006	4.079	0.000
gi_134085668_ref_NM_001083451.1_	527470	RORC	RAR-related orphan receptor C	Nucleus	ligand-dependent nuclear rece	L	-1.236	1.132	2.306	0.014	4.023	0.000
gi_149642800_ref_NM_001098963.1_	513785	GABBR1	gamma-aminobutyric acid (GABA) B receptor, 1	Plasma Membrane	G-protein coupled receptor	H	-1.413	1.352	1.839	0.136	4.023	0.000
gi_156120784_ref_NM_001102069.1_	522763					H	-1.297	1.337	4.017	0.000	4.005	0.000
gi_115495928_ref_NM_001076243.1_	540828	PHYHD1	phytanoyl-CoA dioxygenase domain containing 1	unknown	other	H	-1.574	1.272	2.277	0.017	3.972	0.000
gi_119913871_ref_XM_617995.3_	537810	AKAP6	A kinase (PRKA) anchor protein 6	Nucleus	other	L	-1.519	1.305	2.691	0.003	3.909	0.001
gi_139949223_ref_NM_001083720.1_	533523	DDR2	discoidin domain receptor tyrosine kinase 2	Plasma Membrane	kinase	M	-1.597	1.222	2.884	0.001	3.846	0.001
gi_119913160_ref_XM_001251499.1_	511595	PARP8	poly (ADP-ribose) polymerase family, member 8	unknown	other	VH	-1.305	1.329	2.533	0.005	3.833	0.001
gi_119914298_ref_XR_028825.1_	509859					H	-1.539	1.245	2.022	0.050	3.815	0.001
gi_115495998_ref_NM_001076232.1_	540667	39508	membrane-associated ring finger (C3HC4) 8	Cytoplasm	other	H	-1.370	1.381	2.369	0.011	3.523	0.001
gi_116003900_ref_NM_001076841.1_	512672	H2-T24	histocompatibility 2, T region locus 24	unknown	other	H	-1.299	1.306	2.863	0.001	3.422	0.001
gi_119914325_ref_XM_616073.3_	535956	SCN11A	sodium channel, voltage-gated, type XI, alpha subunit	Plasma Membrane	ion channel	L	-1.325	1.111	2.338	0.012	3.418	0.002
gi_78365258_ref_NM_001035400.1_	533618	ARSK	arylsulfatase family, member K	Extracellular Space	enzyme	H	-1.571	1.262	3.160	0.000	3.336	0.002
gi_114052345_ref_NM_001046348.1_	533321	RIKEN cDNA 2310002L09RIK	2310002L09 gene	unknown	other	M	-1.318	1.108	2.685	0.002	3.306	0.003
gi_119906688_ref_XM_601083.3_	522795	KLF10	Kruppel-like factor 10	Nucleus	transcription regulator	H	-1.750	1.019	2.065	0.047	3.260	0.003
gi_119890208_ref_XM_588670.3_	511350	CC2D1B	coiled-coil and C2 domain containing 1B	unknown	other	H	-1.178	1.174	1.651	0.357	3.260	0.003
gi_149642646_ref_NM_001099168.1_	617625	RBM43	RNA binding motif protein 43	unknown	other	H	-1.653	1.181	2.502	0.006	3.201	0.003
gi_77735692_ref_NM_001034368.1_	509896	ABHD4	abhydrolase domain containing 4	unknown	peptidase	H	-1.755	1.009	2.257	0.019	3.201	0.003
gi_77735580_ref_NM_001034314.1_	508132	NAGK	N-acetylglucosamine kinase	Cytoplasm	kinase	H	-1.428	1.369	2.125	0.032	3.178	0.003
gi_78370160_ref_NM_001035483.1_	616801	TRAF3IP2	TRAF3 interacting protein 2	unknown	other	H	-1.376	1.39	2.271	0.017	3.157	0.003
gi_119912581_ref_XR_027582.1_	782067	PITPNC1	phosphatidylinositol transfer protein, cytoplasmic 1	Cytoplasm	transporter	H	-1.569	1.272	1.724	0.269	3.153	0.003
gi_119905187_ref_XM_606371.3_	527964	PARD3	par-3 partitioning defective 3 homolog (C. elegans)	Plasma Membrane	other	L	-1.442	1.359	2.480	0.006	3.092	0.004
gi_119911873_ref_XM_583737.3_	507171	CYB5D1	cytochrome b5 domain containing 1	unknown	other	H	-1.647	1.099	2.224	0.020	3.084	0.004
gi_119880356_ref_XM_866793.2_	533510	KLHL24	kelch-like 24 (Drosophila)	unknown	other	VH	-1.509	1.335	2.096	0.042	3.081	0.004
gi_78365245_ref_NM_001035418.1_	537718	ARHGEF9	Cdc42 guanine nucleotide exchange factor (GEF) 9	Cytoplasm	other	H	-1.330	1.327	2.351	0.011	3.077	0.004
gi_119889996_ref_XR_028184.1_	508347	IFI44L	interferon-induced protein 44-like	unknown	other	H	-1.121	1.08	2.321	0.014	3.031	0.005
gi_119891466_ref_XM_869387.2_	617183					L	-1.262	1.237	3.486	0.000	3.024	0.005
gi_119910902_ref_XR_028394.1_	618463	SIGLEC12	sialic acid binding Ig-like lectin 12	Plasma Membrane	other	L	-1.513	1.309	1.393	0.903	3.024	0.005
gi_119930198_ref_XM_001251085.1_	786617	ZNF280B	zinc finger protein 280B	Nucleus	other	M	-1.396	1.381	-1.477	0.017	-3.007	0.000
gi_84000064_ref_NM_001038041.1_	505855					H	-1.653	1.155	-1.642	0.009	-3.291	0.000
gi_115497007_ref_NM_001075292.1_	506986	SEC61B	Sec61 beta subunit	Cytoplasm	transporter	M	-1.189	1.157	-2.223	0.000	-4.028	0.000
gi_156120382_ref_NM_001101867.1_	506282	EMID1	EMI domain containing 1	Extracellular Space	other	H	-1.347	1.371	-4.284	0.000	-4.141	0.000
gi_119889055_ref_XM_584927.3_	508183	SLAMF6	SLAM family member 6	Plasma Membrane	transmembrane receptor	H	-1.475	1.354	3.977	0.000	2.417	0.031
gi_139948604_ref_NM_001083695.1_	516522	FRRS1	ferric-chelate reductase 1	Plasma Membrane	transmembrane receptor	M	-1.558	1.214	3.444	0.000	2.845	0.008
gi_119902080_ref_XM_588656.3_	407204					L	-1.227	1.071	3.378	0.000	2.085	0.107
gi_122692458_ref_NM_001080307.1_	538604	ABI3BP	ABI family, member 3 (NESH) binding protein	unknown	other	L	-1.502	1.211	3.374	0.000	2.639	0.014
gi_150247098_ref_NM_001099388.1_	539898	ZBED5	zinc finger, BED-type containing 5	Nucleus	other	H	-1.737	1.059	3.170	0.000	2.901	0.006
gi_119916198_ref_XM_868601.2_	616555	OSBPL1A	oxysterol binding protein-like 1A	Cytoplasm	other	H	-1.214	1.261	3.163	0.000	2.815	0.008
gi_84370144_ref_NM_001038558.1_	529873	CADM1	cell adhesion molecule 1	Plasma Membrane	other	L	-1.715	1.026	3.099	0.000	2.451	0.026
gi_119905251_ref_XM_864298.2_	613475	MSRB2	methionine sulfoxide reductase B2	Nucleus	transcription regulator	VH	-1.416	1.388	3.091	0.000	2.561	0.019
gi_126165263_ref_NM_001081712.1_	505820	SERPINA3	serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, ar	Extracellular Space	other	L	-1.495	1.295	3.066	0.000	2.181	0.073
gi_119895022_ref_XR_028583.1_	510442					VH	-1.157	1.12	-3.052	0.000	-1.309	0.211

# Supplementary material for: A Bovine Lymphosarcoma Cell Line Infected with Theileria annulata Exhibits an Irreversible Reconfiguration of Host Cell Gene Expression
**Source:** PLoS One. 2013 Jun 26;8(6):e66833. doi: 10.1371/journal.pone.0066833
**Supplement:** Table S5 — Cell cycle associated genes.

Table S5: Cell cycle associated genes

Symbol/Class	Entrez Gene Name	Entrez Gene ID	FC	BPQ Response		
CDKs						
PFTK1	PFTAIRE protein kinase 1	784403	7.55	▲	-	-
CDK3	cyclin-dependent kinase 3	618631	1.90	▲	-	-
Cyclins						
CCNA1	cyclin A1	521939	3.85	▼	4.38	▲
CCNE1	cyclin E1	533526	1.32	▲	1.88	▼
CCNA2	cyclin A2	281667	1.31	▲	1.61	▼
CCNYL1	cyclin Y-like 1	538167	1.38	▲	-	-
CCND2	cyclin D2	615414	-	-	1.46	▼
CCNE2	cyclin E2	538436	-	-	2.16	▼
CCNG2	cyclin G2	512960	-	-	2.57	▲
CDK Inhibitors						
CDKN2D	cyclin-dependent kinase inhibitor 2D (p19, inhibits CDK4)	510244	4.99	▼	-	
CDKN1B	cyclin-dependent kinase inhibitor 1B (p27, Kip1)	512613	3.52	▼	-	
CDKN1C	cyclin-dependent kinase inhibitor 1C (p57, Kip2)	510972	3.22	▼	-	
CDKN2C	cyclin-dependent kinase inhibitor 2C (p18, inhibits CDK4)	505691	3.12	▼	-	
CDKN2A	cyclin-dependent kinase inhibitor 2A (melanoma, p16, inhibits CDK4)	616369	2.96	▼	-	
CDK-activation						
CDC25A	cell division cycle 25 homolog A (S. pombe)	520188	1.42	▲	2.06	▼

# Supplementary material for: A Bovine Lymphosarcoma Cell Line Infected with Theileria annulata Exhibits an Irreversible Reconfiguration of Host Cell Gene Expression
**Source:** PLoS One. 2013 Jun 26;8(6):e66833. doi: 10.1371/journal.pone.0066833
**Supplement:** Table S6

Table S6A: Extracellular - cytokines and growth factors

Table S6B: Cell Surface - receptors

| SEQ_ID                        | Entrez gene ID | Symbol | Entrez Gene Name             | Location        | Type                   | Predicted BL20 expression level | FC        |             |            |                |               |                |
|-------------------------------|----------------|--------|------------------------------|-----------------|------------------------|---------------------------------|-----------|-------------|------------|----------------|---------------|----------------|
|                               |                |        |                              |                 |                        |                                 | FC BLvTBL | FDR BLvsTBL | TBLvTBL24h | FDR TBLvTBL24h | FC TBLvTBL48h | FDR TBLvTBL48h |
| gi_119894051_ref_XM_587301.3_ | 510185         | IL2RB  | interleukin 2 receptor, beta | Plasma Membrane | transmembrane receptor | M                               | 80.276    | 0.000       | 1.023      | 1.141          | 1.072         | 1.277          |

|                                  |        |           |                                                             |                 |                          |    |          |       |        |       |        |       |
|----------------------------------|--------|-----------|-------------------------------------------------------------|-----------------|--------------------------|----|----------|-------|--------|-------|--------|-------|
| gi_164448623_ref_NM_001034564.2_ | 528174 | GPR133    | G protein-coupled receptor 133                              | Plasma Membrane | G-protein coupled recept | M  | -7.570   | 0.000 | -1.216 | 0.318 | 1.014  | 1.051 |
| gi_76628635_ref_XM_594575.2_     | 516422 | ADRA2B    | adrenergic, alpha-2B-, receptor                             | Plasma Membrane | G-protein coupled recept | M  | -8.283   | 0.000 | 1.639  | 0.295 | 2.255  | 0.055 |
| gi_119891802_ref_XM_598424.3_    | 520189 | LGR5      | leucine-rich repeat-containing G protein-coupled recep      | Plasma Membrane | G-protein coupled recept | H  | -8.580   | 0.000 | 1.119  | 1.203 | -3.245 | 0.000 |
| gi_77736322_ref_NM_001034689.1_  | 540038 | GPR18     | G protein-coupled receptor 18                               | Plasma Membrane | G-protein coupled recept | H  | -8.868   | 0.000 | 2.327  | 0.013 | 1.879  | 0.227 |
| gi_76253706_ref_NM_174301.3_     | 281736 | CXCR4     | chemokine (C-X-C motif) receptor 4                          | Plasma Membrane | G-protein coupled recept | VH | -9.677   | 0.000 | 4.072  | 0.000 | 3.127  | 0.004 |
| gi_119894939_ref_XM_582663.3_    | 538783 | TBXA2R    | thromboxane A2 receptor                                     | Plasma Membrane | G-protein coupled recept | VH | -10.482  | 0.000 | 2.146  | 0.031 | 2.757  | 0.010 |
| gi_47564061_ref_NM_001001159.1_  | 407237 | TLR6      | toll-like receptor 6                                        | Plasma Membrane | transmembrane receptor   | H  | -10.744  | 0.000 | 2.641  | 0.003 | 4.438  | 0.000 |
| gi_119917945_ref_XM_596577.3_    | 518385 | GPR123    | G protein-coupled receptor 123                              | Plasma Membrane | G-protein coupled recept | M  | -11.584  | 0.000 | 1.007  | 0.958 | -1.014 | 0.715 |
| gi_119915062_ref_XM_604082.3_    | 525727 | HLA-DOA   | major histocompatibility complex, class II, DO alpha        | Plasma Membrane | transmembrane receptor   | VH | -11.787  | 0.000 | 2.613  | 0.004 | 2.799  | 0.009 |
| gi_119892797_ref_XM_606956.3_    | 528530 | CSF2RB    | colony stimulating factor 2 receptor, beta, low-affinity (r | Plasma Membrane | transmembrane receptor   | H  | -12.824  | 0.000 | 5.807  | 0.000 | 17.980 | 0.000 |
| gi_119915324_ref_XM_590184.3_    | 512637 | GPR110    | G protein-coupled receptor 110                              | Plasma Membrane | G-protein coupled recept | M  | -13.880  | 0.000 | 1.227  | 1.257 | 1.220  | 1.343 |
| gi_31341725_ref_NM_174538.2_     | 282227 | FCGR1A    | Fc fragment of IgG, high affinity Ia, receptor (CD64)       | Plasma Membrane | transmembrane receptor   | H  | -15.082  | 0.000 | 8.087  | 0.000 | 14.337 | 0.000 |
| gi_157427855_ref_NM_001105365.1_ | 514031 | ITGB7     | integrin, beta 7                                            | Plasma Membrane | transmembrane receptor   | H  | -15.582  | 0.000 | 6.285  | 0.000 | 26.661 | 0.000 |
| gi_84370178_ref_NM_001038568.1_  | 540044 | GPR84     | G protein-coupled receptor 84                               | Plasma Membrane | G-protein coupled recept | H  | -17.628  | 0.000 | 10.342 | 0.000 | 20.487 | 0.000 |
| gi_119901378_ref_XM_611161.3_    | 538797 | EPHA7     | EPH receptor A7                                             | Plasma Membrane | kinase                   | H  | -18.744  | 0.000 | 1.512  | 0.525 | 1.697  | 0.393 |
| gi_119914848_ref_XM_584158.3_    | 539002 | CCR2      | chemokine (C-C motif) receptor 2                            | Plasma Membrane | G-protein coupled recept | H  | -19.856  | 0.000 | 1.142  | 1.233 | 1.064  | 1.236 |
| gi_119915290_ref_XM_864510.2_    | 514819 | PTK7      | PTK7 protein tyrosine kinase 7                              | Plasma Membrane | kinase                   | H  | -22.433  | 0.000 | 1.708  | 0.205 | 6.498  | 0.000 |
| gi_119903128_ref_XM_580552.3_    | 504429 | MERTK     | c-mer proto-oncogene tyrosine kinase                        | Plasma Membrane | kinase                   | VH | -24.859  | 0.000 | 1.335  | 1.057 | 1.143  | 1.276 |
| gi_156120860_ref_NM_001102107.1_ | 527140 | CALCRLL   | calcitonin receptor-like                                    | Plasma Membrane | G-protein coupled recept | H  | -36.115  | 0.000 | 1.848  | 0.135 | 2.121  | 0.084 |
| gi_31342075_ref_NM_174410.2_     | 281963 | P2RY1     | purinergic receptor P2Y, G-protein coupled, 1               | Plasma Membrane | G-protein coupled recept | H  | -37.328  | 0.000 | 3.886  | 0.000 | 3.873  | 0.001 |
| gi_114052616_ref_NM_001046504.1_ | 574090 | TLR1      | toll-like receptor 1                                        | Plasma Membrane | transmembrane receptor   | VH | -38.763  | 0.000 | 4.670  | 0.000 | 21.531 | 0.000 |
| gi_76638859_ref_NM_582510.2_     | 538759 | GPR81     | G protein-coupled receptor 81                               | Plasma Membrane | G-protein coupled recept | H  | -42.492  | 0.000 | -1.064 | 0.732 | -1.008 | 0.896 |
| gi_119893274_ref_XM_870848.2_    | 618516 | TNFRSF13C | tumor necrosis factor receptor superfamily, member 13       | Plasma Membrane | transmembrane receptor   | VH | -49.962  | 0.000 | -1.017 | 0.953 | 1.979  | 0.161 |
| gi_119912116_ref_XM_584605.3_    | 353110 | NGFR      | nerve growth factor receptor (TNFR superfamily, mem         | Plasma Membrane | transmembrane receptor   | VH | -50.012  | 0.000 | -1.285 | 0.254 | -1.112 | 0.644 |
| gi_89886135_ref_NM_001013585.3_  | 281135 | S1PR1     | sphingosine-1-phosphate receptor 1                          | Plasma Membrane | G-protein coupled recept | VH | -58.987  | 0.000 | 4.088  | 0.000 | 13.674 | 0.000 |
| gi_61825106_ref_XM_583123.1_     | 538837 | GPR141    | G protein-coupled receptor 141                              | Plasma Membrane | G-protein coupled recept | H  | -59.180  | 0.000 | 1.317  | 1.100 | 2.078  | 0.112 |
| gi_126723186_ref_NM_174198.6_    | 281536 | TLR4      | toll-like receptor 4                                        | Plasma Membrane | transmembrane receptor   | VH | -70.557  | 0.000 | 4.771  | 0.000 | 4.846  | 0.000 |
| gi_99028960_ref_NM_174184.3_     | 281489 | SLAMF1    | signaling lymphocytic activation molecule family memb       | Plasma Membrane | transmembrane receptor   | VH | -84.352  | 0.000 | 1.301  | 1.106 | 1.326  | 1.182 |
| gi_157427947_ref_NM_001105411.1_ | 534801 | GFRA1     | GDNF family receptor alpha 1                                | Plasma Membrane | transmembrane receptor   | VH | -99.175  | 0.000 | 1.884  | 0.106 | 4.459  | 0.000 |
| gi_119913552_ref_XM_606794.3_    | 281848 | IGF1R     | insulin-like growth factor 1 receptor                       | Plasma Membrane | transmembrane receptor   | VH | -107.774 | 0.000 | 1.943  | 0.061 | 1.866  | 0.190 |
| gi_76660614_ref_XM_597941.2_     | 519716 | CCR6      | chemokine (C-C motif) receptor 6                            | Plasma Membrane | G-protein coupled recept | H  | -110.621 | 0.000 | 1.437  | 0.755 | 2.660  | 0.014 |
| gi_153792426_ref_NM_001099726.1_ | 782045 | CYSLTR1   | cysteinyln leukotriene receptor 1                           | Plasma Membrane | G-protein coupled recept | VH | -162.124 | 0.000 | 1.562  | 0.439 | 12.481 | 0.000 |
| gi_31343049_ref_NM_174010.2_     | 281052 | CD36      | CD36 molecule (thrombospondin receptor)                     | Plasma Membrane | transmembrane receptor   | VH | -185.369 | 0.000 | 2.016  | 0.051 | 2.040  | 0.123 |
| gi_119911249_ref_XM_867060.2_    | 615295 | LAIR1     | leukocyte-associated immunoglobulin-like receptor 1         | Plasma Membrane | transmembrane receptor   | VH | -230.065 | 0.000 | 1.227  | 1.175 | 1.082  | 1.141 |

**Table S6C: Cell Surface - ion channels and transporters**

| SEQ_ID                           | Entrez gene ID | Symbol   | Entrez Gene Name                                           | Location            | Type        | Predicted BL20 expression |           | FC          |            | FDR        |            | FC         |            | FDR        |            |
|----------------------------------|----------------|----------|------------------------------------------------------------|---------------------|-------------|---------------------------|-----------|-------------|------------|------------|------------|------------|------------|------------|------------|
|                                  |                |          |                                                            |                     |             | level                     | FC BLvTBL | FDR BLvsTBL | TBLvTBL24h | TBLvTBL24h | TBLvTBL48h | TBLvTBL48h | TBLvTBL48h | TBLvTBL48h | TBLvTBL48h |
| gi_119894775_ref_XM_868927.2_    | 281276         | LDLR     | low density lipoprotein receptor                           | Plasma Membrane     | transporter | L                         | 117.922   | 0.000       | -1.400     | 0.095      | -1.191     | 0.528      |            |            |            |
| gi_76655242_ref_XM_582736.2_     | 538791         | KCNK18   | potassium channel, subfamily K, member 18                  | Plasma Membrane     | ion channel | N                         | 59.961    | 0.000       | -2.067     | 0.000      | -3.715     | 0.000      |            |            |            |
| gi_31341539_ref_NM_174610.2_     | 282366         | SLC6A6   | solute carrier family 6 (neurotransmitter transporter, ta  | Plasma Membrane     | transporter | M                         | 45.455    | 0.000       | -2.500     | 0.000      | -2.570     | 0.000      |            |            |            |
| gi_134085654_ref_NM_001083448.1_ | 527014         | SV2B     | synaptic vesicle glycoprotein 2B                           | Plasma Membrane     | transporter | L                         | 33.466    | 0.000       | -1.134     | 0.658      | -3.784     | 0.000      |            |            |            |
| gi_119911706_ref_XM_594012.3_    | 338035         | P2RX5    | purinergic receptor P2X, ligand-gated ion channel, 5       | Plasma Membrane     | ion channel | M                         | 24.146    | 0.000       | -1.444     | 0.056      | -1.855     | 0.002      |            |            |            |
| gi_119892068_ref_XM_868185.2_    | 537277         | SCN8A    | sodium channel, voltage gated, type VIII, alpha subuni     | Plasma Membrane     | ion channel | L                         | 16.099    | 0.000       | 2.166      | 0.027      | -1.071     | 0.916      |            |            |            |
| gi_125630722_ref_NM_001081543.1_ | 615761         | KCNE4    | potassium voltage-gated channel, Isk-related family, m     | Plasma Membrane     | ion channel | L                         | 11.016    | 0.000       | 2.399      | 0.010      | 2.891      | 0.007      |            |            |            |
| gi_47564023_ref_NM_001001134.1_  | 407132         | SLCO3A1  | solute carrier organic anion transporter family, member    | Plasma Membrane     | transporter | L                         | 9.861     | 0.000       | -1.500     | 0.034      | -2.761     | 0.000      |            |            |            |
| gi_119887104_ref_XM_587930.3_    | 510745         | ABCG1    | ATP-binding cassette, sub-family G (WHITE), member         | Plasma Membrane     | transporter | M                         | 7.545     | 0.000       | -6.325     | 0.000      | -4.659     | 0.000      |            |            |            |
| gi_31341556_ref_NM_174602.2_     | 282356         | SLC2A1   | solute carrier family 2 (facilitated glucose transporter), | Plasma Membrane     | transporter | H                         | 7.347     | 0.000       | -2.188     | 0.000      | -2.633     | 0.000      |            |            |            |
| gi_150247069_ref_NM_001099378.1_ | 521181         | SLC15A1  | solute carrier family 15 (oligopeptide transporter), mer   | Plasma Membrane     | transporter | L                         | 5.429     | 0.000       | -1.654     | 0.008      | -3.253     | 0.000      |            |            |            |
| gi_148234191_ref_NM_001098036.1_ | 515437         | SLC39A14 | solute carrier family 39 (zinc transporter), member 14     | Plasma Membrane     | transporter | H                         | 5.231     | 0.000       | -2.133     | 0.000      | -2.895     | 0.000      |            |            |            |
| gi_119907150_ref_XM_612483.3_    | 533166         | SORL1    | sorilin-related receptor, L(DLR class) A repeats-contai    | Plasma Membrane     | transporter | L                         | 4.761     | 0.000       | 5.674      | 0.000      | 8.918      | 0.000      |            |            |            |
| gi_31341534_ref_NM_174613.2_     | 282369         | SLC7A5   | solute carrier family 7 (cationic amino acid transporter,  | Plasma Membrane     | transporter | H                         | 4.114     | 0.000       | -4.668     | 0.000      | -4.840     | 0.000      |            |            |            |
| gi_158341669_ref_NM_001109980.1_ | 510085         | SLC16A3  | solute carrier family 16, member 3 (monocarboxylic ac      | Plasma Membrane     | transporter | L                         | 3.566     | 0.000       | -1.188     | 0.370      | -1.008     | 0.857      |            |            |            |
| gi_119893596_ref_XM_584935.3_    | 508193         | SLC39A8  | solute carrier family 39 (zinc transporter), member 8      | Extracellular Space | transporter | L                         | 3.557     | 0.000       | 1.351      | 0.976      | -1.767     | 0.005      |            |            |            |
| gi_115495866_ref_NM_001076246.1_ | 540853         | SNAP25   | synaptosomal-associated protein, 25kDa                     | Plasma Membrane     | transporter | N                         | 3.536     | 0.000       | -1.141     | 0.412      | -1.069     | 0.776      |            |            |            |
| gi_119889235_ref_XM_868686.2_    | 534180         | KCNN3    | potassium intermediate/small conductance calcium-ac        | Plasma Membrane     | ion channel | M                         | 3.158     | 0.000       | 1.006      | 1.003      | 1.481      | 0.874      |            |            |            |
| gi_119890545_ref_XM_614767.3_    | 541151         | TRPM8    | transient receptor potential cation channel, subfamily A   | Plasma Membrane     | ion channel | L                         | 3.149     | 0.000       | 2.133      | 0.032      | 1.306      | 1.202      |            |            |            |
| gi_119889676_ref_XM_603860.3_    | 525507         | KCNA3    | potassium voltage-gated channel, shaker-related subf       | Plasma Membrane     | ion channel | L                         | 3.090     | 0.000       | 2.308      | 0.014      | -1.403     | 0.084      |            |            |            |
| gi_119924879_ref_XM_590317.3_    | 281585         | ABCB1    | ATP-binding cassette, sub-family B (MDR/TAP), mem          | Plasma Membrane     | transporter | L                         | 2.858     | 0.000       | 1.133      | 0.956      | 1.072      | 0.886      |            |            |            |
| gi_136255756_ref_NM_001075630.2_ | 513621         | VAMP1    | vesicle-associated membrane protein 1 (synaptobrevin       | Plasma Membrane     | transporter | M                         | 2.340     | 0.000       | -1.019     | 0.988      | -1.227     | 0.379      |            |            |            |
| gi_31341239_ref_NM_174833.2_     | 317654         | SLC9A1   | solute carrier family 9 (sodium/hydrogen exchanger), n     | Plasma Membrane     | ion channel | H                         | 1.907     | 0.001       | -1.404     | 0.093      | -1.049     | 0.984      |            |            |            |
| gi_27807092_ref_NM_174605.1_     | 282360         | SLC4A4   | solute carrier family 4, sodium bicarbonate cotransport    | Plasma Membrane     | transporter | H                         | 1.889     | 0.001       | 1.465      | 0.740      | 4.175      | 0.000      |            |            |            |

|                                  |        |          |                                                                    |                     |             |    |          |       |        |       |        |       |
|----------------------------------|--------|----------|--------------------------------------------------------------------|---------------------|-------------|----|----------|-------|--------|-------|--------|-------|
| gi_119931673_ref_XM_001249309.1_ | 781005 | SERINC2  | serine incorporator 2                                              | Plasma Membrane     | transporter | H  | -5.825   | 0.000 | 5.902  | 0.000 | 11.210 | 0.000 |
| gi_70778797_ref_NM_001025333.1_  | 516626 | OSTALPHA | organic solute transporter alpha                                   | Plasma Membrane     | transporter | M  | -5.879   | 0.000 | 1.471  | 0.655 | 1.075  | 1.279 |
| gi_119918891_ref_XM_606459.3_    | 528050 | SLC6A5   | solute carrier family 6 (neurotransmitter transporter, gly)        | Plasma Membrane     | transporter | H  | -6.032   | 0.000 | 1.300  | 1.189 | -1.107 | 0.748 |
| gi_78370166_ref_NM_001035285.1_  | 513593 | SERINC2  | serine incorporator 2                                              | Plasma Membrane     | transporter | H  | -6.116   | 0.000 | 5.071  | 0.000 | 9.998  | 0.000 |
| gi_119912178_ref_XM_612461.3_    | 533151 | ABCC3    | ATP-binding cassette, sub-family C (CFTR/MRP), member 3            | Plasma Membrane     | transporter | VH | -6.476   | 0.000 | 1.872  | 0.122 | 4.046  | 0.000 |
| gi_112817614_ref_NM_001037478.2_ | 536203 | ABCG2    | ATP-binding cassette, sub-family G (WHITE), member 2               | Plasma Membrane     | transporter | VH | -7.117   | 0.000 | 2.645  | 0.004 | 2.579  | 0.018 |
| gi_119895570_ref_XM_581784.3_    | 505492 | SLC23A1  | solute carrier family 23 (nucleobase transporters), member 1       | Plasma Membrane     | transporter | M  | -7.174   | 0.000 | 1.382  | 0.974 | 1.739  | 0.387 |
| gi_115497519_ref_NM_001075151.1_ | 504220 | SLC7A7   | solute carrier family 7 (cationic amino acid transporter, y+ type) | Plasma Membrane     | transporter | VH | -7.348   | 0.000 | 3.765  | 0.000 | 5.496  | 0.000 |
| gi_115496685_ref_NM_001075325.1_ | 507672 | FOLR2    | folate receptor 2 (fetal)                                          | Plasma Membrane     | transporter | M  | -7.688   | 0.000 | 1.676  | 0.245 | 5.408  | 0.000 |
| gi_119906935_ref_XM_586071.3_    | 407151 | TRPC6    | transient receptor potential cation channel, subfamily C6          | Plasma Membrane     | ion channel | H  | -9.004   | 0.000 | 1.394  | 0.917 | -1.792 | 0.004 |
| gi_119911701_ref_XM_863847.2_    | 539074 | TRPV1    | transient receptor potential cation channel, subfamily V1          | Plasma Membrane     | ion channel | M  | -10.925  | 0.000 | -1.100 | 0.425 | -1.102 | 0.367 |
| gi_119920329_ref_XM_586812.3_    | 509779 | CACNA1F  | calcium channel, voltage-dependent, L type, alpha 1F               | Plasma Membrane     | ion channel | H  | -11.252  | 0.000 | 1.733  | 0.232 | 2.573  | 0.019 |
| gi_115494983_ref_NM_001076301.1_ | 613972 | APOD     | apolipoprotein D                                                   | Extracellular Space | transporter | H  | -11.536  | 0.000 | 2.512  | 0.006 | 2.502  | 0.024 |
| gi_119331227_ref_NM_001079794.1_ | 780866 | AQP3     | aquaporin 3 (Gill blood group)                                     | Plasma Membrane     | transporter | VH | -12.681  | 0.000 | 8.980  | 0.000 | 12.438 | 0.000 |
| gi_119915752_ref_XM_584165.3_    | 507535 | SLC17A1  | solute carrier family 17 (sodium phosphate), member 1              | Plasma Membrane     | transporter | M  | -12.793  | 0.000 | 1.197  | 1.255 | 1.454  | 0.924 |
| gi_119912146_ref_XM_001252666.1_ | 282411 | CACNA1G  | calcium channel, voltage-dependent, T type, alpha 1G               | Plasma Membrane     | ion channel | H  | -16.162  | 0.000 | -1.340 | 0.097 | 1.016  | 0.827 |
| gi_56710326_ref_NM_001008666.1_  | 493988 | SLC14A1  | solute carrier family 14 (urea transporter), member 1              | Plasma Membrane     | transporter | M  | -17.271  | 0.000 | 1.230  | 1.257 | 1.169  | 1.323 |
| gi_118150847_ref_NM_001077867.1_ | 507185 | OSTBETA  | organic solute transporter beta                                    | Plasma Membrane     | transporter | H  | -18.206  | 0.000 | 1.927  | 0.092 | 5.650  | 0.000 |
| gi_31341522_ref_NM_174618.2_     | 282377 | STX1B    | syntaxin 1B                                                        | Plasma Membrane     | ion channel | H  | -18.646  | 0.000 | 1.792  | 0.155 | 4.925  | 0.000 |
| gi_119911051_ref_XM_599883.3_    | 521616 | CACNG6   | calcium channel, voltage-dependent, gamma subunit 6                | Plasma Membrane     | ion channel | H  | -28.982  | 0.000 | 1.384  | 0.568 | 1.338  | 1.041 |
| gi_119918570_ref_XM_001252944.1_ | 784716 | CDH23    | cadherin-like 23                                                   | Plasma Membrane     | transporter | H  | -28.982  | 0.000 | -1.263 | 0.281 | -1.120 | 0.651 |
| gi_119904117_ref_XM_605012.3_    | 526639 | LCN2     | lipocalin 2                                                        | Extracellular Space | transporter | H  | -30.326  | 0.000 | -1.055 | 0.804 | 1.446  | 0.887 |
| gi_32189337_ref_NM_174143.1_     | 281401 | PIGR     | polymeric immunoglobulin receptor                                  | Plasma Membrane     | transporter | H  | -85.226  | 0.000 | 2.400  | 0.010 | 3.736  | 0.001 |
| gi_157954060_ref_NM_001109795.1_ | 513856 | A2M      | alpha-2-macroglobulin                                              | Extracellular Space | transporter | VH | -109.925 | 0.000 | 2.001  | 0.059 | 4.697  | 0.000 |
| gi_31341436_ref_NM_174652.2_     | 282470 | SLC11A1  | solute carrier family 11 (proton-coupled divalent metal ion)       | Plasma Membrane     | transporter | VH | -238.083 | 0.000 | 2.273  | 0.015 | 8.234  | 0.000 |

# Supplementary material for: A Bovine Lymphosarcoma Cell Line Infected with Theileria annulata Exhibits an Irreversible Reconfiguration of Host Cell Gene Expression
**Source:** PLoS One. 2013 Jun 26;8(6):e66833. doi: 10.1371/journal.pone.0066833
**Supplement:** Table S7

Table S7A: Transcription

SEQ_ID	Entrez gene ID	Symbol	Entrez Gene Name	Location	Type	Predicted BL20 expression level	FC				FDR			
							FC BLVtBL	FDR BLVtBL	TBLvTBL24h	TBLvTBL24h	FC TBLvTBL48h	FDR TBLvTBL48h	TBLvTBL48h	TBLvTBL48h
gi_114053110_ref_NM_001046252.1_	520564	LITAF	lipopolysaccharide-induced TNF factor	Nucleus	transcription regulator	L	116.161	0.000	1.021	1.055	-1.231	0.391		
gi_119927959_ref_XM_593064.3	515105	TP73	tumor protein p73	Nucleus	transcription regulator	L	98.669	0.000	-1.451	0.049	-1.169	0.512		
gi_119910732_ref_XM_869544.2	617311	MEIS3	Meis homeobox 3	Nucleus	transcription regulator	M	65.152	0.000	-1.973	0.000	-2.028	0.000		
gi_62460599_ref_NM_001014950.1_	538690	ID3	inhibitor of DNA binding 3, dominant negative helix-loop-helix	Nucleus	transcription regulator	L	58.057	0.000	1.392	0.811	1.849	0.251		
gi_119919278_ref_XM_609882.3	531389	FOSL1	FOS-like antigen 1	Nucleus	transcription regulator	L	37.291	0.000	-3.872	0.000	-5.028	0.000		
gi_134085833_ref_NM_001083490.1_	538716	HOXC13	homeobox C13	Nucleus	transcription regulator	L	15.968	0.000	2.058	0.046	2.149	0.084		
gi_78369225_ref_NM_001035273.1_	508156	SSBP4	single stranded DNA binding protein 4	Nucleus	transcription regulator	M	14.333	0.000	-1.660	0.009	-1.000	1.092		
gi_157168340_ref_NM_001103253.1_	517192	JUND	jun D proto-oncogene	Nucleus	transcription regulator	M	12.326	0.000	-2.471	0.000	-1.479	0.054		
gi_119903790_ref_XM_864138.2	509889	FOSL2	FOS-like antigen 2	Nucleus	transcription regulator	H	12.227	0.000	-1.035	0.922	1.401	1.087		
gi_156120848_ref_NM_001102101.1_	526392	NFKB2	nuclear factor of kappa light polypeptide gene enhancer in B-cells 2	Nucleus	transcription regulator	H	9.354	0.000	-2.838	0.000	-1.390	0.123		
gi_119888839_ref_XM_869638.2	617389	RUNX3	runt-related transcription factor 3	Nucleus	transcription regulator	H	8.600	0.000	-1.414	0.084	1.562	0.689		
gi_95147677_ref_NM_001033119.2	503622	FOXA3	forkhead box A3	Nucleus	transcription regulator	L	6.348	0.000	-1.269	0.300	-1.576	0.021		
gi_115495012_ref_NM_001075819.1_	521378	CITED2	Cbp/p300-interacting transactivator, with Glu/Asp-rich C-terminal domain	Nucleus	transcription regulator	H	5.909	0.000	-2.431	0.000	-2.881	0.000		
gi_119912123_ref_XR_028313.1	785855	HOXB8	homeobox B8	Nucleus	transcription regulator	L	5.121	0.000	2.258	0.018	1.788	0.318		
gi_119913920_ref_XM_592227.3	540196	PAX9	paired box 9	Nucleus	transcription regulator	L	5.083	0.000	1.662	0.305	1.309	1.221		
gi_123959745_ref_NM_001080726.1_	504742	CITED4	Cbp/p300-interacting transactivator, with Glu/Asp-rich C-terminal domain	Nucleus	transcription regulator	M	4.724	0.000	-1.607	0.012	-1.245	0.321		
gi_167583505_ref_NM_001114515.1_	614673	NUPR1	nuclear protein, transcriptional regulator, 1	Nucleus	transcription regulator	M	4.187	0.000	2.472	0.007	7.045	0.000		
gi_119901328_ref_XM_618588.3	538384	PRDM1	PR domain containing 1, with ZNF domain	Nucleus	transcription regulator	H	4.186	0.000	-1.006	1.041	1.355	1.166		
gi_119901924_ref_XM_001251809.1_	515125	SMAD3	SMAD family member 3	Nucleus	transcription regulator	H	4.105	0.000	1.177	1.249	1.416	1.060		
gi_119908089_ref_NM_586687.3	539364	BTG2	BTG family, member 2	Nucleus	transcription regulator	M	4.041	0.000	-1.428	0.057	-1.093	0.799		
gi_156120726_ref_NM_001102040.1_	516952	SATB1	SATB homeobox 1	Nucleus	transcription regulator	M	4.014	0.000	-1.226	0.377	-1.082	0.818		
gi_110347584_ref_NM_182786.2	280795	FOS	FBJ murine osteosarcoma viral oncogene homolog	Nucleus	transcription regulator	H	3.966	0.000	-1.263	0.279	-1.537	0.029		
gi_119915104_ref_XM_591149.3	513466	TEAD3	TEA domain family member 3	Nucleus	transcription regulator	M	3.941	0.000	-2.533	0.000	-2.676	0.000		
gi_67972412_ref_NM_001024929.1_	506945	BHLHE40	basic helix-loop-helix family, member e40	Nucleus	transcription regulator	VH	3.779	0.000	1.098	1.217	1.019	1.188		
gi_41386700_ref_NM_174726.1	282713	NKX2-1	nuclear factor of kappa light polypeptide gene enhancer in B-cells 2, class 1	Nucleus	transcription regulator	H	3.766	0.000	1.912	1.102	1.945	0.183		
gi_119919224_ref_XM_615207.3	541233	RCOR2	REST corepressor 2	Nucleus	transcription regulator	M	3.528	0.000	-1.122	0.673	2.139	0.086		
gi_119910676_ref_NM_600955.3	522670	RELB	v-rel reticuloendotheliosis viral oncogene homolog B	Nucleus	transcription regulator	M	3.422	0.000	-2.161	0.000	-1.074	0.923		
gi_119900643_ref_XM_604596.3	526233	EGR3	early growth response 3	Nucleus	transcription regulator	H	3.238	0.000	-3.012	0.000	-1.776	0.004		
gi_119879716_ref_NM_001250887.1_	539020	BCL6	B-cell CLL/lymphoma 6	Nucleus	transcription regulator	L	3.229	0.000	-1.954	0.000	-1.165	0.541		
gi_77735420_ref_NM_001034231.1_	505025	ID2	inhibitor of DNA binding 2, dominant negative helix-loop-helix	Nucleus	transcription regulator	VH	2.939	0.000	1.192	1.252	1.082	1.282		
gi_119891401_ref_XM_590833.3	513185	PARP12	poly (ADP-ribose) polymerase family, member 12	Nucleus	other	M	2.811	0.000	5.184	0.000	12.238	0.000		
gi_78365288_ref_NM_001035465.1_	615340	IRF5	interferon regulatory factor 5	Nucleus	transcription regulator	M	2.796	0.000	2.108	0.038	2.786	0.009		
gi_94966918_ref_NM_001040564.1_	539321	SERTAD1	SERTA domain containing 1	Nucleus	transcription regulator	M	2.786	0.000	-1.795	0.002	-1.892	0.002		
gi_157074115_ref_NM_001103300.1_	617914	MAFF	v-maf musculoaponeurotic fibrosarcoma oncogene homolog 1	Nucleus	transcription regulator	M	2.672	0.000	-3.228	0.000	-2.321	0.000		
gi_164519007_ref_NM_001113302.1_	539361	SREBF1	sterol regulatory element binding transcription factor 1	Nucleus	transcription regulator	H	2.595	0.000	-7.844	0.000	-2.673	0.000		
gi_118601779_ref_NM_001079591.1_	513983	SCAND1	SCAN domain containing 1	Nucleus	transcription regulator	H	2.563	0.000	-1.869	0.000	-2.168	0.000		
gi_115495324_ref_NM_001075935.1_	530610	ATF6	activating transcription factor 6	Cytoplasm	transcription regulator	VH	2.521	0.000	-1.551	0.020	-1.693	0.008		
gi_119910608_ref_XM_610447.3	531942	BCL3	B-cell CLL/lymphoma 3	Nucleus	transcription regulator	L	2.483	0.000	-1.149	0.391	2.639	0.014		
gi_77736398_ref_NM_001034727.1_	541236	XBP1	X-box binding protein 1	Nucleus	transcription regulator	H	2.404	0.000	-2.298	0.000	-1.747	0.006		
gi_77735604_ref_NM_001034326.1_	508638	NOC2L	nucleolar complex associated 2 homolog (S. cerevisiae)	Nucleus	transcription regulator	VH	2.327	0.000	-1.498	0.032	-1.790	0.004		
gi_70778751_ref_NM_001025344.1_	538951	NANOG	Nanog homeobox	Nucleus	transcription regulator	N	2.261	0.000	-2.393	0.000	-2.434	0.000		
gi_60592797_ref_NM_001012673.1_	282375	STAT5A	signal transducer and activator of transcription 5A	Nucleus	transcription regulator	VH	2.254	0.000	-1.087	0.840	1.193	1.342		
gi_125991883_ref_NM_001081579.1_	504991	ANKRD22	ankyrin repeat domain 22	Nucleus	transcription regulator	N	2.176	0.000	1.233	1.249	-1.005	0.797		
gi_115497301_ref_NM_001076409.1_	616115	NFKB1	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1	Nucleus	transcription regulator	VH	2.141	0.000	-1.398	0.093	-1.145	0.698		
gi_119909893_ref_XM_606758.3	528338	ZFPM1 (includes)	zinc finger protein, multitype 1	Nucleus	transcription regulator	M	2.126	0.000	-1.704	0.006	-1.084	0.775		
gi_119879695_ref_XM_867115.2	615335	TP63	tumor protein p63	Nucleus	transcription regulator	L	2.073	0.001	2.399	0.010	11.094	0.000		
gi_119916372_ref_XM_616030.3	535916	SMAD7	SMAD family member 7	Nucleus	transcription regulator	H	2.067	0.000	1.297	1.200	2.153	0.082		
gi_115497081_ref_NM_001075656.1_	514246	JUNB	jun B proto-oncogene	Nucleus	transcription regulator	H	2.028	0.001	-3.199	0.000	-2.049	0.000		
gi_119893790_ref_XM_608827.3	530358	KLF3	Kruppel-like factor 3 (basic)	Nucleus	transcription regulator	H	2.005	0.001	1.040	1.146	1.263	1.337		
gi_154152114_ref_NM_001100336.1_	510923	TRIM25	tripartite motif-containing 25	Cytoplasm	transcription regulator	VH	1.957	0.001	-1.054	0.953	1.074	1.262		
gi_119911776_ref_NM_590665.3	513045	MYBBP1A	MYB binding protein (P160) 1a	Nucleus	transcription regulator	VH	1.927	0.001	-2.545	0.000	-2.738	0.000		
gi_106880502_ref_NM_001034710.2_	540605	CREM	cAMP responsive element modulator	Nucleus	transcription regulator	H	1.919	0.001	-1.359	0.144	-1.403	0.103		
gi_119904107_ref_XM_599033.3	493639	PTGES2	prostaglandin G/H synthase 2	Cytoplasm	transcription regulator	H	1.917	0.001	-1.753	0.002	-1.995	0.001		
gi_119889242_ref_XM_585895.3	509019	ZBTB7B	zinc finger and BTB domain containing 7B	Nucleus	transcription regulator	H	1.900	0.001	-2.238	0.000	1.707	0.419		
gi_119913325_ref_XM_604226.3	525869	RAI14	retinoic acid induced 14	Nucleus	transcription regulator	L	1.855	0.002	-1.520	0.029	-1.143	0.594		
gi_118151389_ref_NM_001077900.1_	510814	STAT1	signal transducer and activator of transcription 1, 91kDa	Nucleus	transcription regulator	VH	1.847	0.001	1.189	1.255	1.154	1.333		
gi_116003828_ref_NM_001076804.1_	505169	GATA3	GATA binding protein 3	Nucleus	transcription regulator	L	1.843	0.005	-1.330	0.117	1.126	1.133		
gi_119915866_ref_XM_607555.3	529115	HIVEP1	human immunodeficiency virus type 1 enhancer binding protein 1	Nucleus	transcription regulator	L	1.802	0.004	-1.680	0.006	-1.130	0.652		
gi_190360732_ref_NM_001128499.1_	510050	TGIF1	TGFB-induced factor homeobox 1	Nucleus	transcription regulator	H	1.793	0.002	1.089	1.179	-1.444	0.070		
gi_76611568_ref_XM_869196.1	617024	E2F2	E2F transcription factor 2	Nucleus	transcription regulator	H	1.780	0.002	-2.427	0.000	-2.359	0.000		
gi_118150933_ref_NM_001077914.1_	513047	ING1	inhibitor of growth family, member 1	Nucleus	transcription regulator	M	1.776	0.003	-1.629	0.010	-1.853	0.002		
gi_119906085_ref_XM_608872.3	534041	NFATC2	nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 2	Nucleus	transcription regulator	M	1.755	0.004	-1.798	0.006	1.372	1.058		
gi_119917017_ref_XM_877865.2	509874	TF3C1	general transcription factor IIIC, polypeptide 1, alpha 2	Nucleus	transcription regulator	H	1.748	0.002	-1.615	0.013	-1.028	1.046		
gi_118150773_ref_NM_001077827.1_	280831	JUN	jun oncogene	Nucleus	transcription regulator	M	1.730	0.004	1.390	0.774	4.708	0.000		
gi_119907762_ref_XM_590741.3	513105	CREB3L1	cAMP responsive element binding protein 3-like 1	Nucleus	transcription regulator	L	1.710	0.004	1.651	0.334	1.330	1.179		
gi_119905866_ref_XM_615740.3	535632	TGIF2	TGFB-induced factor homeobox 2	Nucleus	transcription regulator	H	1.704	0.004	-1.476	0.045	-1.058	0.891		
gi_116004218_ref_NM_001077001.1_	767928	RBPJ	recombination signal binding protein for immunoglobulin enhancer	Nucleus	transcription regulator	VH	1.689	0.004	1.042	1.151	-1.195	0.527		
gi_115497487_ref_NM_001076141.1_	539003	CTNNB1	catenin (cadherin-associated protein), beta 1, 88kDa	Nucleus	transcription regulator	VH	1.680	0.004	1.025	1.137	-1.034	1.042		

gi_78369189_ref_NM_001035349.1_	524118	ARID5A	AT rich interactive domain 5A (MRF1-like)	Nucleus	transcription regulator	H	1.592	0.006	-2.243	0.000	-1.682	0.008
gi_119901277_ref_XM_615634.3_	535530	FOXO3	forkhead box O3	Nucleus	transcription regulator	VH	1.571	0.007	-1.003	0.925	1.823	0.287
gi_115495776_ref_NM_001075448.1_	510420	MYBL2	v-myb myeloblastosis viral oncogene homolog (avian)-l	Nucleus	transcription regulator	VH	1.567	0.008	-1.877	0.000	-2.078	0.000
gi_78042545_ref_NM_001035098.1_	511280	NMI	N-myc (and STAT) interactor	Cytoplasm	transcription regulator	H	1.564	0.007	1.158	1.234	-1.206	0.457
gi_119894953_ref_XM_001255535.1_	788491	ZBTB7A	zinc finger and BTB domain containing 7A	Nucleus	transcription regulator	H	1.550	0.010	-2.271	0.000	-1.444	0.073
gi_115497489_ref_NM_001075872.1_	525408	NFKBIB	nuclear factor of kappa light polypeptide gene enhance	Nucleus	transcription regulator	H	1.545	0.008	-1.911	0.000	-2.075	0.000
gi_119894776_ref_XR_028159.1_	784795	CARM1	coactivator-associated arginine methyltransferase 1	Nucleus	transcription regulator	VH	1.543	0.010	-1.542	0.024	-1.214	0.456
gi_84000132_ref_NM_001038072.1_	510666	BM11	BM11 polycorn ring finger oncogene	Nucleus	transcription regulator	VH	1.542	0.009	1.093	1.217	-1.036	1.038
gi_114052756_ref_NM_001045875.1_	407125	EGR1	early growth response 1	Nucleus	transcription regulator	H	1.533	0.010	-1.221	0.400	1.800	0.314
gi_47584055_ref_NM_001001150.1_	407219	MITF	microphthalmia-associated transcription factor	Nucleus	transcription regulator	H	1.532	0.010	1.643	0.373	1.919	0.196
gi_125630716_ref_NM_001081542.1_	541125	ELK3	ELK3, ETS-domain protein (SRF accessory protein 2)	Nucleus	transcription regulator	VH	1.517	0.011	-1.007	1.057	-1.079	0.887
gi_84370155_ref_NM_001038565.1_	539291	MYCBP	c-myc binding protein	Nucleus	transcription regulator	H	1.513	0.012	-1.597	0.013	-2.021	0.000
gi_115497653_ref_NM_001075240.1_	506097	NFIL3	nuclear factor, interleukin 3 regulated	Nucleus	transcription regulator	H	1.511	0.011	1.026	1.137	-1.191	0.536
gi_119911729_ref_XM_870907.2_	618576	MNT	MAX binding protein	Nucleus	transcription regulator	H	1.509	0.013	-2.683	0.000	1.009	1.092
gi_164420754_ref_NM_001076875.2_	525256	PREB	prolactin regulatory element binding	Nucleus	transcription regulator	H	1.507	0.013	-1.706	0.005	-1.772	0.004
gi_119911595_ref_NM_868906.2_	538671	SUPT6H	suppressor of Ty 6 homolog (S. cerevisiae)	Nucleus	transcription regulator	VH	1.504	0.013	-1.338	0.165	-1.077	0.908
gi_119915909_ref_NM_865312.2_	506141	IRF4	interferon regulatory factor 4	Nucleus	transcription regulator	H	1.470	0.018	-1.848	0.001	-2.502	0.000
gi_115496443_ref_NM_001075346.1_	508127	DMAP1	DNA methyltransferase 1 associated protein 1	Nucleus	transcription regulator	VH	1.458	0.018	-1.353	0.145	-1.244	0.351
gi_165905558_ref_NM_001046125.2_	512562	MAGED1	melanoma antigen family D, 1	Plasma Membrane	transcription regulator	VH	1.452	0.018	1.158	1.252	1.181	1.341
gi_119916184_ref_XM_596212.3_	518030	TAF4B	TAF4b RNA polymerase II, TATA box binding protein (T	Nucleus	transcription regulator	H	1.448	0.021	-1.169	0.541	-1.591	0.019
gi_99028933_ref_NM_001040645.1_	286857	PAX6	paired box 6	Nucleus	transcription regulator	M	1.446	0.022	4.146	0.000	5.370	0.000
gi_119915359_ref_XM_583214.3_	506727	NFKBIE	nuclear factor of kappa light polypeptide gene enhance	Nucleus	transcription regulator	H	1.419	0.028	-1.186	0.484	1.002	1.105
gi_66792933_ref_NM_001024574.1_	553098	NFIC	nuclear factor I/C (CCAAT-binding transcription factor)	Nucleus	transcription regulator	M	1.419	0.031	1.075	1.178	1.039	1.172
gi_114052113_ref_NM_001046375.1_	534228	PRPF6	PRP6 pre-mRNA processing factor 6 homolog (S. cere	Nucleus	transcription regulator	VH	1.415	0.026	-1.062	0.902	-1.072	0.915
gi_62751533_ref_NM_001015625.1_	520639	CLPB	ClpB caseinolytic peptidase B homolog (E. coli)	Nucleus	transcription regulator	H	1.405	0.030	-1.429	0.064	-1.847	0.003
gi_115497971_ref_NM_001076104.1_	538474	NFIB	nuclear factor I/B	Nucleus	transcription regulator	L	1.404	0.031	1.421	0.865	1.137	1.312
gi_119905767_ref_XM_606138.3_	527740	CBFA2T2	core-binding factor, runt domain, alpha subunit 2; trans	Nucleus	transcription regulator	H	1.402	0.032	1.114	1.186	1.269	1.330
gi_77736577_ref_NM_001034800.1_	617277	TCEB2	transcription elongation factor B (SIII), polypeptide 2 (1	Nucleus	transcription regulator	VH	1.401	0.031	-1.468	0.048	-1.421	0.090
gi_149642704_ref_NM_001099175.1_	618232	MED15	mediator complex subunit 15	Nucleus	transcription regulator	H	1.398	0.028	-1.943	0.000	-1.368	0.143
gi_119884881_ref_NM_606317.3_	527910	SKIL	SKI-like oncogene	Nucleus	transcription regulator	H	1.394	0.028	2.352	0.012	2.431	0.029
gi_119879733_ref_XM_614853.3_	541166	ETV5	ets variant 5	Nucleus	transcription regulator	VH	1.388	0.032	-1.266	0.303	-1.796	0.004
gi_119907153_ref_NM_594648.3_	516493	POU2F3	POU class 2 homeobox 3	Nucleus	transcription regulator	L	1.373	0.036	-1.129	0.718	-1.566	0.023
gi_119903024_ref_XM_581758.3_	505469	FOXN3	forkhead box N3	Nucleus	transcription regulator	M	1.373	0.037	1.271	1.180	1.690	0.450
gi_119904250_ref_XM_001251674.1_	783869	GTF3C5	general transcription factor IIIC, polypeptide 5, 63kDa	Nucleus	transcription regulator	VH	1.372	0.036	-1.400	0.097	-1.390	0.124
gi_164448549_ref_NM_001024497.2_	507867	ANKZF1	ankyrin repeat and zinc finger domain containing 1	Nucleus	transcription regulator	VH	1.371	0.041	-1.629	0.010	-1.725	0.006
gi_119912402_ref_XM_866236.2_	614679	HEXIM2	hexamethylene bis-acetamide inducible 2	Nucleus	transcription regulator	M	1.366	0.039	-1.593	0.013	-2.095	0.000
gi_154707855_ref_NM_001099177.1_	618386	TCF25	transcription factor 25 (basic helix-loop-helix)	Nucleus	transcription regulator	VH	1.365	0.037	-1.075	0.865	1.026	1.193
gi_115497343_ref_NM_001075627.1_	513544	SAP30BP	SAP30 binding protein	Nucleus	transcription regulator	VH	1.360	0.039	-1.219	0.296	-1.442	0.072
gi_31342852_ref_NM_174097.2_	281270	HOPX	HOP homeobox	Nucleus	transcription regulator	N	1.356	0.043	-1.138	0.443	-1.611	0.011
gi_119903596_ref_NM_614504.3_	534661	PAX8	paired box 8	Nucleus	transcription regulator	L	1.356	0.045	1.240	1.100	1.273	1.079
gi_62751635_ref_NM_001015527.1_	505702	GTF2F1	general transcription factor IIF, polypeptide 1, 74kDa	Nucleus	transcription regulator	VH	1.355	0.040	-1.424	0.071	-1.553	0.025
gi_119919541_ref_XM_586187.3_	509260	DEAF1	deformed epidermal autoregulatory factor 1 (Drosophila)	Nucleus	transcription regulator	H	1.355	0.043	-1.206	0.444	-1.103	0.732
gi_134085849_ref_NM_001083382.1_	507180	PHF5A	PHD finger protein 5A	Nucleus	transcription regulator	VH	1.352	0.041	-1.605	0.012	-1.945	0.001
gi_77736090_ref_NM_001034572.1_	530409	PHB (includes EG	prohibitin	Nucleus	transcription regulator	VH	1.350	0.041	-1.498	0.030	-1.757	0.005
gi_156120882_ref_NM_001102118.1_	528433	DDX20	DEAD (Asp-Glu-Ala-Asp) box polypeptide 20	Nucleus	transcription regulator	VH	1.349	0.041	-1.069	0.905	-1.154	0.659
gi_119907824_ref_XM_583654.3_	507100	SP11	spleen focus forming virus (SFFV) proviral integration c	Nucleus	transcription regulator	VH	1.349	0.042	1.111	1.209	1.256	1.335
gi_119915255_ref_XM_612306.3_	533039	SRF	serum response factor (c-fos serum response element-	Nucleus	transcription regulator	VH	1.346	0.043	-1.461	0.054	-1.263	0.334
gi_157280010_ref_NM_001105051.1_	100125778	RING1	ring finger protein 1	Nucleus	transcription regulator	VH	1.345	0.044	-1.632	0.010	-1.266	0.339
gi_119907105_ref_XM_585092.3_	508330	MLL	myeloid/lymphoid or mixed-lineage leukemia (trithorax	Nucleus	transcription regulator	H	1.343	0.044	-1.283	0.072	1.289	1.321
gi_119892074_ref_NM_613160.3_	533680	POU6F1	POU class 6 homeobox 1	Nucleus	transcription regulator	M	1.341	0.053	1.654	0.300	3.000	0.005
gi_119907798_ref_XM_585224.3_	508448	PSMC3	proteasome (prosome, macropain) 26S subunit, ATPas	Nucleus	transcription regulator	VH	1.339	0.048	-1.324	0.194	-1.507	0.043
gi_156121100_ref_NM_001102227.1_	539120	VEZF1	vascular endothelial zinc finger 1	Nucleus	transcription regulator	H	1.339	0.045	1.126	1.237	1.181	1.339
gi_6852489_gb_AW353499.1_AW35349	353105	STAT6	signal transducer and activator of transcription 6, interk	Nucleus	transcription regulator	VH	1.335	0.049	-1.169	0.544	1.202	1.341
gi_115497533_ref_NM_001075873.1_	525428	E2F4	E2F transcription factor 4, p107/p130-binding	Nucleus	transcription regulator	VH	1.333	0.049	-1.382	0.107	-1.447	0.069
gi_119902986_ref_NM_001253578.1_	785612	GTF2A1	general transcription factor IIA, 1, 19/37kDa	Cytoplasm	transcription regulator	H	-3.004	0.049	1.745	0.210	1.628	0.544
gi_149642758_ref_NM_001099186.1_	782690	TCF7	transcription factor 7 (T-cell specific, HMG-box)	Nucleus	transcription regulator	H	-3.006	0.047	3.702	0.000	3.762	0.001
gi_126722664_ref_NM_001082452.1_	539763	PARP11	poly (ADP-ribose) polymerase family, member 11	unknown	other	H	-3.012	0.045	1.826	0.147	2.414	0.030
gi_118151123_ref_NM_001078016.1_	538793	ZNF238	zinc finger protein 238	Nucleus	transcription regulator	H	-3.027	0.042	2.290	0.016	2.459	0.026
gi_77736300_ref_NM_001034678.1_	539547	HES1	hairly and enhancer of split 1, (Drosophila)	Nucleus	transcription regulator	H	-3.027	0.041	5.906	0.000	12.323	0.000
gi_114052622_ref_NM_001046113.1_	512254	MEF2C	myocyte enhancer factor 2C	Nucleus	transcription regulator	VH	-3.044	0.040	1.403	0.947	2.144	0.088
gi_82697320_ref_NM_001037445.1_	503577	DBP	D site of albumin promoter (albumin D-box) binding prc	Nucleus	transcription regulator	M	-3.085	0.039	1.835	0.147	2.068	0.113
gi_155371838_ref_NM_001101054.1_	505691	CDKN2C	cyclin-dependent kinase inhibitor 2C (p18, inhibits CDK	Nucleus	transcription regulator	VH	-3.118	0.034	1.619	0.422	1.431	1.012
gi_119888342_ref_XM_617930.3_	537747	KLF7	Kruppel-like factor 7 (ubiquitous)	Nucleus	transcription regulator	H	-3.374	0.018	3.378	0.000	3.028	0.005
gi_119905625_ref_XM_581853.3_	505552	MYT1	myelin transcription factor 1	Nucleus	transcription regulator	M	-3.505	0.022	-1.094	0.645	-1.049	0.837
gi_31340626_ref_NM_174725.2_	282711	EPAS1	endothelial PAS domain protein 1	Nucleus	transcription regulator	M	-3.575	0.013	-1.279	0.250	2.332	0.042
gi_119892029_ref_XM_873794.2_	317660	HOXC9	homeobox C9	Nucleus	transcription regulator	M	-3.619	0.011	1.031	0.951	1.151	1.299
gi_119905934_ref_XM_598075.3_	519845	TOX2	TOX high mobility group box family member 2	Nucleus	transcription regulator	M	-3.625	0.011	1.150	1.091	1.598	0.588
gi_119918399_ref_XR_027461.1_	781665	IRF2BP2	interferon regulatory factor 2 binding protein 2	Nucleus	transcription regulator	VH	-3.668	0.006	2.524	0.006	2.921	0.006
gi_158519872_ref_NM_001110095.1_	782847	ZHX1	zinc fingers and homeoboxes 1	Nucleus	transcription regulator	VH	-3.902	0.006	1.943	0.090	2.116	0.093
gi_75832071_ref_NM_174730.2_	282846	PYCARD	PYD and CARD domain containing	Cytoplasm	transcription regulator	H	-3.906	0.006	2.311	0.014	2.603	0.015
gi_156120990_ref_NM_001102172.1_	534475	RFX2	regulatory factor X, 2 (influences HLA class II expressi	Nucleus	transcription regulator	H	-4.055	0.005	2.215	0.022	2.505	0.022
gi_114050810_ref_NM_001046507.1_	613523	EAF2	ELL associated factor 2	Nucleus	transcription regulator	H	-4.060	0.005	-1.223	0.353	-1.638	0.009
gi_149944722_ref_NM_001099000.1_	517588	GLI1	GLI family zinc finger 1	Nucleus	transcription regulator	M	-4.104	0.005	1.615	0.403	2.109	0.096
gi_119921700_ref_XM_873620.2_	539139	KLF9	Kruppel-like factor 9	Nucleus	transcription regulator	M	-4.111	0.005	1.895	0.104	3.042	0.005

gi_62751708_ref_NM_001015520.1_	505233	LASS4	LAG1 homolog, ceramide synthase 4	Cytoplasm	transcription regulator	M	-4.131	0.004	1.624	0.349	4.282	0.000
gi_119911320_ref_XM_001256793.1_	790276	ZNF256	zinc finger protein 256	Nucleus	transcription regulator	H	-4.273	0.003	1.608	0.429	2.090	0.105
gi_119914354_ref_XM_001250711.1_	782819	ZNF35	zinc finger protein 35	Nucleus	transcription regulator	L	-4.450	0.003	1.118	1.202	1.173	1.332
gi_119879546_ref_XM_001251104.1_	540789	PARP14	poly (ADP-ribose) polymerase family, member 14	Cytoplasm	other	H	-4.897	0.001	4.644	0.000	5.496	0.000
gi_119906406_ref_XM_616463.3_	536336	ST18	suppression of tumorigenicity 18 (breast carcinoma) (zi	Nucleus	transcription regulator	M	-4.978	0.001	1.805	0.156	3.084	0.004
gi_114051376_ref_NM_001046050.1_	510244	CDKN2D	cyclin-dependent kinase inhibitor 2D (p19, inhibits CDK	Nucleus	transcription regulator	H	-4.994	0.001	-1.342	0.110	1.030	1.096
gi_156139064_ref_NM_001102373.1_	613740	HOXC4	homeobox C4	Nucleus	transcription regulator	M	-5.003	0.001	1.370	0.883	1.684	0.431
gi_119920266_ref_XM_584087.3_	538983	TAF9B	TAF9B RNA polymerase II, TATA box binding protein (T	Nucleus	transcription regulator	VH	-5.401	0.001	2.948	0.000	3.124	0.004
gi_119914390_ref_XM_593599.3_	515564	ZNF197	zinc finger protein 197	Nucleus	transcription regulator	H	-5.491	0.000	1.844	0.136	2.376	0.036
gi_119911158_ref_XM_001254867.1_	509810	ZNF256	zinc finger protein 256	Nucleus	transcription regulator	M	-5.493	0.001	1.040	1.065	1.286	1.276
gi_156121204_ref_NM_001102280.1_	614517	GAS7	growth arrest-specific 7	Cytoplasm	transcription regulator	VH	-5.542	0.000	1.375	0.996	1.621	0.574
gi_76668819_ref_XM_864611.1_	537223	SIM1	single-minded homolog 1 (Drosophila)	Nucleus	transcription regulator	M	-6.813	0.000	2.914	0.000	2.196	0.067
gi_119917624_ref_XM_614245.3_	534470	LBX1	ladybird homeobox 1	Nucleus	transcription regulator	M	-6.966	0.000	-1.097	0.392	1.003	0.796
gi_115496541_ref_NM_001076531.1_	767586	KANK2	KN motif and ankyrin repeat domains 2	Nucleus	transcription regulator	H	-7.103	0.000	1.597	0.441	2.209	0.066
gi_115496619_ref_NM_001075708.1_	515334	ZNF350	zinc finger protein 350	Nucleus	transcription regulator	M	-7.564	0.000	1.136	0.944	-1.129	0.402
gi_149642786_ref_NM_001099152.1_	616148	LBH	limb bud and heart development homolog (mouse)	Nucleus	transcription regulator	VH	-7.566	0.000	1.514	0.664	2.657	0.012
gi_125991955_ref_NM_001081613.1_	540676	IKZF3	IKAROS family zinc finger 3 (Aiolos)	Nucleus	transcription regulator	M	-7.714	0.000	2.715	0.003	2.229	0.063
gi_119910890_ref_XR_028348.1_	537103	ZNF175	zinc finger protein 175	Nucleus	transcription regulator	M	-7.866	0.000	1.110	1.210	1.434	0.948
gi_31340727_ref_NM_174687.2_	282591	ASB15	ankyrin repeat and SOCS box-containing 15	Nucleus	transcription regulator	M	-7.957	0.000	-1.069	0.870	1.071	1.214
gi_149773516_ref_NM_001099106.1_	540313	ETS1	v-ets erythroblastosis virus E26 oncogene homolog 1 (	Nucleus	transcription regulator	VH	-8.655	0.000	-1.299	0.127	-1.439	0.066
gi_115496321_ref_NM_001075915.1_	528475	POU2AF1	POU class 2 associating factor 1	Nucleus	transcription regulator	VH	-8.996	0.000	1.633	0.406	1.551	0.707
gi_119900560_ref_XM_618574.3_	538371	PAX5	paired box 5	Nucleus	transcription regulator	VH	-9.835	0.000	1.096	1.206	1.617	0.567
gi_119902037_ref_XM_864937.2_	535307	NEO1	neogenin homolog 1 (chicken)	Plasma Membrane	transcription regulator	M	-9.887	0.000	1.780	0.135	1.984	0.145
gi_115497895_ref_NM_001075612.1_	513316	KCNIP3	Kv channel interacting protein 3, calsenilin	Nucleus	transcription regulator	M	-10.426	0.000	1.780	0.156	2.895	0.007
gi_119911185_ref_XM_001256592.1_	789989	ZNF211	zinc finger protein 211	Nucleus	transcription regulator	H	-10.771	0.000	-1.136	0.588	-1.073	0.857
gi_119915881_ref_XM_587261.3_	539454	GCM2	glial cells missing homolog 2 (Drosophila)	Nucleus	transcription regulator	M	-10.783	0.000	1.200	1.218	1.374	1.060
gi_94966920_ref_NM_001040563.1_	539276	HTATIP2	HIV-1 Tat interactive protein 2, 30kDa	Nucleus	transcription regulator	M	-11.018	0.000	1.147	1.116	1.270	1.241
gi_119895769_ref_XM_617891.3_	537712	EBF1	early B-cell factor 1	Nucleus	transcription regulator	VH	-11.159	0.000	1.459	0.788	1.462	0.928
gi_156120434_ref_NM_001101893.1_	508025	ZNF423	zinc finger protein 423	Nucleus	transcription regulator	M	-13.720	0.000	1.342	0.966	1.313	1.228
gi_119910807_ref_XM_001252761.1_	784460	SP1B	Spi-B transcription factor (Spi-1/PU.1 related)	Nucleus	transcription regulator	H	-17.754	0.000	1.380	0.795	2.313	0.045
gi_164451497_ref_NM_001024565.2_	538609	HEYL	hairly/enhancer-of-split related with YRPW motif-like	Nucleus	transcription regulator	H	-26.514	0.000	1.804	0.168	2.719	0.010
gi_156120738_ref_NM_001102046.1_	517861	POU6F2 (includes	POU class 6 homeobox 2	Nucleus	transcription regulator	H	-27.841	0.000	1.283	1.141	1.826	0.279
gi_119900339_ref_XM_614789.3_	534869	KANK1	KN motif and ankyrin repeat domains 1	Nucleus	transcription regulator	VH	-34.265	0.000	3.082	0.000	2.505	0.022
gi_119890798_ref_XM_615498.3_	535415	HDAC9 (includes	histone deacetylase 9	Nucleus	transcription regulator	H	-36.787	0.000	7.269	0.000	18.700	0.000
gi_119893570_ref_XM_615475.3_	535399	LEF1	lymphoid enhancer-binding factor 1	Nucleus	transcription regulator	VH	-60.452	0.000	3.948	0.000	3.572	0.001
gi_62460541_ref_NM_001014923.1_	514006	NFE2	nuclear factor (erythroid-derived 2), 45kDa	Nucleus	transcription regulator	H	-78.828	0.000	1.191	1.237	1.244	1.298

Table S7B: Translation

SEQ_ID	Entrez gene ID	Symbol	Entrez Gene Name	Location	Type	Predicted BL20 expression		FC		FDR		FC		FDR	
						level	FC BLvTBL	FDR BLvTBL	TBLvTBL24h	TBLvTBL24h	TBLvTBL24h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h	TBLvTBL48h
gi_148233315_ref_NM_001098165.1_	100048947	RNASEL	ribonuclease L (2',5'-oligoadenylate synthetase-depr	Cytoplasm	enzyme	M	11.966	0.000	-1.284	0.255	-1.357	0.161			
gi_119923325_ref_XM_584997.3_	508245	RNASET2	ribonuclease T2	Extracellular Space	enzyme	H	4.757	0.000	1.076	1.192	1.338	1.227			
gi_147903999_ref_NM_001098126.1_	614429	YBX2	Y box binding protein 2	Cytoplasm	translation regulator	M	3.082	0.000	2.191	0.024	2.271	0.054			
gi_134085871_ref_NM_001083384.1_	507417	ABTB1	ankyrin repeat and BTB (POZ) domain containing 1	Cytoplasm	translation regulator	H	2.904	0.000	-1.961	0.000	-1.013	1.103			
gi_114052031_ref_NM_001046387.1_	534734	MR1I	methylthioribose-1-phosphate isomerase homolog (S. c	Cytoplasm	translation regulator	H	2.002	0.001	-1.576	0.016	-2.042	0.000			
gi_115495424_ref_NM_001075874.1_	525521	RPUSD1	RNA pseudouridylylate synthase domain containing 1	unknown	enzyme	H	1.941	0.001	-1.422	0.073	-1.335	0.198			
gi_149944724_ref_NM_001099185.1_	782674	NOL6	nucleolar protein family 6 (RNA-associated)	Nucleus	other	H	1.888	0.001	-2.634	0.000	-2.754	0.000			
gi_126165253_ref_NM_001081735.1_	540139	REXO2	REX2, RNA exonuclease 2 homolog (S. cerevisiae)	Cytoplasm	enzyme	VH	1.749	0.002	-1.304	0.239	-1.682	0.009			
gi_119893809_ref_XM_613340.3_	540831	RBM47	RNA binding motif protein 47	Nucleus	other	M	1.700	0.004	1.060	1.188	1.027	1.100			
gi_134085929_ref_NM_001083399.1_	509932	MRTO4	mRNA turnover 4 homolog (S. cerevisiae)	Cytoplasm	other	VH	1.686	0.003	-1.812	0.001	-1.988	0.001			
gi_119914241_ref_NM_001252033.1_	784766	RBMS3	RNA binding motif, single stranded interacting protein	unknown	other	L	1.682	0.006	2.099	0.042	1.546	0.738			
gi_115497695_ref_NM_001075589.1_	512925	RRP1	ribosomal RNA processing 1 homolog (S. cerevisiae)	Nucleus	other	VH	1.671	0.004	-1.554	0.020	-1.725	0.006			
gi_119911687_ref_XM_883226.2_	531049	KIAA0664	KIAA0664	Cytoplasm	translation regulator	H	1.671	0.005	-2.295	0.000	-1.562	0.023			
gi_114051909_ref_NM_001045955.1_	507065	RBM19	RNA binding motif protein 19	Nucleus	other	VH	1.635	0.006	-1.316	0.206	-1.442	0.072			
gi_156121190_ref_NM_001102273.1_	614025	RRP9	ribosomal RNA processing 9, small subunit (SSU) proc	Nucleus	other	VH	1.621	0.006	-2.021	0.000	-2.028	0.000			
gi_119913741_ref_XM_606001.3_	527607	EFTUD1	elongation factor Tu GTP binding domain containing 1	Cytoplasm	translation regulator	VH	1.547	0.008	-1.158	0.596	-1.388	0.121			
gi_41386714_ref_NM_174830.1_	286811	EIF6	eukaryotic translation initiation factor 6	Cytoplasm	translation regulator	VH	1.547	0.008	-1.642	0.010	-1.721	0.007			
gi_119889249_ref_XM_581374.3_	505134	ADAR	adenosine deaminase, RNA-specific	Nucleus	enzyme	H	1.521	0.010	1.366	1.070	1.647	0.543			
gi_77735812_ref_NM_001034429.1_	512886	RNASEK	ribonuclease, RNase K	unknown	peptidase	VH	1.518	0.011	1.054	1.143	-1.013	1.078			
gi_134085616_ref_NM_001083464.1_	532824	EEFSEC	eukaryotic elongation factor, selenocysteine-tRNA-spec	Cytoplasm	translation regulator	H	1.513	0.012	-1.513	0.032	-1.697	0.008			
gi_83523772_ref_NM_174788.3_	286853	RPLP2	ribosomal protein, large, P2	Cytoplasm	other	VH	1.506	0.013	-1.469	0.041	-1.411	0.102			
gi_45430014_ref_NM_205794.1_	404130	EIF2C2	eukaryotic translation initiation factor 2C, 2	Cytoplasm	translation regulator	VH	1.504	0.013	-1.288	0.272	-1.139	0.697			
gi_75812945_ref_NM_001033622.1_	404165	NOP56	NOP56 ribonucleoprotein homolog (yeast)	Nucleus	other	VH	1.495	0.012	-1.283	0.265	-1.388	0.124			
gi_119910146_ref_XR_028278.1_	513171	EDC4	enhancer of mRNA decapping 4	unknown	other	H	1.492	0.014	-1.663	0.007	-1.659	0.010			
gi_119891303_ref_XM_583691.3_	507132	RBM28	RNA binding motif protein 28	Nucleus	other	H	1.490	0.015	-1.407	0.081	-2.114	0.000			
gi_77404208_ref_NM_001034044.1_	286819	EIF4A2	eukaryotic translation initiation factor 4A, isoform 2	Cytoplasm	translation regulator	VH	1.483	0.015	1.059	1.155	-1.091	0.840			
gi_156120514_ref_NM_001101933.1_	510820	TSR1	TSR1, 20S rRNA accumulation, homolog (S. cerevisiae)	unknown	other	VH	1.464	0.017	-1.294	0.241	-1.486	0.051			
gi_31342599_ref_NM_174204.2_	281551	TSFM (includes E	Ts translation elongation factor, mitochondrial	Cytoplasm	translation regulator	H	1.461	0.017	-1.516	0.024	-2.047	0.000			
gi_118601775_ref_NM_001079588.1_	511560	IMP3	IMP3, U3 small nucleolar ribonucleoprotein, homolog (	Cytoplasm	other	H	1.455	0.018	-1.623	0.010	-1.991	0.001			

How the deposited data were processed for this re-analysis (not part of the article)

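RNA from BL20, an uninfected bovine lymphosarcoma line, and from TBL20, the same line infected with T. annulata, was measured without drug and after 24 and 48 h of BW720c (buparvaquone), in 3 cultures per group. Each of the 18 arrays was a one-colour NimbleGen array with 343790 spots, 171895 probes and 34426 sequences, 30656 bovine and 3770 from T. annulata. According to the authors, labelled cDNA was hybridised and scanned and the intensities were normalised by RMA at the service provider before deposit, without a stated version. Per the file headers, the deposited scanner intensities are the brightness of each spot, neither background-corrected nor normalised between arrays, and the mismatch intensities are 0 throughout. The deposited normalised intensities are on a linear scale, which was checked against an RMA of all probes.

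All values were made again from the scanner intensities with R 4.3.3 and limma 3.58.1. The RMA background model was applied to each array. A quantile map was fitted on the bovine spots of all 18 arrays and applied to every spot, so that parasite RNA in TBL20 does not move bovine values. Values were taken to log2, the 2 spots of a probe were averaged, and median polish was run over the probes of a sequence. This sets the distribution of bovine values to be the same on all arrays, so a change in total bovine mRNA per cell cannot be seen. Tables were read with data.table 1.17.8 and jsonlite 2.0.0. Names were joined with python 3.11.15, and figures were drawn with matplotlib 3.10.9 (numpy 2.4.6).

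Linear models with moderated t tests (limma) were fitted to all 18 arrays in 6 groups. The comparisons were TBL20 against BL20, each line with BW720c at 24 and 48 h against the same line without it, TBL20 at 48 h against 24 h, and the response of TBL20 minus that of BL20 at each time (interaction). Each line has a single untreated group without hours in the labels, so time in culture is not separated from BW720c. p values were adjusted by Benjamini and Hochberg over the bovine and over the parasite sequences separately. A sequence was called at an adjusted p under 0.05, with no minimum fold and no filter on dim sequences. A reversal is a call in the infection comparison with a call in the opposite direction with BW720c in TBL20. The floor is the 95th percentile of the parasite sequences in BL20, where no parasite is present. A fold against a group with every array under the floor is given as at least the fold over the floor. Where only some arrays of a group lie under it, their number is given for the bovine genes named, and a fold only where the mean of the group lies above it. A sequence counts as silent in BL20 when its mean is under the mean of the parasite sequences in BL20.

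Of the bovine sequences, 9267 were named by RefSeq accession, 294 by the Entrez gene ID and 27 by the symbol in the supplement of the paper, and 21068 have no name. Genes were named in the text by a rule set beforehand: every gene that the paper names in the sentence, figure or table beside a passage (the values of the paper's tables had been seen); in each comparison, the 10 largest rises and the 10 largest falls among called sequences with a symbol, above the floor in the higher group and without overlap between the arrays of both groups; in each list described, 2 to 4 called members with the largest differences; and for the parasite, at most 2 largest rises and 2 largest falls, and TA10720. Not every gene that this rule covers is named in the text. Of 141 genes that the paper names, 100 were found through its supplement, 29 by symbol and 12 not at all.

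A set of 47 lists of genes was written before the data were examined. For each, called members were counted, also with adjustment over the list alone, and camera (limma) was run with a preset correlation of 0.01 and with the estimated correlation, on lists of at least 3 genes. The lists hold sequences named by RefSeq accession, so genes named only from the supplement of the paper, such as CCL1, CCR2 and CCR6, are not counted in them. Where several sequences carry a symbol, the sequence with the highest mean was used.

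The pipeline was tested on simulated data in which 200 of the bovine sequences were changed in TBL20. The list of interferon-stimulated genes was also shifted there, by 0.5 on the log2 scale, and is not counted among the unchanged sequences. With limma, 15 of 67 changed 1.5-fold, 55 of 67 changed 2-fold and 65 of 66 changed 4-fold were recovered, and 5 of 30431 unchanged sequences were called. Far fewer sequences changed there than the 9321 called between the real lines, which makes the adjusted threshold stricter. These limma numbers therefore do not give the recovery or the false calls in the real comparisons. Rank Product with ranks permuted within pairs recovered 57 of 67, 67 of 67 and 66 of 66, and called 2160 unchanged sequences (7.10%). With values permuted within arrays it recovered 2, 54 and 66, and called 52.

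The number of arrays limits the precision. The lowest correlation between replicates of a group was 0.986. Replicate numbers were not used as pairs: deviations of arrays with the same number in different groups correlated at a mean r of -0.028, against 0.015 for different numbers. In all, 19 alternatives were set before the data were examined. They change the background correction, the normalisation, the values, the summary over probes, the filter, the arrays in the fit, the blocks, the test, the thresholds and the correlation within lists. Others were added afterwards: RefSeq mRNA sequences only, the last 3 probes of each sequence, Rank Product with values permuted within arrays, the paper's background of 4.5 with Rank Product calls, and a comparison of the treated lines. Upstream regulators and pathways of the commercial software used in the paper were not computed, since its knowledge base was not available. The RT-PCR measurements and the other cell lines of the paper were not analysed here.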

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

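The tests of scaling, of RNA quality and of gene families were chosen before the result was seen; those of a direct drug effect, of joint normalisation, of mRNA per cell, of the remaining infection differences and of the other splits only afterwards, and the last 3 probes were added after the data were seen. Groups of 3 arrays were not tested for single deviating arrays.

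In TBL20, interferon-stimulated genes rose after 48 h of BW720c (20 of 25 higher and 0 lower, median log2 difference 1.35), and the response differed from that of BL20, with a median difference of 1.62 (19 higher and 0 lower; camera adjusted p = 0.0072 with an estimated correlation). The tables argue against a direct effect of the drug on bovine cells that is alike in both lines (median in BL20 -0.27). A direct effect of the drug only in infected cells was not tested. The tables also argue against loss of signal toward early probes as the whole of it (median from the last 3 probes 1.14). The last probe of long transcripts did exceed the first by 0.87 to 1.01 on the TBL20 arrays, 1.09 to 1.19 at 48 h and 1.09 to 1.16 in BL20. Cross-hybridisation within families stays open, because members were grouped only by the first letters of their symbols, which does not follow paralogs. The 12 members outside such groups still rose, with a median of 0.87, against 1.66 for the 13 within. The scaling of the arrays stays open as a cause of part of the size: the median was positive under every alternative for the values but fell to 0.57 with median scaling, less than 50% of 1.35. A response of the host cell to the loss of the parasite stays open as well and was not tested.

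After normalisation of the whole array, bovine values were lower in TBL20 than in BL20 (median log2 difference -0.49 in the deposited values and -0.42 in an RMA of all probes). When the parasite probes of TBL20 were added to the same bovine probes of BL20, the median fell to -0.52. This is 109% of the shift of -0.48 seen with the bovine probes of TBL20. Joint normalisation can therefore give a shift of this size by itself. Both sets of bovine probes had already been set to the same distribution, so a share near the whole was fixed beforehand. It does not show whether bovine RNA also changed. Less bovine mRNA per cell in TBL20 cannot be told apart, because the values fitted on bovine spots are centred by construction (median 0.016).

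Many infection differences remained after BW720c: of 3689 calls of at least 2-fold, 1137 had no call with the drug at either time. Of all infection calls that were called between the treated lines at 48 h, 87.9% had the direction of the infection call. This decides nothing about the TBL20 arrays shared by the infection and drug comparisons. Sharing them gives log2 differences of opposite sign, not remaining differences. Arrays simulated with the infection effect and no drug effect gave 8440 infection calls and 0 drug calls. No reversal could therefore be called on them, and how far sharing adds to reversals was not simulated. Reversals too small for the test cannot be told apart from differences that remain: the 1137 kept a median of 85.3% of their log2 difference between the treated lines at 48 h, but they were chosen for having no call, which by itself gives a high share, and arrays simulated without a drug effect kept 97.1% (higher in TBL20) and 98.1% (lower). Parasite RNA still present at 48 h cannot be told apart from changes that no longer need the parasite, since 2860 parasite sequences were above the floor at 48 h and no later time was measured. All arrays come from a single uninfected line and a single infected line derived from it. Changes that arose in TBL20 during culture therefore cannot be told apart from those of infection. The paper does not discount epigenetic events during growth of infected lines in vitro.

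The response to BW720c differed between the lines (interaction) for 4156 bovine sequences at 24 h and 5014 at 48 h. Among 100 splits of the arrays within each line, 1 gave as many calls at 24 h (the real one; highest other 3822) and 3 at 48 h (highest other 6565). At each time, 6 other splits gave over 1000 calls, and all 6 kept the real labels of the TBL20 arrays, so the response of TBL20 is the structure that these counts follow, and the splits do not tell whether chance can be excluded for a difference between the lines.

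For groups of 3 against 3 arrays there are 10 splits, too few for a share under 0.05; in each comparison 1 split, the real one, gave as many calls. The real count and the highest other were 9321 and 0 for TBL20 against BL20, 7004 and 11 for TBL20 at 24 h, 10316 and 0 at 48 h, 3846 and 0 for 48 h against 24 h, 434 and 1 for BL20 at 24 h and 1302 and 0 at 48 h. For parasite sequences they were 3430 and 105 at 24 h and 3564 and 0 at 48 h.

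The responses of the lines at 48 h also differed in their medians for fatty acid synthesis (-1.14; 0 higher and 7 lower of 10; camera adjusted p = 0.0072 with an estimated correlation), genes of B cells (1.10; 6 higher and 1 lower of 10; adjusted p = 0.028), sterol synthesis and uptake (-1.05; 1 higher and 17 lower of 19; adjusted p = 0.0075) and lymphocyte trafficking (0.82; 8 higher and 1 lower of 15; adjusted p = 0.0075), each with the same sign under every alternative for the values. Large differences of the responses at 48 h were found for BRB (6.87, with 2 of 3 untreated BL20 arrays under the floor) and LOC280930 (a fitted 6.13, which is no bound, since every BL20 array lay under the floor), ribonuclease genes of 1 family for which cross-hybridisation was not tested, and for CCL1 (-4.75) and XCL1 (-4.60, with 2 of 3 untreated BL20 arrays under the floor).

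The paper does not discuss parasite sequences that are higher with the drug. TA10815 was at 6.41 ± 0.40 (SD, n = 3) in TBL20 and 9.26 ± 0.27 at 24 h (log2 difference 2.86), and TA08915 at 5.96 ± 0.50 and 9.18 ± 0.43 (3.22). In BL20 they were at 4.58 and 4.48.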

How the results depend on the processing

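Alternatives named as added were chosen after the data were seen; the others were set before the data were examined. Of 379 called pairs of a gene and a comparison, 314 kept direction and call under the alternatives for background, normalisation, values, summary, filter, arrays in the fit and replicate block and with each array left out, and 317 without the left-out arrays; none reversed to a call in the other direction. Of 138 called pairs of a list and a comparison, 95 and 99 did. The 2-fold minimum, the stricter threshold, Rank Product and, for lists, the estimated correlation are not in these numbers. Without calls in the main values, 8 results took the opposite sign with a call under some scaling.

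These were, in the deposited values centred on bovine sequences, HDAC2 at 24 h (-0.30), IL15 (-0.49), LOC510185 (-0.46) and MYC (-0.37) at 48 h, and MAX (0.62), MYC (0.70) and SMARCA4 (0.64) between the lines; LOC510185 at 48 h with median scaling (-0.66); and PARP9 between the lines with quantile normalisation over all probes (-0.39) and in the deposited values (-0.34). The cause was not tested, but these settings shift the median of all bovine sequences: between the lines it was 0.016 in the main values, -0.42 over all probes, -0.49 in the deposited values, 0.43 in the centred ones and 0.17 with median scaling.

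With the scaling, the share of higher calls moved too, in some comparisons to the other side (main values first). Between the lines 5115 were higher and 4206 lower, against 2537 and 14231 over all probes, 2609 and 15466 deposited, and 14513 and 2804 centred. At 24 h in TBL20 3342 and 3662, against 6500 and 1875, 6573 and 1871, 2654 and 9998, and 1335 and 2600 with median scaling; at 48 h 4526 and 5790, against 7658 and 3075, 8047 and 3151, 3126 and 13014, and 2012 and 8805. From 24 to 48 h 1646 and 2200, against 702 and 3063 with median scaling; in BL20 272 and 162 at 24 h and 660 and 642 at 48 h, against 243 and 235 and 1125 and 563 centred. For the interaction 1802 and 2354 at 24 h, against 4036 and 1297, 4061 and 1279, 1735 and 5262, and 562 and 1320; at 48 h 2543 and 2471, against 4879 and 1370, 5046 and 1393, and 2007 and 9509.

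Counts that moved by over 1.5 times are given in the order TBL20 against BL20, TBL20 at 24 h, 48 h and 48 h against 24 h, BL20 at 24 and 48 h, interaction at 24 and 48 h, which were 9321, 7004, 10316, 3846, 434, 1302, 4156 and 5014. A 2-fold minimum, stricter by construction, gave 3689, 1783, 3066, 764, 194, 397, 1949 and 2450, a share reversed of 31.9% (main 51.8%), 782 sequences reversed at 24 h (the profile groups; main 3811), and overlaps between the lines of 60 and 212 (main 214 and 873). An adjusted p under 0.01, also stricter, gave 4335 at 24 h, 1643 for 48 h against 24 h, 183 and 452 in BL20, 2109 and 2987 for the interaction, 2251 in the profile groups and overlaps of 67 and 295. Only the groups compared, with fewer arrays, gave 2151 for 48 h against 24 h, 53 for BL20 at 24 h and an overlap of 23.

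For the other settings the cause was not tested. Rank Product gave 6803 at 48 h in TBL20, 3371 and 5274 in BL20 and overlaps of 1252 and 2199; on the deposited values 6839, 3238, 5334, 1014 and 1839. The added Rank Product with values permuted within arrays gave 1861, 1177, 1662, 902, 155 and 630, 1210 and 1297 parasite sequences (main 3430 and 3564), a share of 26.1%, 355 in the profile groups and overlaps of 41 and 167. Quantile normalisation over all probes gave 16768 between the lines and 5728 in the profile groups; the deposited values 18075 and 5852; the centred ones 17317, 12652 and 16140 at 24 and 48 h in TBL20, 6997 and 11516 for the interaction and 9136 in the profile groups. Median scaling gave 3935 at 24 h in TBL20, 219 at 24 h in BL20, 1882 and 2127 for the interaction, 2059 in the profile groups and an overlap of 90. The mean of probes gave 2142 in BL20 at 48 h, an overlap of 1472 and 1353 silent sequences (main 2232); the 95th percentile as limit for silent, higher by construction, gave 6725. The estimated correlation in camera gave 44 list calls, against 138 with the preset one.

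Leaving out 1 array gave 7937 to 9719 between the lines, 5391 to 7410 and 8561 to 10862 in TBL20, 3146 to 4779 and 4180 to 5405 for the interaction, 3354 to 3445 and 3508 to 3579 parasite sequences, shares of 46.3 to 53.1%, 2875 to 4024 in the profile groups, 2182 to 2315 silent sequences and 133 to 143 list calls. The counts that moved by over 1.5 times were those for 48 h against 24 h, 2061 (without TBL20 BW720c 24h replicate 2) and 2083 (without TBL20 BW720c 48h replicate 1), with up to 4314 otherwise; BL20 at 24 h, 208 (without BL20 replicate 3), 238 (without BL20 BW720c 24h replicate 2), 272 (without BL20 replicate 1) and 917 (without BL20 BW720c 24h replicate 3); BL20 at 48 h, 608, 661, 627 and 698 (without BL20 replicate 3, BL20 replicate 1, BL20 BW720c 48h replicate 2 and BL20 BW720c 48h replicate 1), with up to 1706 otherwise; and overlaps of 93, 131 and 111 at 24 h (without BL20 replicate 3, BL20 replicate 1 and BL20 BW720c 24h replicate 2), with up to 302 otherwise, and of 434, 455, 462 and 488 at 48 h (in the order of BL20 at 48 h), with up to 1121 otherwise. The replicate number as a block gave 9029, 6602, 9922, 3556, 370, 1099, 3773 and 4650, all within 1.5 times. Slide as a block was not run, since each of the 18 slides holds 1 array. Signal over background limits folds of sequences near the floor of 5.07, which 23931 of 30656 bovine sequences exceeded in BL20.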

Differences from the paper's values

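Of 135 values that the paper states and that were compared here, 47 differ by over 1.5 times in either direction (a fold also by more than the spread of the replicates, or in its sign), 18 of 31 counts and shares and 29 of 104 folds. The others were not counted as differing and need not be equal. They include folds left undecided by the floor. A lower bound was counted only where it exceeded 1.5 times the paper's fold, and no fold was counted with both groups under the floor. A setting meets a value when it is within the same limit. The paper counts genes and describes fewer bovine sequences on the array than the 30656 tested here, so the counts have different totals. The calls here are by limma at an adjusted p under 0.05; the paper's are by Rank Product at a false discovery rate under 5%, so the thresholds differ. Set before the data were examined were quantile normalisation over all probes, the deposited values, the centred deposited values (on bovine sequences), normexp, no background correction, median scaling, mean of probes, a filter on dim sequences, only the groups compared, the replicate block, a 2-fold minimum, an adjusted p under 0.01, Rank Product and Rank Product on the deposited values; the settings that test or threshold calls do not apply to folds. For silent sequences, the 95th percentile of parasite sequences and the paper's 4.5 on the deposited values were set as well, and the filter and Rank Product on the deposited values were not. Settings not listed beside a value do not bring it within the paper's. Those called added were chosen after the values were seen.

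In TBL20 against BL20 the paper calls 3079 genes, and 9321 sequences were called here (met by a 2-fold minimum). Higher are 1822 in the paper and 5115 here (quantile over all probes, the deposited values and a 2-fold minimum). Lower are 1257 in the paper and 4206 here (none). Of the higher ones, 552 in the paper and 2122 here were reversed at 24 h and 676 in the paper and 2863 here at 48 h (both met by a 2-fold minimum), which is 37% in the paper and 56.0% here at 48 h (quantile over all probes, the deposited values, the replicate block, a 2-fold minimum, an adjusted p under 0.01, Rank Product and Rank Product on the deposited values), and 872 in the paper and 1391 here had no call with BW720c (quantile over all probes, the deposited values, normexp, no background correction, median scaling, a 2-fold minimum and Rank Product). Of the lower ones, 399 in the paper and 1689 here were reversed at 24 h and 487 in the paper and 1963 here at 48 h (both met by a 2-fold minimum), and 678 in the paper and 1673 here had no call (the centred deposited values). Without an infection call, 383 in the paper and 5693 here responded to BW720c in TBL20 (none); the paper's are from a set of genes judged highly unlikely to differ between the lines and are specific to infected cells, so the group here, all sequences without a call, is wider. First reversed at 48 h were 12% in the paper's text and 7.59% here (normexp, no background correction, median scaling, mean of probes, Rank Product and Rank Product on the deposited values); the legend of the paper's Figure 3 gives 10%, within 1.5 times of 7.59%, for 303 genes, against 707 sequences here (an adjusted p under 0.01).

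Silent in BL20 were 1283 in the paper and 2232 here (normexp, mean of probes and 4.5 on the deposited values). Of these, 46 in the paper and 122 here were higher in TBL20 (quantile over all probes, the deposited values, a 2-fold minimum and 4.5 on the deposited values), and 33 in the paper and 75 here were also called with BW720c (the deposited values, a 2-fold minimum, an adjusted p under 0.01 and 4.5 on the deposited values). Responsive in both lines were 74 in the paper and 214 here at 24 h (median scaling, a 2-fold minimum and an adjusted p under 0.01), and 164 in the paper and 873 here at 48 h (a 2-fold minimum).

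Alternatives chosen after seeing the values also come within some of these: Rank Product with values permuted within arrays on lower sequences (913), no call (620 and 621), first reversed at 48 h (8.70%) and the overlap at 48 h (167), dropping 303 of the 639 sequences of the paper's supplement (without Table S4B); RefSeq mRNA sequences only on no call among the higher (1142), dropping 21; the last 3 probes on the percent reversed (53.0), dropping 18; and 4.5 on the deposited values with Rank Product, which drops 0 of the 639, on silent sequences (1816, 62 and 46). The main values drop 13 of the 639, Rank Product 49, Rank Product on the deposited values 0 and a 2-fold minimum 157. Leaving out single arrays came within the paper's value for no call among the higher (3 of 18 arrays), the percent reversed (9), first reversed at 48 h (3 for the 12%, and 1 for the 303) and the overlap at 24 h (2).

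Folds are of TBL20 against BL20 unless BW720c is named, and a minus stands for lower where the paper prints one; CDKN2D, CDKN1C, TNFSF11, FASLG, HOXC4, HOXC9, PARP11 and HES1 are fold decreases without a minus. FOSL1 (37.3 in the paper and 64.6 here), TP73 (98.7 in the paper and 155 here), PAX9 (5.1 in the paper and 8.66 here), IL7 (3.7 in the paper and 6.31 here), IL2RA (25 in the paper and 42.9 here), KCNIP3 (-10.4 in the paper and -5.74 here), FOSB (-2.5 in the paper and -1.42 here), CDKN2D (5 in the paper and 3.20 here), CDKN1C (3.5 in the paper and 1.93 here), FASLG (4 in the paper and 2.32 here), HOXC9 (3.6 in the paper and 1.89 here), PARP11 (3.0 in the paper and 1.98 here) and HES1 (3 in the paper and 1.68 here): met by quantile over all probes and the deposited values. SSBP4 (14.3 in the paper and 21.8 here) and FAS (3.5 in the paper and 5.54 here): met by quantile over all probes, the deposited values, normexp, no background correction and mean of probes. JUND (12.3 in the paper and 21.6 here): met by quantile over all probes, the deposited values, normexp and mean of probes. FOXA3 (6.4 in the paper and 12.3 here): met by quantile over all probes, the deposited values and normexp. JUN (1.7 in the paper and 2.93 here), MAFF (2.7 in the paper and 4.69 here) and PARP12 (2.8 in the paper and 5.97 here): met by quantile over all probes, the deposited values, normexp and no background correction. MAP2K6 (2 in the paper and 0.212 here): met by none of them. KANK1 (-34.3 in the paper and -22.6 here), HEYL (-26.5 in the paper and -16.0 here), ZNF211 (-10.8 in the paper and -7.03 here) and TNFSF11 (22 in the paper and 13.2 here): met by quantile over all probes, the deposited values and median scaling. ZNF423 (-13.7 in the paper and -8.77 here) and HOXC4 (5 in the paper and 2.70 here): met by quantile over all probes, the deposited values and mean of probes. NEO1 (-9.9 in the paper and -3.70 here): met by the deposited values. PARP12 with BW720c (12 in the paper and 7.55 here): met by quantile over all probes, the deposited values, the centred deposited values and mean of probes. MAP2K6 is lower here, so its fold is under 1. The folds of IL7 (2 of 3 BL20 arrays), TNFSF11 and ZNF423 (2 of 3 TBL20 arrays each) and NEO1 (1 of 3 TBL20 arrays) rest on arrays partly under the floor; for IL7, with a mean under it, the fold of 6.31 is a fitted value and not a bound. The paper marks FOSB as above its threshold of 5%. Leaving out single arrays came within the paper's fold for SSBP4 (3 of 18 arrays), TP73 (2), FAS (1), KANK1 (3), HEYL (1), ZNF423 (2), ZNF211 (2), CDKN2D (2), TNFSF11 (2), PARP11 (2) and PARP12 with BW720c (1). Of the 639 sequences with a fold in the tables of the supplement other than S4B, which lists genes unaltered between the lines, all 639 had the paper's direction here, 332 lay within 1.5 times of the paper's fold, and 631 lay within 5% on the deposited values. The study chose the 639 on these arrays, so their direction is not independent evidence. In Table S4B, 24 of 69 had the paper's sign in the main values.

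Some statements of the paper on single genes differ as well. MAP2K6, which the paper gives as elevated, had a log2 difference of -2.24 (adjusted p = 3.4e-09). RELA and MYB, unaltered in the paper, had 0.56 (adjusted p = 0.013) and -1.40 (adjusted p = 1.4e-07). MYC, not influenced by BW720c in the paper, rose by 0.40 at 24 h (adjusted p = 0.026), while its difference between the lines was not called, as in the paper (-0.15). FOSL2, TP73 and LITAF, without a drug response in the paper, had 0.56 at 48 h (adjusted p = 0.0079), -0.66 at 24 h (adjusted p = 0.042) and -0.54 at 48 h (adjusted p = 0.020); RUNX3 had no call, as in the paper. HOXC13 and HOXB8, enhanced by BW720c in the paper, were not called (0.42 and 0.86 at 24 h, 0.43 and 0.34 at 48 h). Of the CDK inhibitors that the paper finds without reversal, CDKN2C rose by 0.38 at 24 h (adjusted p = 0.024) and CDKN1B by 0.66 at 48 h (adjusted p = 0.044), and CDKN2D fell further (-0.90 at 24 h). FOSB, repressed in the paper, was not called between the lines (-0.51, adjusted p = 0.085). Settings that match the paper on these genes were found too. The call was lost for RELA with quantile over all probes (0.37), with the deposited values (0.31), without BL20 replicate 1 (0.47) and without TBL20 replicate 3 (0.49); for MYC at 24 h with median scaling (0.28), with only the groups compared (0.40), with the centred deposited values (-0.083), without TBL20 BW720c 24h replicate 2 (0.34), without TBL20 BW720c 24h replicate 3 (0.39), without TBL20 replicate 1 (0.37) and without TBL20 replicate 3 (0.39); for FOSL2 at 48 h with median scaling (-0.11), with no background correction (0.26) and with the centred deposited values (-0.084); for TP73 at 24 h with median scaling (-0.78), with quantile over all probes (-0.54), with the deposited values (-0.54), without BL20 BW720c 48h replicate 1 (-0.66), without BL20 replicate 3 (-0.66), without TBL20 BW720c 24h replicate 2 (-0.71), without TBL20 BW720c 24h replicate 3 (-0.48), without TBL20 BW720c 48h replicate 1 (-0.66), without TBL20 BW720c 48h replicate 2 (-0.66), without TBL20 BW720c 48h replicate 3 (-0.66), without TBL20 replicate 1 (-0.58), without TBL20 replicate 2 (-0.68) and without TBL20 replicate 3 (-0.72); and for LITAF at 48 h with the added last 3 probes (-0.51), with no background correction (-0.39), with normexp (-0.31), with quantile over all probes (-0.22), with the deposited values (-0.30), without TBL20 BW720c 48h replicate 1 (-0.54), without TBL20 BW720c 48h replicate 3 (-0.50) and without TBL20 replicate 3 (-0.53). It was also lost for CDKN2C at 24 h with median scaling (0.22), with only the groups compared (0.38), with the centred deposited values (0.23), without TBL20 BW720c 24h replicate 1 (0.31), without TBL20 BW720c 24h replicate 2 (0.38) and without TBL20 replicate 1 (0.31); for CDKN1B at 48 h with the added last 3 probes (0.51), with median scaling (0.14), with no background correction (0.52), with the replicate block (0.66), with the centred deposited values (0.46), without BL20 BW720c 48h replicate 1 (0.66), without BL20 BW720c 48h replicate 2 (0.66), without BL20 BW720c 48h replicate 3 (0.66), without TBL20 BW720c 48h replicate 1 (0.71), without TBL20 BW720c 48h replicate 2 (0.57), without TBL20 BW720c 48h replicate 3 (0.69), without TBL20 replicate 1 (0.61), without TBL20 replicate 2 (0.71) and without TBL20 replicate 3 (0.64); and for CDKN2D at 24 h with quantile over all probes (-0.46) and with the deposited values (-0.43). A call was gained for HOXC13 at 24 h with the added last 3 probes (0.76); for HOXC13 at 48 h with the added last 3 probes (0.60) and with the deposited values (1.12); for HOXB8 at 24 h with the added last 3 probes (0.81), with no background correction (0.51), with normexp (0.63), with only the groups compared (0.86), with quantile over all probes (1.33), with the deposited values (1.17) and without BL20 replicate 1 (0.86); for HOXB8 at 48 h with no background correction (0.49), with normexp (0.51) and with the deposited values (0.82); and for FOSB with the mean of probes (-0.62), with only the groups compared (-0.51), with quantile over all probes (-1.47), with the deposited values (-1.37) and without TBL20 BW720c 24h replicate 2 (-0.51). For MAP2K6 and MYB the calls were kept under every setting run.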

Other observations

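Of 26 genes of glycolysis and the response to hypoxia, 1 was higher and 11 lower in TBL20 at 24 h of BW720c (median log2 difference -0.28) and 3 were higher and 13 lower at 48 h (median -0.33), both called by camera with the preset correlation (adjusted p = 2.6e-05 and 4.5e-04) and not with the estimated one (0.051 and 0.076). The medians were negative under every alternative for the values. SLC2A1, a glucose transporter, fell by 1.44 on the log2 scale at 48 h, under every alternative for the values. In BL20 at 48 h, 1 of the 26 was called. The mean excess of the last over the first probe on long transcripts, a sign of RNA quality, moved with these comparisons (log2 scale; 0.94 in TBL20, 1.26 at 24 h, 1.14 at 48 h and 1.11 in BL20), as it did with those of the next paragraph.

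Of 15 genes of lymphocyte trafficking, 7 were higher and 1 lower in TBL20 at 48 h (median 0.42; camera adjusted p = 0.029 with the estimated correlation). Of 22 genes of myeloid cells, 10 were higher and 1 lower at 48 h (median 0.41, turning to -0.043 in the deposited values centred on bovine sequences; camera adjusted p = 0.029 with the estimated correlation), among them MPEG1, a pore-forming protein of macrophages (at least 29.8-fold). In TBL20 against BL20, 0 of 8 genes of MHC class II were higher and 5 were lower (median -0.74, turning to 0.15 in the deposited values centred on bovine sequences; camera adjusted p = 0.0017, and 0.061 with the estimated correlation).

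Between the treated lines, 3704 bovine sequences were higher and 3925 lower in TBL20 than in BL20 at 24 h, and 4261 higher and 4019 lower at 48 h; this comparison was added after the data were seen. At 48 h the largest rises among parasite sequences were TA14210, from 4.76 ± 0.050 (SD, n = 3) to 6.38 ± 0.30, and TA21400, from 4.61 ± 0.16 to 6.30 ± 0.73; both were under the floor of 5.07 in TBL20.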
